# Muscle stem cells in Duchenne muscular dystrophy exhibit molecular impairments and altered cell fate trajectories impacting regenerative capacity

**DOI:** 10.1038/s41419-025-07755-1

**Published:** 2025-06-05

**Authors:** Jules A. Granet, Rebecca Robertson, Alessio A. Cusmano, Romina L. Filippelli, Tim O. Lorenz, Shulei Li, Moein Yaqubi, Jo Anne Stratton, Natasha C. Chang

**Keywords:** Muscle stem cells, Mechanisms of disease

## Abstract

Satellite cells are muscle-resident stem cells that maintain and repair muscle. Increasing evidence supports the contributing role of satellite cells in Duchenne muscular dystrophy (DMD), a lethal degenerative muscle disease caused by loss of dystrophin. However, whether or not satellite cells exhibit dysfunction due to loss of dystrophin remains unresolved. Here, we used single-cell RNA-sequencing (scRNA-seq) to determine how dystrophin deficiency impacts the satellite cell transcriptome and cellular composition by comparing satellite cells from *mdx* and the more severe D2-*mdx* DMD mouse models. DMD satellite cells were disproportionally found within myogenic progenitor clusters and a previously uncharacterized DMD-enriched cluster. Despite exposure to different dystrophic environments, *mdx* and D2-*mdx* satellite cells exhibited overlapping dysregulation in gene expression and associated biological pathways. When comparing satellite stem cell versus myogenic progenitor populations, we identified unique dysfunctions between DMD and healthy satellite cells, including apoptotic cell death and senescence, respectively. Pseudotime analyses revealed differences in cell fate trajectories, indicating that DMD satellite cells are stalled in their differentiation capacity. In vivo regeneration assays confirmed that DMD satellite cells exhibit impaired myogenic gene expression and cell fate dynamics during regenerative myogenesis. These defects in differentiation capacity are accompanied by impaired senescence and autophagy dynamics. Finally, we demonstrate that inducing autophagy can rescue the differentiation of DMD progenitors. Our findings provide novel molecular evidence of satellite cell dysfunction in DMD, expanding on our understanding of their role in its pathology and suggesting pathways to target and enhance their regenerative capacity.

## Introduction

Satellite cells, which are muscle-resident stem cells, are responsible for postnatal muscle growth, maintenance of muscle homeostasis, and muscle repair in response to damage [1]. Upon a regeneration-inducing stimulus, satellite cells activate and undergo myogenic commitment, transitioning into proliferative myogenic progenitors (known as myoblasts), and subsequently terminally differentiate into myocytes that undergo fusion to help repair damaged myofibers [2]. This process, known as regenerative myogenesis, is critically dependent on satellite cells [3–5].

Recent advancement of single-cell transcriptomic technologies has allowed for the characterization of satellite cell populations from resting and regenerating muscle. These studies have not only confirmed the heterogeneous nature of the satellite cell population and the myogenic trajectory of satellite cells following injury but have also revealed distinct gene expression signatures that occur due to tissue dissociation procedures [6–10]. Additionally, we have information pertaining to the impact of aging and muscle degenerative diseases on satellite cell heterogeneity and transcriptional changes at the single-cell level [11–16].

Duchenne muscular dystrophy (DMD), which impacts one in every 5000 male births worldwide, is caused by mutations in the X-linked *DMD* gene, which lead to the loss of expression of the protein product dystrophin [17]. The vast heterogeneity of DMD mutations, the large size of the *DMD* gene, and the inefficient transduction of muscle tissue and satellite cells have impeded therapeutic development, resulting in a critical need for a cure for this lethal disease. In healthy muscle, dystrophin is an integral component of the dystrophin-glycoprotein complex (DGC), a large multimeric protein complex that spans the myofiber membrane, maintaining its integrity and stability [18–20]. Dystrophin is also expressed in satellite cells, where it mediates the establishment of cell polarity to enable asymmetric stem cell division [21]. Accumulating evidence supports the notion that dystrophin-deficient satellite cells exhibit intrinsic dysfunction, which leads to impaired regenerative capacity [22–24]. However, whether satellite cells are directly impacted by dystrophin loss or indirectly affected due to the chronic degenerative niche, and the extent to which satellite cell dysfunction contributes to DMD pathology, has yet to be resolved. A question of particular interest is whether dystrophin-deficient satellite cells are fully capable of undergoing regenerative myogenesis and successfully contributing to muscle repair.

We sought to establish how loss of dystrophin impacts satellite cells in both moderate and severe mouse models of DMD. The *mdx* mouse is the most widely used DMD mouse model [25]. However, despite harboring a naturally occurring null mutation in the *Dmd* gene, these mice exhibit a mild dystrophic phenotype and minimal reduction in lifespan. In contrast, D2-*mdx* mice, which are *mdx* mice with a DBA/2 genetic background, exhibit a severe dystrophic pathology and a reduced lifespan of 12–18 months [26, 27]. We performed single-cell RNA-sequencing (scRNA-seq) on satellite cells enriched from *mdx*, D2-*mdx*, and their respective wildtype counterparts to assess the impact of dystrophin deficiency on the satellite cell transcriptome and stem cell fate.

Interestingly, the majority of differentially expressed genes between the satellite cells of each DMD model and their respective controls overlapped between the two DMD models, indicating molecular impairments that are independent of the dystrophic niche. We identified distinct impairments in DMD satellite cells (apoptosis) and DMD myogenic progenitors (cellular senescence). Additionally, we characterized a DMD-specific satellite cell subpopulation that suggests an alternative, stalled differentiation fate. In vivo functional validation assays confirmed that DMD satellite cells exhibit impaired myogenic differentiation along with altered senescence and autophagy dynamics during regenerative myogenesis. Importantly, correcting these satellite cell dysfunctions has the potential to improve regenerative capacity, which is a critical step forward for addressing muscle repair deficits in muscle degenerative diseases.

## Results

### Altered muscle regeneration and satellite cell profiles in *mdx* and D2-*mdx* mice

To characterize muscle degeneration and the muscle-resident satellite cells in mild and severe DMD mouse models, we isolated tibialis anterior (TA) muscles from 3-month-old *mdx* and D2-*mdx* mice, along with their respective wildtype counterparts C57BL/10ScSn (B10) and DBA/2 (DBA). Hematoxylin and eosin (H&E) staining of TA cross-sections from *mdx* and D2-*mdx* mice revealed signs of chronic muscle degeneration (Fig. 1A) and significantly larger mean myofiber size (Fig. 1B, *P* = 0.0049 for *mdx* and *P* = 0.0217 for D2-*mdx*).

**Fig. 1:**
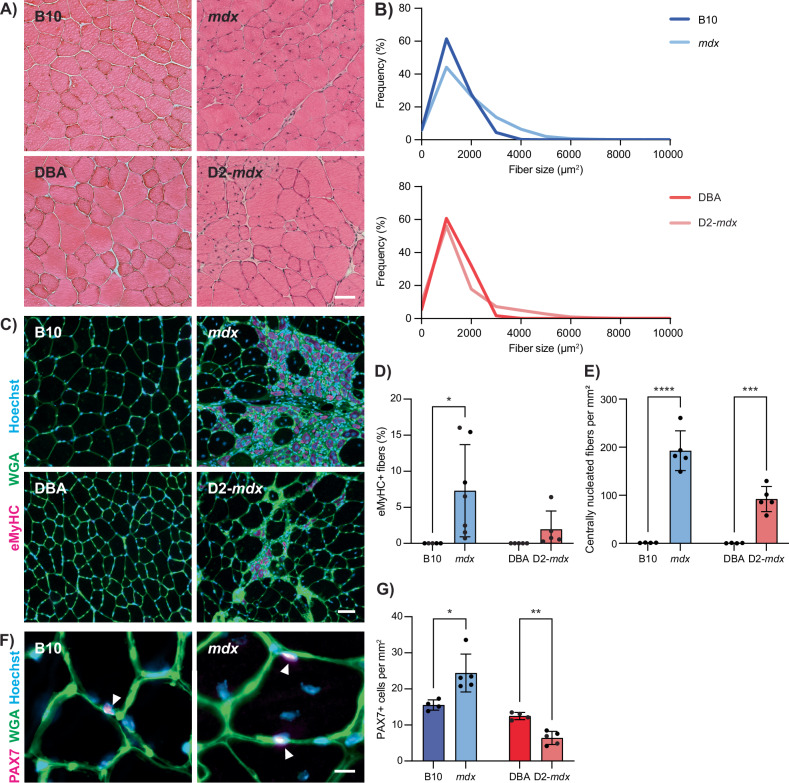
Altered regenerative and satellite cell profiles in *mdx* and D2-*mdx* mice. **A** H&E images from TA cross-sections of 3-month-old male DMD models (*mdx* and D2-*mdx)* and their respective controls (B10 and DBA), showing morphological changes in the DMD models such as centralized nuclei and changes in fiber cross-sectional area. **B** Quantification of fiber cross-sectional area, demonstrating changes in DMD models compared to controls. **C** Wheat germ agglutinin (WGA, green) and eMyHC (magenta) IF labeling of TA cross-sections showing regenerating injuries only in DMD models, which, as quantified in (**D**), show a significant increase in eMyHC+ fibers compared to controls. **E** Quantification of centrally nucleated fibers per mm^2^ of TA, showing a significant increase in *mdx* and D2-*mdx* compared to controls. **F** Representative IF labeling of TA cross-sections for WGA (green) and PAX7 (magenta), showing PAX7+ satellite cells (arrows). **G** Quantification of the number of PAX7+ cells per mm^2^ of TA, showing a significant increase in *mdx* and a decrease in D2-*mdx* compared to their respective controls. Scalebars = 50 µm (**A**, **C**) and 10 µm (**F**), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (two-tailed unpaired *t*-test, *n* = 4–7 biological replicates per strain). Data are expressed as frequency distribution (**B**) or mean ± SD (**D**, **E**, **G**).

We performed immunostaining for embryonic myosin heavy chain (eMyHC) and quantified the number of centrally nucleated myofibers on TA cross-sections to assess regeneration (Fig. 1C). While wildtype muscles exhibited little to no eMyHC+ or centrally nucleated myofibers, *mdx* and D2-*mdx* dystrophic muscles exhibited a significant increase in both the percentage of eMyHC+ myofibers and incidence of myofibers with centrally located nuclei (Fig. 1D, E). To assess satellite cell content, we performed immunostaining of TA cross-sections for the canonical satellite cell marker PAX7 (Fig. 1F). As previously reported, we found that *mdx* TA muscles have an increased number of PAX7+ satellite cells compared to B10 controls [28, 29]. In contrast, D2-*mdx* mice exhibited significantly lower numbers of PAX7+ satellite cells compared to DBA controls (Fig. 1G). When comparing *mdx* and D2-*mdx*, D2-*mdx* muscles had significantly less satellite cells compared to *mdx* (*P* = 0.019). Reduced numbers of satellite cells have been observed in DBA mice compared to C57BL/6 mice following repeated injuries, suggesting that differences in satellite cell content due to genetic background, along with enhanced TGF-β activity, contribute to the overall reduced regenerative capacity of D2-*mdx* muscles [26, 30]. Consistent with this, we observe that *mdx* muscles exhibit chronic regeneration and enhanced satellite cell numbers, while D2-*mdx* muscles, despite also showing increased regeneration compared to their wildtype counterpart DBA, have significantly reduced satellite cell content and less regeneration compared to *mdx* (Fig. 1D, E, G). Altogether, these findings indicate unique differences in satellite cell and muscle regeneration phenotypes between these commonly used *mdx* and D2-*mdx* DMD models.

### scRNA-seq reveals differences in satellite cell distribution between healthy and dystrophic muscle

To focus on the satellite cell population, we performed scRNA-seq on prospectively isolated satellite cells from the hindlimb muscles of *mdx* and D2-*mdx* mice, along with their wildtype counterparts (Fig. S1A) [31]. 

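The ITGA7+/VCAM+/Lin- cells of 2 pooled mice per strain gave 1 10X Genomics 3′ library per strain, so each of the 4 conditions was measured in a single sample without a replicate. B10 is the control of *mdx*, and DBA, also called DBA/2J, is the control of D2-*mdx*. The sample labels give ages of 15 weeks for B10, 11 for *mdx*, 13 for DBA and 14 for D2-*mdx*, so age differs with strain. The authors aligned the reads to mm10 with Cell Ranger and deposited unnormalized counts of unique molecular identifiers (UMIs) per gene and barcode. B10 has 49191944 UMIs over 9931 barcodes, *mdx* 67156373 over 7173, DBA 43542853 over 3539 and D2-*mdx* 75482888 over 6782. After the authors' limits on genes and mitochondrial UMIs per cell and removal of predicted doublets, 4581 B10, 6313 *mdx*, 3279 DBA and 5756 D2-*mdx* cells were kept. Their median depth was 8466, 7021, 10434 and 6666 UMIs per cell, respectively. For expression, the UMIs of a gene were summed over the myogenic cells of a library and divided by all UMIs of those cells, in CPM. *mdx* was set against B10 and D2-*mdx* against DBA as log2 ratios of these values. Cells of 1 library are not replicates, so no test was run and no p-value is given. Each interval, given in parentheses, has a confidence level of 95% and is exact: Poisson for CPM, binomial (Clopper-Pearson) for shares, and for ratios the interval that the binomial share of the pair of counts gives. All of them cover counting error only, not differences between mice.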

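*Dmd* (ENSMUSG00000045103, chromosome X, 82948870 to 85206141 on GRCm38) was detected in the myogenic cells of every library. It was counted at 324 CPM (319 to 330.1) in B10 and 119 CPM (116 to 123) in *mdx*, a log2 ratio of -1.44 (-1.49 to -1.39). DBA had 287 CPM (281 to 293) and D2-*mdx* 94.2 CPM (91.0 to 97.5), a log2 ratio of -1.61 (-1.67 to -1.55). The labels of the libraries and their *Dmd* level therefore point the same way.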

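The 4 libraries were integrated with canonical correlation analysis in Seurat, on 2000 variable features and 30 dimensions, and clustered at the authors' resolution of 0.1, which gave clusters numbered 0 to 9. Cluster 0 held 4305 B10, 3281 *mdx*, 2515 DBA and 2949 D2-*mdx* cells. Every cluster held cells of each library. The smallest contribution was 1 cell, from B10 to cluster 5 and from DBA to cluster 9.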

Sequences from the four individual libraries were integrated, and cell clustering was performed and visualized using uniform manifold approximation projection (UMAP) (Fig. S1B, C). 

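Each cluster was named from marker genes fixed in advance, and its leading genes are those with the largest fold over the other clusters among genes with a UMI in at least 10% of its cells. Cluster 0 was MuSC-like, with *Gm26834*, *Nppc* and *Gm13373* leading. Cluster 1 was led by *Myog*, *Tmem8c* and *Tnnt2* and held both cell-cycle and differentiation genes. Its markers scored highest for differentiating myocytes (2.10), just ahead of cycling progenitors (1.90), as a mean over the markers standardized across clusters. Pericyte-like cells were led by *Colec11*, *Rgs5* and *Actg2*, glial cell-like cells by *Chl1*, *Col20a1* and *Gpr37l1* and endothelial cell-like cells by *Cdh5*, *Gpihbp1* and *Kdr*. White blood cell-like cells were led by *S100a8*, *Ctss* and *Cd74* and vascular smooth muscle-like cells by *Pln*, *Tesc* and *Rergl*. Cluster 8, led by *Thbs4*, *Mmp13* and *Pi16*, resembled fibro-adipogenic progenitors or tenocytes. Cluster 9 was led by the interferon-induced genes *Ifit1*, *Ifit3* and *Ifit3b* and was kept with the myogenic cells as immunomyoblast-like. The names are rebuilt from markers, so differences from the study's shares can come from them.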

Cell clusters were identified by examining highly expressed genes unique to each cluster and comparing these with published scRNA-seq datasets from satellite cells and whole muscle [7–10] (Fig. S1D). While the majority of our isolated cell population were satellite cells and myogenic progenitors (72.48–96.47%), we also detected the presence of pericyte, vascular smooth muscle, glial, Schwann, white blood, and endothelial cells (Fig. S1E, F, Table S1).

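As myogenic cells, clusters 0, 1 and 9 made up 96.4% (95.9 to 97.0) of all cells in B10, 76.4% (75.3 to 77.4) in *mdx*, 82.3% (81.0 to 83.6) in DBA and 72.7% (71.6 to 73.9) in D2-*mdx*. Their largest move under another way of processing was to 70.6% in D2-*mdx*, with predicted doublets kept. Pericyte-like cells were the largest other group, with 2.12% in B10, 9.63% in *mdx*, 14.7% in DBA and 17.0% in D2-*mdx*. Glial cell-like cells made up 0.502% in B10, 5.66% in *mdx*, 0.945% in DBA and 4.01% in D2-*mdx*, and endothelial cell-like cells 0.306% in B10, 3.99% in *mdx*, 0.274% in DBA and 1.55% in D2-*mdx*. White blood cell-like cells were 0.0218% in B10, 1.73% in *mdx*, 0.732% in DBA and 2.74% in D2-*mdx*. Schwann cell-like cells were 0.306% in B10, 1.25% in *mdx*, 0.335% in DBA and 0.834% in D2-*mdx*, and vascular smooth muscle-like cells 0.153% in B10, 0.919% in *mdx*, 0.427% in DBA and 0.295% in D2-*mdx*.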

Following the removal of non-myogenic and mature myonuclei cell types, sub-clustering of satellite and myogenic progenitor cells resulted in the identification of seven transcriptionally distinct clusters (Figs. 2A and S2A). 

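The myogenic cells, 4418 in B10, 4821 in *mdx*, 2699 in DBA and 4187 in D2-*mdx*, kept their values from the integration of all cells. They were not integrated anew, and were clustered again at the authors' resolution of 0.2. This gave clusters 0 to 7, of which cluster 7 carried the transcripts of mature muscle fibres and was removed. The other clusters are numbered 0 to 6 by size. In every other way of clustering, a cluster took the class that most of its cells had here. Without integration, no cluster drew most of its cells from the DMD-enriched-like or differentiating-like classes.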

Based on their gene expression signature, we designated these clusters as muscle stem cell (MuSC) 1, MuSC 2, MuSC 3, cycling progenitor, differentiating myocyte, a population comprised mainly of satellite cells from *mdx* and D2-*mdx* mice (which we termed DMD enriched), and immunomyoblast (Fig. 2B, Table S2).

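By the fixed markers, myogenic clusters 0, 1 and 6 were MuSC-like, and the others took the names of the remaining populations. The DMD-enriched-like cluster was led by *Postn*, *Mgp*, *Gpc3*, *Gper1*, *Col1a2* and *Cited1*. The cycling progenitor-like cluster was led by *Top2a*, *Pbk*, *2810417H13Rik*, *Hmmr*, *Cenpf* and *Ccna2*, and the differentiating myocyte-like cluster by *Actc1*, *Myog*, *Tmem8c*, *Tnnt2*, *Mylk4* and *Chn2*. The immunomyoblast-like cluster was led by the interferon-induced genes *Ifit1*, *Ifit3*, *Iigp1*, *Ifit3b*, *Usp18* and *Isg15*. The DMD-enriched-like cluster held 19 B10, 964 *mdx*, 70 DBA and 565 D2-*mdx* cells. With 1 library per condition, a cluster drawn mostly from some libraries can reflect those libraries as well as a cell type. Because the names come from these genes, their levels in the clusters are not independent results.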

**Fig. 2:**
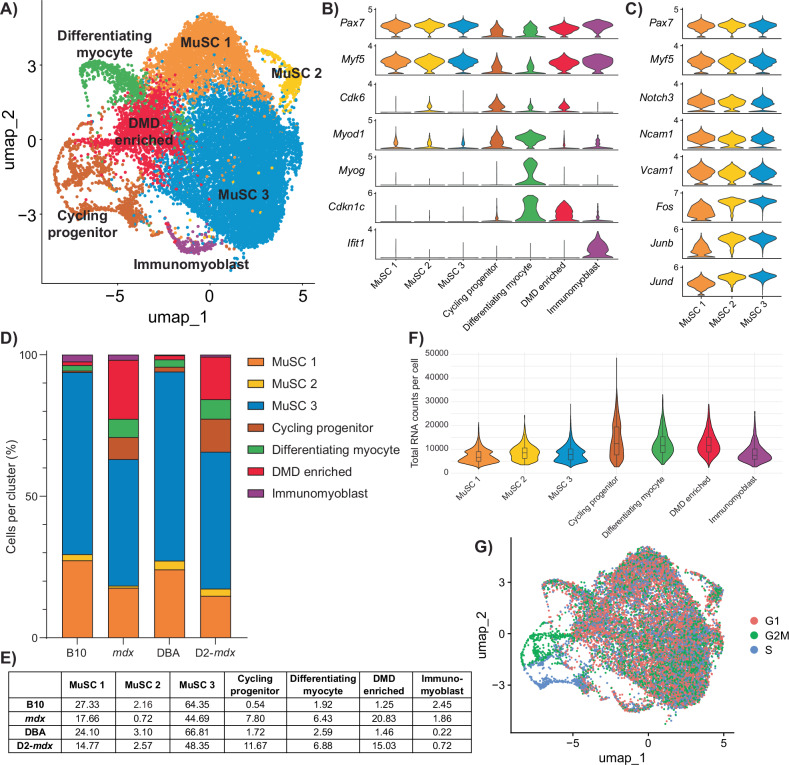
Single-cell RNA-seq analysis of DMD satellite cells. **A** UMAP representation after unsupervised clustering of myogenic cells showing the mapping of cells into seven distinct clusters. **B** Violin plot of highly expressed markers used to define the identity of each myogenic cluster. **C** Expanded violin plot of genes associated with satellite cell quiescence and activation for each satellite cell cluster (MuSC 1, 2, and 3). **D** Percentage of cells belonging to each cluster by strain, summarized in (**E**), showing a decrease in MuSC clusters and an increase in cycling, differentiating, and “DMD-enriched” clusters in the DMD models *mdx* and D2-*mdx* compared to their respective controls. **F** Violin plot of total RNA counts per cell for each myogenic cluster. **G** Feature plot of cell-cycle stage, showing that cycling progenitors are in G2M or S phase while MuSC 1, 2, 3, differentiating myocyte, and DMD-enriched cells are mainly in G1 phase.

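The MuSC-like clusters held 94.1% (93.4 to 94.8) of the B10 myogenic cells and 92.3% (91.3 to 93.3) of the DBA myogenic cells. Clustering without integration moved these shares most, to 99.1% and 98.7%. *Pax7* averaged 724 CPM in cluster 0, 646 in cluster 1 and 739 in cluster 6 when the libraries were weighted equally, and *Myf5* 479.6, 457 and 473 CPM. Both genes belong to the markers that name these clusters. The lowest level of either gene was in the differentiating myocyte-like cluster, with 234 CPM of *Pax7* and 80.3 CPM of *Myf5*.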

As expected from satellite cells isolated from healthy and homeostatic resting muscle (B10 and DBA), the majority of wildtype satellite cells were found within the three MuSC clusters (93.84% in B10 and 94.01% in DBA), which express high levels of *Pax7* and *Myf5* (Fig. 2B–E). To identify where these MuSC clusters lie along the myogenic differentiation trajectory, we performed gene annotation analysis on genes significantly upregulated by cells within these clusters (Fig. S2B, C, Table S2). 

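Of the MuSC-like clusters, cluster 0 was led by genes of the immediate-early and stress response. Over the other myogenic clusters, its leading genes were *1200007C13Rik* (5.11-fold), *Nr4a1* (5.03-fold), *Zfp36* (4.38-fold), *Btg2* (4.37-fold), *Klf4* (4.24-fold), *Fosb* (4.20-fold), *Cebpb* (4.14-fold) and *Dnajb1* (4.11-fold). Cluster 1 was led by *Gm3336* (9.34-fold), *Neu1* (2.85-fold), *Gm26615* (2.71-fold), *Ryr3* (2.67-fold), *Slc22a3* (2.59-fold) and *Gm26825* (2.55-fold). Cluster 6 was led by *Hhip* (57.5-fold), *Dlk1* (56.3-fold), *Car3* (29.3-fold) and *Tmem171* (23.2-fold). All these folds weight each library as its cells fall, so differences between libraries can enter them. *Slc22a3*, for example, was lower in both DMD libraries than in their controls. The enrichment of annotation terms in these clusters was not analysed here.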

Clusters MuSC 1 and 2 uniquely expressed genes related to cell adhesion, while the MuSC 3 cluster uniquely expressed genes related to RNA transcription (Fig. S2C). 

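The score of the TU 6h ex vivo list of Table S3 averaged 0.457 in cluster 0, 0.447 in cluster 6 and 0.417 in cluster 1, with each library weighted equally. In the separate libraries it ranged from 0.453 to 0.460 in cluster 0 and from 0.406 to 0.424 in cluster 1. The TU 6h in vivo score differed less, with -0.0479 in cluster 0 and -0.0520 in cluster 1. Regulators of these genes were not analysed here.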

Transcriptional regulatory relationships unraveled by sentence-based text-mining analysis of these gene lists revealed that the MuSC 3 cluster is highly enriched for genes regulated by transcription factors associated with satellite cell activation, including Stat3, Fos, and Jun [32, 33] (Fig. S2D). Together, these results indicate that cells within the MuSC 3 cluster exhibit higher transcriptional activity compared to MuSC 1 and 2 clusters. Moreover, among the three MuSC clusters, MuSC 1 has the lowest RNA content per cell (Fig. 2F). 

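Total RNA per cell was taken as UMIs per cell without thinning. Its median was lowest in cluster 1 among the MuSC-like clusters of every library. In B10 it was 7198 UMIs in cluster 1, 8959.5 in cluster 0 and 9916 in cluster 6. In DBA it was 9995, 10251 and 10578. In *mdx* the medians were 5139, 5782 and 6723 UMIs, and in D2-*mdx* 5463, 5645 and 5626.

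**Figure D1:**
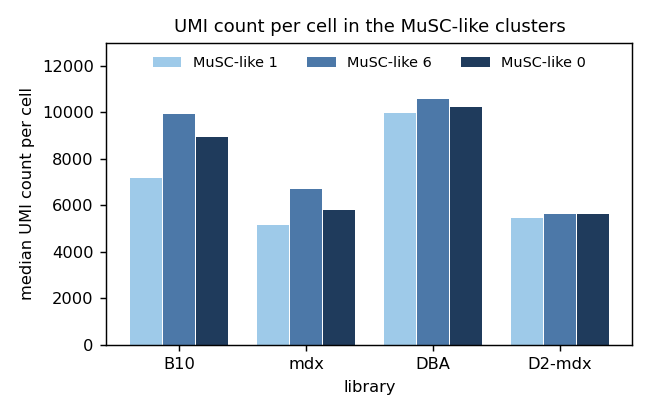
Median UMIs per cell (vertical axis) in the MuSC-like clusters 0, 1 and 6 of each library. Cluster 1 has the lowest point in all 4 libraries, by the smallest margin in D2-*mdx* (5463 against 5626 UMIs in cluster 6).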

Based on these observations, we conclude that the MuSC clusters are representative of freshly isolated satellite cells along a continuum from close to quiescence (MuSC 1) to early activation (MuSC 3), with cells transitioning between quiescence and activation (MuSC 2). 

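For scores and phases, every cell was thinned to 3000 UMIs, which left out 39 B10 myogenic cells below that depth and none of the other libraries. The genuine quiescence score averaged 0.0978 in cluster 0, 0.0927 in cluster 1 and 0.0756 in cluster 6. The clusters' ranges across libraries overlapped, from 0.0198 to 0.175 in cluster 1 and from 0.0430 to 0.163 in cluster 0. Cells assigned to S or G2/M made up 54.7% of cluster 1, 59.8% of cluster 0 and 67.3% of cluster 6. From the genes, the regulators and the RNA content of its MuSC clusters, the paper concludes that they span a continuum from quiescence to early activation.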

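With the libraries weighted equally, *Notch3* averaged 302 CPM in MuSC-like cluster 1, 267 in cluster 6 and 252 in cluster 0. *Ncam1* averaged 319, 242 and 278 CPM, and *Vcam1* 579, 541 and 478 CPM. Over all myogenic clusters, *Notch3* and *Ncam1* were highest in cluster 1, whereas *Vcam1* was highest in the DMD-enriched-like cluster, at 625 CPM. *Fos* averaged 13715 CPM in cluster 0, 10954 in cluster 6 and 2422 in cluster 1. *Jund* averaged 5962, 4411 and 1622 CPM. *Junb*, at 5854, 5260 and 896 CPM, is among the leading genes of cluster 0. All 3 belong to the immediate-early response that sets cluster 0 apart and are not independent of it.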

Consistent with this, cells within MuSC 1 express high levels of genes associated with satellite cell quiescence (*Notch3, Ncam1, Vcam1*) [34–36], while cells within MuSC 3 express high levels of genes associated with satellite cell activation (*Fos*, *Junb*, *Jund*) [6, 33, 37] (Fig. 2C).

Not surprisingly, we observed a shift in DMD satellite cells from quiescent and activated states (63.07% in *mdx* and 65.70% in D2-*mdx*) towards myogenic progenitor states (Fig. 2D, E). These myogenic progenitor clusters included a cycling progenitor population that expresses cell-cycle genes (*Cdk6*, *Mki67*) as well as the myogenic differentiation regulatory factor *Myod1*, and a differentiating myocyte population that expresses the late differentiation marker *Myog* (Fig. 2B). 

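In *mdx*, 3151 of 4817 myogenic cells were MuSC-like, 65.4% (64.1 to 66.8). In D2-*mdx*, 2848 of 4164 were, 68.4% (67.0 to 69.8). The difference from the matched control was -28.7 percentage points for *mdx* and -23.9 for D2-*mdx*. Without integration the MuSC-like share rose to 91.5% in *mdx* and 88.4% in D2-*mdx*. With the 100 leading features of the DMD-enriched-like cluster left out, it was 72.1% and 72.1%.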

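Cycling progenitor-like cells made up 0.680% (0.459 to 0.969) of the myogenic cells in B10, 6.93% (6.23 to 7.69) in *mdx*, 2.22% (1.70 to 2.85) in DBA and 10.7% (9.74 to 11.6) in D2-*mdx*. Differentiating myocyte-like cells made up 0.725% (0.496 to 1.02), 5.19% (4.58 to 5.85), 2.26% (1.73 to 2.89) and 5.67% (4.98 to 6.41), in the same order. The genes that define both clusters were also higher in the DMD libraries, and the cells were not clustered without them. With cells of at least 500 genes and no upper limit, the B10 cycling-like share moved most, to 3.01%. *Cdk6*, which is not among the naming markers, averaged 85.3 CPM in the cycling-like cluster and 32.5 to 54.3 CPM in the other clusters. Over all myogenic cells its log2 ratio was 2.79 (2.65 to 2.94) for *mdx* over B10 and 2.56 (2.41 to 2.72) for D2-*mdx* over DBA, against 1.16 (0.99 to 1.34) and 1.89 (1.74 to 2.06) for *Mki67*.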

Cell-cycle analysis confirmed that the cycling progenitor population had the highest percentage of cells in G2/M and S phase (Fig. 2G). 

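Phases were assigned with Seurat's cell-cycle scores on cells thinned to equal depth. In the cycling progenitor-like cluster, 87.2% (83.8 to 90.1 across the libraries) of cells were in S or G2/M when the libraries were weighted equally. The share was 67.2% in the differentiating myocyte-like cluster, 63.5% in the DMD-enriched-like cluster and 61.4% in the immunomyoblast-like cluster. Over the MuSC-like clusters together it was 58.6%. G2/M alone took 33.9% of the cycling-like cells and S 53.3%. The method assigns S or G2/M to any cell with a positive score, so it places many cells outside G1 even in clusters without cell-cycle genes among their leading genes. Unthinned, the cycling-like share in S or G2/M was 81.7% in *mdx*.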

Interestingly, a significant proportion of *mdx* and D2-*mdx* cells were found in the DMD-enriched cluster (20.83% *mdx* and 15.03% D2-*mdx*) compared to their healthy counterparts (1.25% B10 and 1.46% DBA) (Fig. 2D, E). 

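The DMD-enriched-like cluster took 0.430% (0.259 to 0.671) of the myogenic cells in B10, 20.0% (18.9 to 21.2) in *mdx*, 2.59% (2.03 to 3.27) in DBA and 13.6% (12.5 to 14.6) in D2-*mdx*. Its size depends on genes that themselves differ between the libraries, so the cells were clustered again with its 100 leading features left out. The integration of all cells had still used these features. With each new cluster named after the class most of its cells had before, the class then made up 1.07%, 17.8%, 4.30% and 14.9%. Under 20 dimensions the control shares moved most, to 4.19% in B10 and 5.74% in DBA, against 24.6% in *mdx* and 20.4% in D2-*mdx*. Without integration of the libraries, no cluster drew most of its cells from this class.

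**Figure D2:**
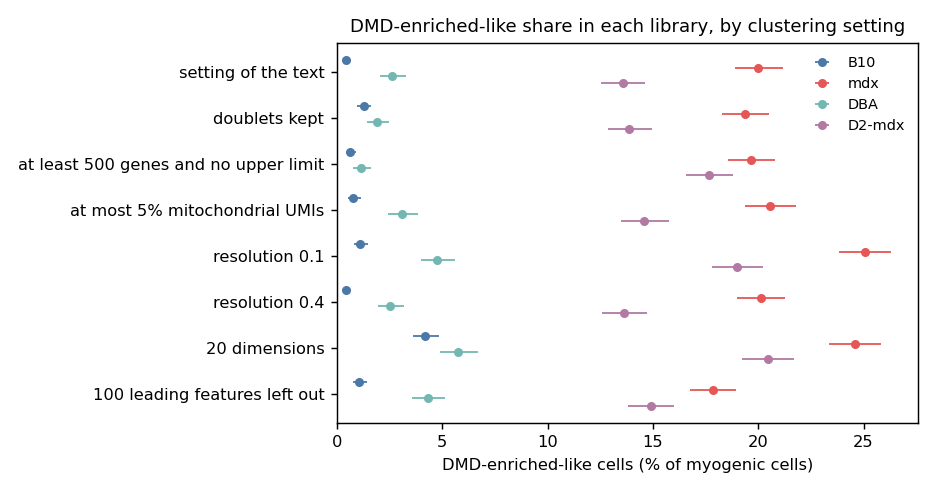
Share of myogenic cells (percent) in the DMD-enriched-like cluster of each library under each way of clustering that gave one. Both DMD models lie above their controls in every setting shown, from 17.8% to 25.1% in *mdx*.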

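Over all myogenic cells, *Postn* rose from 18 UMIs in B10 (0.452 CPM) to 119 CPM in *mdx*, a log2 ratio of 8.04 (7.38 to 8.80), and was 4.68 (4.33 to 5.05) for D2-*mdx* over DBA. *Col1a2* had log2 ratios of 5.85 and 4.51, and *Col1a1* of 2.87 and 3.09, for *mdx* over B10 and D2-*mdx* over DBA. *S100a11* had 1.47 and 2.17, *Mest* 1.14 and 0.72 and *Islr* 0.52 and 0.31. These ratios do not use the myogenic clusters. In MuSC-like cells only, *Mest* was -0.19 and -0.089, and *Islr* was -0.57 for *mdx* over B10. With cells of at least 500 genes and no upper limit, *Islr* was -0.15 for D2-*mdx* over DBA. Of the myogenic clusters, *Col1a1* averaged 179 CPM in the DMD-enriched-like cluster, *Mest* 444 and *S100a11* 419, each the highest of all, as markers that name it. *Islr* reached 300.0 CPM there and 364 CPM in MuSC-like cluster 6.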

Of note, genes that are uniquely expressed by cells in this cluster are genes associated with DMD, including *Col1a1*, *Col1a2*, *Islr*, *Mest*, *S100a11*, and *Postn* [38–41] (Table S2). In addition to these genes, cells in this cluster also have increased expression of the negative cell-cycle regulator, cyclin-dependent kinase inhibitor 1C (*Cdkn1c*/p57^kip2^), which has not previously been associated with DMD (Figs. 2B and S2E). 

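*Cdkn1c* (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) was counted at 31.1 CPM (29.4 to 32.9) over all B10 myogenic cells and 1039.5 CPM (1029.6 to 1049) in *mdx*, and at 51.6 CPM (49.1 to 54.3) in DBA and 553 CPM (545 to 561) in D2-*mdx*. The log2 ratio was 5.06 (4.98 to 5.14) for *mdx* over B10 and 3.42 (3.35 to 3.50) for D2-*mdx* over DBA. Restricted to MuSC-like cells it was 2.46 and 1.62. Because *Cdkn1c* was among the markers that name the DMD-enriched-like cluster, its level there is not an independent result.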

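The immunomyoblast-like cluster made up 4.08% (3.51 to 4.70) of the myogenic cells in B10, 2.45% (2.03 to 2.93) in *mdx*, 0.593% (0.339 to 0.961) in DBA and 1.71% (1.33 to 2.15) in D2-*mdx*. *Ifit1*, *Ifit3* and *Isg15* are among its naming markers. Clustering without integration moved the B10 share most, to 0.589%. Over all myogenic cells, *Ifit1* was counted 532 times in B10, 409 in *mdx*, 29 in DBA and 101 in D2-*mdx*. Its log2 ratio was -0.40 (-0.59 to -0.21) for *mdx* over B10 and 1.59 (0.98 to 2.24) for D2-*mdx* over DBA, and that of *Ifit3* -0.53 (-0.76 to -0.30) and 1.79 (0.96 to 2.71). *Isg15* had -0.092 and 0.93. Over all cells that passed the filters, *Ifit1* was 0.13 and *Ifit3* 0.64 for *mdx* over B10. The cluster also holds white blood cell transcripts at a median of 1.25% of their level in white blood cell-like cells, against 0.0794% in MuSC-like cells.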

As previously reported, we also noted a minor population of immunomyoblasts (0.22–2.45%) that are enriched in immune genes (*Ifit1*, *Ifit3*, *Isg15*) (Fig. 2B, D, E, Table S2) [8].

We utilized gene expression scores from published studies and gene ontology (GO) terms to validate our cell clusters (Fig. S2F, Table S3). 

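Module scores are means over the myogenic cells of a library, on a scale without a true zero, so differences are given in place of folds. SDs are across cells. The satellite cell score averaged 0.311 (SD 0.335) in B10, -0.209 (SD 0.363) in *mdx*, 0.387 (SD 0.327) in DBA and -0.105 (SD 0.423) in D2-*mdx*. The differences were -0.521 for *mdx* minus B10 and -0.492 for D2-*mdx* minus DBA. Summing the UMIs of the 10 genes in place of the score gave log2 ratios of -1.46 and -1.28. The genuine quiescence score averaged 0.130 (SD 0.0642) in B10, 0.00656 (SD 0.0706) in *mdx*, 0.158 (SD 0.0717) in DBA and 0.0138 (SD 0.0805) in D2-*mdx*, with differences of -0.123 and -0.145. Unthinned, these were -0.147 and -0.175. Within the MuSC-like class alone they were -0.0964 and -0.117. The log2 ratios of the list's 164 genes with at least 10 CPM had a median of -0.95 (-0.98 to -0.92) for *mdx* over B10 and -0.96 (-0.99 to -0.93) for D2-*mdx* over DBA, below all of 10000 random lists matched on mean expression. Of the quiescence genes named for MuSC 1, *Notch3* had log2 ratios of -0.74 and -0.71 and *Ncam1* of -0.36 and -0.50, and *Vcam1* of 0.58 and 0.60.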

When we assessed the expression of these various scores across the different mouse strains, we confirmed that wildtype B10 and DBA cells are enriched for the “genuine quiescence” [42] and “satellite cell” [43] scores (Fig. S2G). In contrast, *mdx* and D2-*mdx* cells exhibit higher expression of the “myoblasts/myocytes” [43] and “primed core” [6, 42] scores. 

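The primed core score averaged -0.0552 (SD 0.0369) in B10, 0.0105 (SD 0.0762) in *mdx*, -0.0554 (SD 0.0387) in DBA and 0.0275 (SD 0.0723) in D2-*mdx*. *mdx* was 0.0657 above B10 and D2-*mdx* 0.0829 above DBA. For MuSC-like cells alone, the differences were 0.0373 and 0.0615. The myoblast and myocyte score averaged -0.0527 (SD 0.0986) in B10, -0.00501 (SD 0.149) in *mdx*, -0.0465 (SD 0.0988) in DBA and -0.00990 (SD 0.142) in D2-*mdx*, with differences of 0.0477 and 0.0366 over all myogenic cells and 0.0133 and 0.0173 in MuSC-like cells. Among clusters, the myoblast and myocyte score was highest in differentiating myocyte-like cells, at 0.194, and the primed core score too, at 0.116. The genes of the primed core list had a median log2 ratio of 1.05 (1.004 to 1.08) and 1.09 (1.03 to 1.15), and those of the myoblast and myocyte list 0.53 (0.47 to 0.58) and 0.58 (0.50 to 0.70).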

Using a DMD gene signature established from young DMD patients [38], we also confirm that DMD satellite cells, and in particular the DMD-enriched cluster, are specifically expressing DMD-associated genes (Fig. S2F, G).

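The DMD-associated score averaged 0.151 (SD 0.0677) in B10, 0.193 (SD 0.0935) in *mdx*, 0.145 (SD 0.0672) in DBA and 0.195 (SD 0.0874) in D2-*mdx*, so that *mdx* lay 0.0425 above B10 and D2-*mdx* 0.0499 above DBA. Within MuSC-like cells the differences were 0.0276 and 0.0399. By cluster, it was highest in DMD-enriched-like cells, with 0.234, ahead of immunomyoblast-like cells with 0.177, cycling-like cells with 0.169, MuSC-like cells with 0.165 and differentiating-like cells with 0.113. Across libraries, the DMD-enriched-like score ranged from 0.185 to 0.270. Of the 61 listed genes with at least 10 CPM, 39 had a log2 ratio above 0 for *mdx* over B10 and 37 for D2-*mdx* over DBA, with medians of 0.35 (0.31 to 0.40) and 0.36 (0.30 to 0.43). The 2 medians lay at the top of 10000 matched random lists.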

### DMD satellite cells exhibit overlapping dysfunctions between the *mdx* and D2-*mdx* models

Principal component analysis revealed that the most significant source of variation between the four datasets is between disease (DMD) and healthy cells suggesting that loss of *Dmd* expression is driving the most significant changes between samples and not differences in the genetic background (Fig. 3A). 

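The UMIs of the myogenic cells were summed per library, variance-stabilized with DESeq2, and the 500 most variable genes entered the principal component analysis. PC1 took 71.1% of the variance and PC2 25.7%. On PC1, B10 lay at -20.6 and DBA at -22.8, whereas *mdx* lay at 21.0 and D2-*mdx* at 22.4. PC2 set B10 and *mdx*, at -13.5 and -12.6, apart from DBA and D2-*mdx*, at 13.2 and 12.9. With MuSC-like cells only, the alternative that moved PC1 most, it took 58.3% of the variance and still had the controls, at -7.89 and -18.7, on the other side of 0 from the DMD models, at 16.9 and 9.70. On data simulated from these libraries with 199 genes changed alike in both DMD models, PC1 or PC2 separated the simulated DMD and control libraries. From this separation, the paper proposes that loss of *Dmd* expression, and not the genetic background, drives the largest changes between its samples.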

Dystrophin deficiency in DMD is known to impact the expression of components within the DGC [44]. Thus, we assessed the expression profile of DGC genes within our scRNA-seq dataset. 

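In the control libraries, utrophin (*Utrn*) was counted at 213 CPM in B10 and 199 CPM in DBA, and dystroglycan (*Dag1*) at 1521 and 1569.8 CPM. Among the sarcoglycans, *Sgca* had 48.1 and 53.9 CPM, *Sgcb* 62.7 and 86.3, and *Sgce* 49.0 and 43.9. Sarcospan (*Sspn*) had 111 and 41.2 CPM, and the syntrophin *Sntb2* 103 and 106. After thinning to 3000 UMIs, *Dmd* had a UMI in 58.4% (56.9 to 59.9) of B10 and 54.4% (52.5 to 56.3) of DBA myogenic cells. Unthinned, the shares were 86.7% and 90.4%. Of the pericyte-like cells, 64.2% in B10 and 66.5% in DBA had one after thinning. So had 0 of 12 endothelial cell-like cells of B10 (median depth 7941 UMIs), and in DBA 4 of 9 such cells, 44.4%, and 9 of 24 white blood cell-like cells, 37.5% (medians 11294 and 11748). In *mdx*, 31.1% of myogenic cells had a *Dmd* UMI (median depth 6849 UMIs), against 6.75% of its endothelial cell-like cells (median 7481 UMIs).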

We confirm the expression of DGC components in healthy B10 and DBA satellite cells, including dystrophin, utrophin, dystroglycan, sarcoglycans, sarcospan, and syntrophin (Fig. 3B). 

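Of the 8 genes of the complex, *Dmd* and 6 others had lower CPM in both DMD models than in their controls, also with the library sizes of edgeR's TMM method and of DESeq2. *Utrn* (ENSMUSG00000019820, chromosome 10, 12382188 to 12869365) had log2 ratios of -0.79 (-0.84 to -0.74) for *mdx* over B10 and -1.03 (-1.09 to -0.97) for D2-*mdx* over DBA, and *Sgca* -0.85 (-0.96 to -0.74) and -0.84 (-0.95 to -0.73). The remaining decreases were smaller, with -0.18 and -0.19 for *Dag1*, -0.21 and -0.18 for *Sgcb*, -0.11 and -0.087 for *Sgce* and -0.26 and -0.32 for *Sspn*. *Sntb2* (ENSMUSG00000041308, chromosome 8, 106935750 to 107019714) had 0.39 (0.33 to 0.45) and 0.27 (0.21 to 0.34). With cells of at least 500 genes and no upper limit, *Sntb2* was -0.0056 for D2-*mdx* over DBA, and in MuSC-like cells only *Dag1* was 0.083. The median of the 8 log2 ratios was -0.24 (-0.29 to -0.20) and -0.26 (-0.33 to -0.21), at the 7.17 and 10.7 percentiles of matched random lists.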

While most DGC genes were downregulated in DMD satellite cells, *Sntb2* was an exception to this trend and exhibited increased expression (Fig. 3B).

**Fig. 3:**
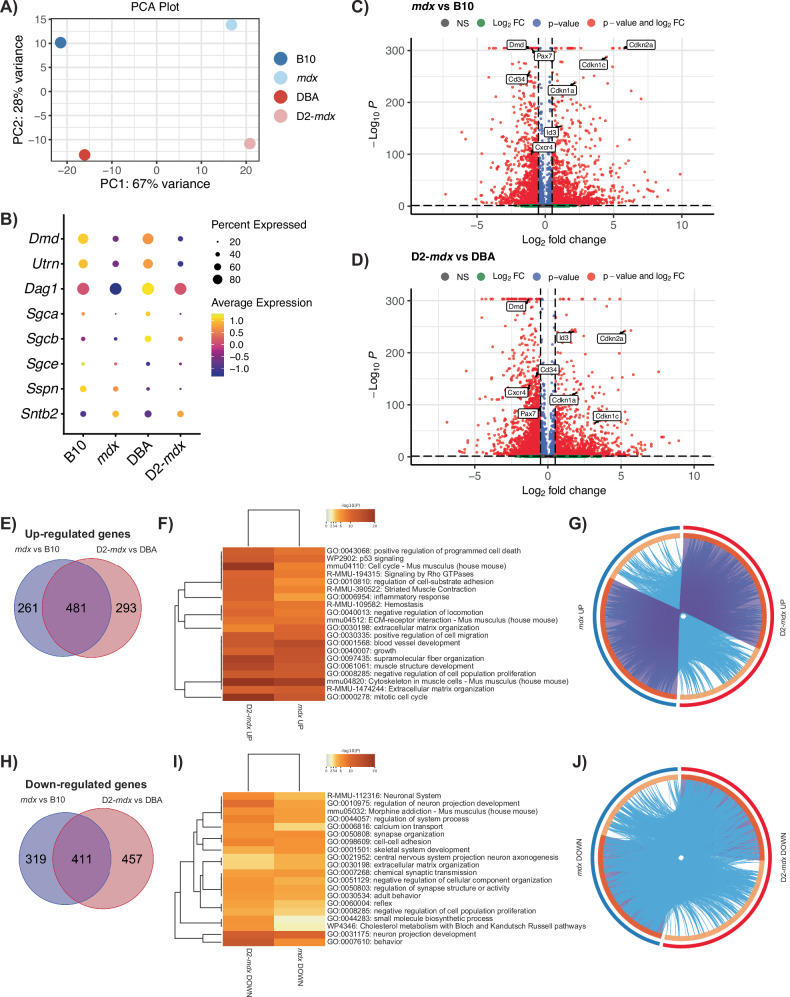
Differential gene expression in DMD satellite cells. **A** Principal component analysis (PCA) plot showing separation of DMD models versus healthy controls across PC1 and mouse genetic background on PC2. **B** Dot plot of the expression of genes which comprise the dystrophin-glycoprotein complex, showing decreased expression of all components except *Sntb2* in DMD models vs respective controls. Volcano plots of differentially expressed genes in *mdx* versus B10 (**C**) and D2-*mdx* versus DBA (**D**). Venn diagram of upregulated (**E**) and downregulated (**H**) genes from *mdx* versus B10 (blue) and D2-*mdx* versus DBA (pink), and their overlap, and **F**, **I** heatmaps of the top 20 enriched terms, colored by *p* value, related to these gene lists. Circos plots representing the overlap between upregulated (**G**) and downregulated (**J**) gene lists. The outer circle represents the gene list for *mdx* (blue) and D2-*mdx* (red). The inner circle represents gene lists, where hits are arranged along the arc. Genes that hit multiple lists are colored in dark orange, and genes unique to a list are shown in light orange. Purple curves link identical genes between gene lists. Blue curves link genes that belong to the same enriched ontology term.

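For each gene, the log2 ratio of CPM over the myogenic cells was computed for *mdx* over B10, D2-*mdx* over DBA, D2-*mdx* over *mdx* and DBA over B10. No gene was called changed, since each side is 1 library. Genes with at least 10 CPM in a library of each pair were kept, which left 8161 genes. Over them, the median log2 ratio was -0.027 for *mdx* over B10 and -0.072 for D2-*mdx* over DBA. Of the paper's fold changes in Table S4, 1999 upregulated and 1574 downregulated genes of *mdx* against B10 are held here. Across 3568 of them, the log2 ratios had a correlation of 0.991 with the paper's values and a median absolute difference of 0.14. With the mean of per-cell counts per 10000 in place of the sum, that difference was 0.019. Counts were also simulated over 7729 genes from these libraries as Poisson draws, with 199 genes changed 4-fold. The intervals held the true ratio for 94.5% of the changed genes of the *mdx* over B10 comparison and 93.5% of those of D2-*mdx* over DBA. For unchanged genes the figures were 95.4% and 95.4%. The draws follow the model that the intervals assume, so this checks their computation and not how well they cover real counts.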

We performed differential gene expression analysis between DMD and healthy satellite cells (Fig. 3C, D, Table S4) and between the DBA and B10 genetic backgrounds (Fig. S3A, B). 

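The study picked the genes of Table S5 from these libraries, so their ratios are not independent of it. Of the 261 genes listed for *mdx* alone, 65 passed the filter of 10 CPM, with a median log2 ratio of 1.32 (1.28 to 1.37) for *mdx* over B10. Their median for D2-*mdx* over DBA was 0.73 (0.68 to 0.77), with 59 of them above 0. Of the 293 genes listed for D2-*mdx* alone, 126 passed, with a median of 1.40 (1.37 to 1.44) for D2-*mdx* over DBA and 0.78 (0.75 to 0.81) for *mdx* over B10, where 119 lay above 0. Ranked by the ratio nearer to 0 of the 2 pairs, the highest of all genes that passed the filter were *Spp1*, *Gm7325* (myomixer), *Actc1*, *Murc* and *Tnnt2*. *Spp1* had 1 UMI in B10 and 2099 in *mdx*, a log2 ratio of 11.02 (8.54 to 16.32), and 8.49 (7.72 to 9.40) for D2-*mdx* over DBA. *Murc* also had 1 UMI in B10, with 8.99 (6.51 to 14.30) and 6.91 (5.86 to 8.23). *Gm7325* had 2 UMIs in B10, with 8.84 (6.99 to 11.89), and none in DBA, so that D2-*mdx* was at least 359-fold higher at a floor of 3 counts. *Actc1* had 28 UMIs in B10 and 4894 in *mdx*, 11 in DBA and 1869 in D2-*mdx*, and *Tnnt2* had log2 ratios of 6.55 and 8.52. In MuSC-like cells alone, the same rule gave *Spp1*, *AI467606*, *Timp1*, *Dpysl3* and *Cacng1*. *Spp1* is also among the 50 genes that set white blood cell-like cells most apart from MuSC-like cells. It had 5710 CPM in the former and 6.77 CPM in the latter. RNA of white blood cells therefore stays open as a source of its ratios and was not tested for this gene.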

We found 742 upregulated genes in *mdx* vs B10 and 774 upregulated genes in D2-*mdx* vs DBA (Fig. 3E, Table S5). 

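Of the 481 genes that Table S5 lists for both models, 228 had at least 10 CPM in a library of each pair. All of these had higher CPM in the DMD library in both comparisons. Their median log2 ratio was 2.18 (2.15 to 2.22) for *mdx* over B10 and 2.45 (2.40 to 2.52) for D2-*mdx* over DBA, above all of 10000 random lists of as many genes matched on mean expression. The study selected these genes on the same libraries. Over all cells that passed the filters, which moved the D2-*mdx* median most, the medians were 2.23 and 1.58. Restricted to MuSC-like cells, they were 1.65 and 1.86.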

Surprisingly, more than half of these genes (481 genes) overlap between the *mdx* and D2-*mdx* sets, suggesting that despite differences in disease severity, the majority of differentially expressed genes are common to both *mdx* and D2-*mdx*. To identify biological processes related to these overlapping genes, we performed gene annotation enrichment analysis, which revealed pathways and processes including “extracellular matrix organization” (*Adamts2/4/7/14*, *Col1a1/2*, *Col5a2*, *Fn1*, *Has2*, *Mmp15*, *Tgfb1*), “cytoskeleton in muscle cells” (*Acta1*, *Myh1/3*, *Myl1*, *Tnni1*, *Tnnt2*, *Tpm2*, *Ttn*), “muscle structure development” (*Cav3*, *Cdk1*, *Id3*, *Myog*, *Sdc1*), and “mitotic cell cycle” (*Ccnb1/2*, *Cdca8*, *Cdc45*, *Cenpa*, *Cenpf*, *Cenpm*, *Kif4/11/15/20a/22/23*, *Plk1/2*) as the top enriched terms in satellite cells from both DMD models (Fig. 3F). 

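Every gene named for these terms was higher in both DMD libraries than in the control. For extracellular matrix organization, the log2 ratios ran from 1.16 to 6.09 for *mdx* over B10 and from 1.001 to 6.27 for D2-*mdx* over DBA, with medians over the genes with at least 10 CPM of 2.37 and 2.61. *Has2* rests on 1 UMI in B10 and 1 in DBA and had 6.09 (3.56 to 11.41) and 6.27 (3.75 to 11.59). The cytoskeleton genes ran from 1.18 to 6.55 and from 1.84 to 8.52, with *Ttn* at 5.44 and 5.38. Over all cells that passed the filters, *Myh1* was -0.41 and *Tpm2* -0.19 for D2-*mdx* over DBA. Among the genes of muscle structure development, *Id3* had 1.10 and 1.54, *Cav3* 5.70 and 3.75 and *Sdc1* 1.33 and 1.22. *Sdc1* was -0.30 for D2-*mdx* over DBA over all cells. The genes of the mitotic cell cycle ran from 1.77 to 4.20 and from 2.01 to 3.83. In MuSC-like cells only, *Kif15* was -0.83 for *mdx* over B10 and *Kif20a* -0.39 for D2-*mdx* over DBA. The enrichment of terms was not analysed here.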

Of note, the genes that were uniquely upregulated in either *mdx* or D2-*mdx* were still largely associated with pathways that are common to both DMD models (Fig. 3G). 

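Across the 8161 genes with at least 10 CPM in a library of each pair, the log2 ratios of *mdx* over B10 and D2-*mdx* over DBA, which share no library, had a Pearson correlation of 0.886 and a Spearman correlation of 0.847. The correlation is across genes, which are not independent replicates. In 83.7% of the genes both ratios had the same sign. The ratios of D2-*mdx* over *mdx* and DBA over B10, across the same genes, had a Pearson correlation of 0.472, with the same sign in 62.5%. With no filter on low counts, the alternative that moved it most, the correlation between the DMD comparisons was 0.634 over 20287 genes. In MuSC-like cells only it was 0.814. In the simulated counts, it was 0.963 with the changed genes and 0.0179 without them.

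**Figure D3:**
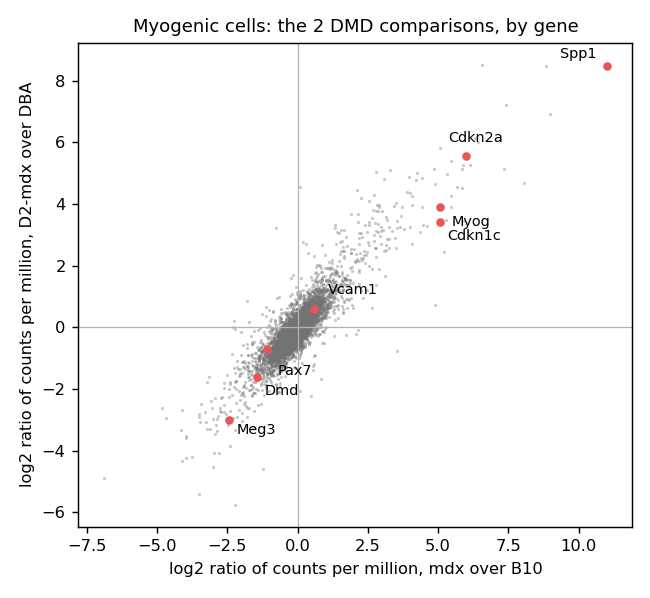
Log2 ratio of *mdx* over B10 (horizontal axis) against that of D2-*mdx* over DBA (vertical axis) over the myogenic cells, 1 point per gene. The cloud follows the diagonal, with 83.7% of the points in the quadrants where both ratios have the same sign.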

Altogether, these results indicate that despite disease phenotypic differences between *mdx* and D2-*mdx* models, the impact of dystrophin deficiency on satellite cells in these models is analogous.

Similarly, we observed 730 downregulated genes in *mdx* vs B10 and 868 downregulated genes in D2-*mdx* vs DBA, with 411 overlapping between the two comparisons (Fig. 3H, Table S5). 

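Of the 411 genes listed as lower in both models, 195 had at least 10 CPM in a library of each pair, and all were lower in both comparisons. Their median log2 ratio was -1.76 (-1.81 to -1.72) for *mdx* over B10 and -1.83 (-1.86 to -1.79) for D2-*mdx* over DBA, below every matched random list. Of the 319 genes listed for *mdx* alone, 111 passed, with medians of -1.34 for *mdx* over B10 and -0.87 for D2-*mdx* over DBA. For the 129 of 457 genes listed for D2-*mdx* alone, the medians were -0.77 and -1.32. These lists too were drawn by the study from the same libraries. With MuSC-like cells only, the medians of the shared list were -1.35 and -1.45. Genes with at least 10 CPM in a library of each pair were ranked by the ratio nearer to 0 of the 2 pairs. Among them, the lowest were *Slc22a3* at -6.91 and -4.88, *Gm13373* at -4.10 and -4.34, *Hlf* at -3.98 and -4.25, *Mirg* at -3.74 and -4.21 and *Espnl* at -3.98 and -3.58. In MuSC-like cells alone, *Gabrr2* took the place of *Espnl*.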

The top downregulated pathways included several terms associated with neural pathways, including “neuron projection morphogenesis” (*Cdh4*, *Cxcr4*, *Fgfr2*, *Lgr4*, *Nlgn3*, *Ntn5*, *Vegfa*) and “cell-cell adhesion” (*Cadm2/4*, *Cdh4*, *Celsr2*, *Mcam*, *Tnxb*) (Fig. 3I, J). 

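All genes named for these terms were lower in both DMD libraries over the myogenic cells. *Cdh4*, named for both terms, had log2 ratios of -3.52 (-3.89 to -3.16) and -5.40 (-6.25 to -4.67). *Fgfr2* fell from 195 UMIs in B10 to 8 in *mdx*, -4.63 (-5.86 to -3.62), and had -4.62 (-5.33 to -3.99) in the other pair. *Vegfa* had -2.45 and -2.01, *Cxcr4* -1.16 and -1.43 and *Tnxb* -3.49 and -3.07. The other genes lay between -2.49 and -1.24. Over all cells that passed the filters, glial, endothelial and other cells included, 3 of these genes had the other sign: *Cadm4* at 0.60 and 0.59, and for *mdx* over B10 *Nlgn3* at 0.62 and *Mcam* at 0.42.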

We noted the presence of overlapping terms between upregulated and downregulated pathways, including “extracellular matrix organization” and “negative regulation of cell population proliferation” (Fig. 3F, I). While the upregulated and downregulated genes within these terms are distinct, we conclude that the presence of these terms in both comparisons indicates a general dysregulation of these pathways in DMD models.

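Over the myogenic cells, D2-*mdx* had higher CPM than *mdx* for *Ccnb1*, at a log2 ratio of 1.42 (1.19 to 1.66), *Ccnb2* at 1.09 (0.94 to 1.23), *Cdk1* at 1.09 (0.91 to 1.28), *Cenpf* at 1.46 (1.34 to 1.58) and *Plk1* at 1.45 (1.12 to 1.78). These genes were also higher in DBA than in B10, from 1.07 to 1.82. The genes Table S5 lists as higher in D2-*mdx* than *mdx* alone, 61 of 230 with at least 10 CPM, had a median of 1.24 for D2-*mdx* over *mdx* and 0.33 for DBA over B10. The study selected them from these libraries. Their median was 0.84 for D2-*mdx* over DBA and 0.0045 for *mdx* over B10. Enriched terms were not analysed here.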

In our comparison between the DBA and B10 backgrounds (Fig. S3A, B), “cell cycle”, “cell-cycle phase transition,” and “mitotic cell-cycle process” pathways were upregulated in D2-*mdx* vs *mdx* (Fig. S3C–E). “Skeletal muscle cell differentiation” was downregulated in DBA vs B10, while “muscle tissue development” was downregulated in both D2-*mdx* vs *mdx* and DBA vs B10 (Fig. S3F–H). These results suggest that muscle regeneration pathways are upregulated in B10/*mdx* compared to DBA/D2-*mdx*, which is consistent with our assessment of regeneration in *mdx* and D2-*mdx* TA muscles (Fig. 1C–E) [30].

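Of the genes that Table S5 lists as lower in the DBA background in both comparisons, 24 of 113 had at least 10 CPM in a library of each pair, with medians of -1.39 for D2-*mdx* over *mdx* and -1.37 for DBA over B10. Those listed for D2-*mdx* alone had medians of -1.21 and -0.45, and those listed for DBA alone -0.36 and -1.21. *Myod1* was higher in the DBA background, at 0.47 (0.42 to 0.52) for D2-*mdx* over *mdx* and 0.52 (0.46 to 0.58) for DBA over B10, and *Myog* had -0.27 (-0.31 to -0.23) and 0.92 (0.73 to 1.12). Which genes made up the enriched terms was not analysed here.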

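Among genes with at least 50 CPM in one of the libraries compared, those furthest apart between the backgrounds included many with near-identical copies, 8 of 13. *Gm10260*, *Gm10709*, *6330403K07Rik*, *Tpm3-rs7* and *Gm8730* were highest in the DBA background, with log2 ratios for D2-*mdx* over *mdx* from 3.99 to 9.20. The lowest for D2-*mdx* over *mdx* by this limit were *Rpl29*, *Gm10036*, *Hba-a2*, *Mgp* and *Fibin*, from -3.89 to -2.01. Of the *Hba-a2* UMIs, 94.7% in *mdx* lay in 2 cells and 90.2% in D2-*mdx* in 7. For DBA over B10, *Rnaset2b* had -6.67, *Elovl4* -5.92 and *Adamtsl1* -5.10. *Rnaset2b* shares 85.9% of its 31-base words near the transcript end with *Rnaset2a*, and summed with it, its log2 ratio for DBA over B10 was 0.088. Summed with their copies, all genes that have one lay from -0.78 to 0.79 for D2-*mdx* over *mdx*. The genes of Table S5 that are higher in the DBA background in both comparisons, 33 of 154 with at least 10 CPM, had medians of 1.34 and 1.64, and those higher in DBA than B10 alone 0.35 and 1.17.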

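Expression of cell death and senescence genes was examined here only for a short list of senescence regulators fixed in advance, *Cdkn1a*, *Cdkn2a*, *Cdkn2b*, *Cdkn1b*, *Trp53*, *Glb1* and *Lmnb1*. The annotation lists used for the scores of the paper were not analysed here. With *Glb1* below 10 CPM in both DBA and D2-*mdx*, 6 genes remained, of which 4 were higher in both DMD libraries. Their median log2 ratio was 1.69 (1.62 to 1.75) for *mdx* over B10 and 1.66 (1.59 to 1.73) for D2-*mdx* over DBA, above all matched random lists. The paper itself picked 3 of them as increased in these libraries. *Lmnb1*, whose loss is a mark of senescence, is also among the 4 higher genes and had 1.20 and 1.19. With 6 genes, the median lies between *Lmnb1* and *Cdkn1a*. The place of the list is therefore not evidence of senescence apart from the genes the paper picked. *Cdkn1b* had -0.089 and -0.57 and *Trp53* -0.34 and -0.27.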

To focus on DMD-specific gene expression differences related to cellular health that would impact myogenic differentiation, we evaluated the top 100 enriched pathways and processes and noted “positive regulation of programmed cell death” (apoptosis) and “cellular senescence,” which were increased in both DMD models compared to controls (Figs. 4A, B and S4). To determine which satellite cell clusters were most significantly impacted by apoptosis and senescence, we assessed which clusters exhibited the most enrichment for these GO terms. Interestingly, the expression of genes related to apoptosis (apoptosis GO) was highest in the MuSC 2 and 3 clusters, while expression of genes related to senescence (senescence GO) was highest in the cycling progenitor cluster (Figs. 4C and S5A). These findings indicate unique cellular dysfunctions between early satellite cells and later myogenic progenitor states.

**Fig. 4:**
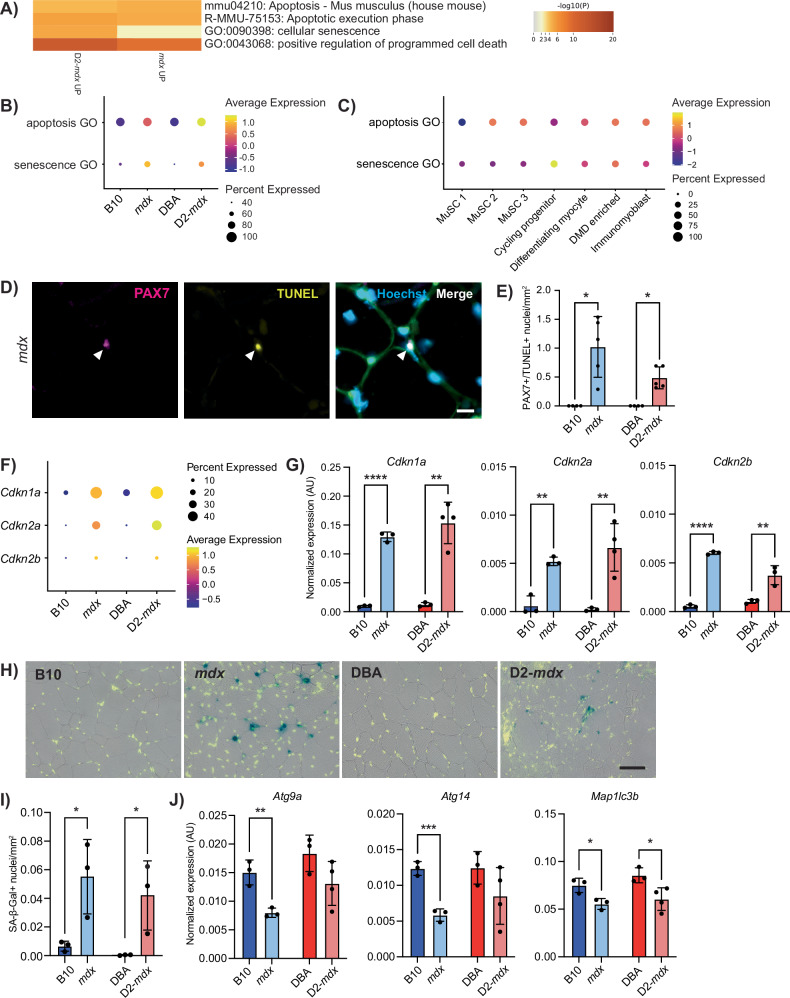
Apoptosis in DMD satellite cells and senescence in DMD myogenic progenitors. **A** Selected terms related to apoptosis and senescence from the top 100 terms derived from differentially upregulated genes in *mdx* and D2-*mdx* satellite cells compared to controls. Dot plot of the expression of apoptosis and senescence GO terms comparing expression by **B** strain and by **C** cell cluster. **D** IF labeling of a cross-section of an *mdx* TA muscle for PAX7 (magenta) and TUNEL (yellow) showing a nucleus double positive for both PAX7 and TUNEL. **E** Quantification of number of nuclei that are PAX7 and TUNEL positive, visualized per mm^2^, showing their presence in DMD models only (*n* = 4–5 biological replicates). **F** Dot plot of scRNA-seq data showing an increase in senescence-associated genes *Cdkn1a*, *Cdkn2a*, and *Cdkn2b* in DMD models as compared to controls, and **G** verification of this increase in *Cdkn1a*, *Cdkn2a*, and *Cdkn2b*, with digital PCR from prospectively isolated satellite cells (*n* = 3 or 4 biological replicates as indicated). **H** SA-β-Gal (blue) and Hoechst (yellow) staining of TA cross-sections showing senescence in DMD models and **I** quantification of SA-β-Gal+ nuclei showing a significant increase in DMD muscle as compared to controls. **J** Strain comparison of the expression of autophagy-associated genes from satellite cells described in (**G**), showing reduced expression of autophagy genes in DMD models compared to healthy controls. Scalebars = 10 µm (**D**), 50 µm (**H**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (two-tailed unpaired *t*-test (**G**, **I**, **J**), one-sided Fisher’s exact test (**E**)). Data are expressed as mean ± SD.

To examine if DMD satellite cells are indeed undergoing cell death by apoptosis, we performed terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) on TA cross-sections from B10, *mdx*, DBA, and D2-*mdx* mice. In agreement with our scRNA-seq data, we observed the presence of TUNEL+ and PAX7+ satellite cells in *mdx* and D2-*mdx* muscles, indicating double-stranded DNA breaks, a hallmark of apoptosis (Figs. 4D, E and S5B). In contrast, we did not observe any TUNEL+ satellite cells in B10 and DBA controls. Consistent with this data, we also performed TUNEL staining on freshly isolated myofibers from extensor digitorum longus (EDL) muscles from B10 and *mdx* mice. We observed the presence of TUNEL+ and PAX7+ satellite cells in *mdx* myofibers, which were absent in control B10 fibers (Fig. S5C–E).

DMD myogenic progenitors exhibit increased senescence, which has been reported in DMD muscles [12, 23, 45]. We assessed the expression of senescence genes *Cdkn1a* (p21^Cip1^), *Cdkn2a* (p16^Ink4a^), and *Cdkn2b* (p15^Ink4b^) in our scRNA-seq data set and confirmed increased expression and percentage of cells expressing senescence genes in DMD satellite cells compared to healthy controls (Fig. 4F). 

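*Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was counted at 39.6 CPM in B10, 178 in *mdx*, 46.8 in DBA and 206 in D2-*mdx* over the myogenic cells, with log2 ratios of 2.17 (2.09 to 2.25) for *mdx* over B10 and 2.14 (2.06 to 2.22) for D2-*mdx* over DBA. *Cdkn2a* (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) was at 1.15 CPM in B10, 73.2 in *mdx*, 2.29 in DBA and 108 in D2-*mdx*, 5.99 (5.57 to 6.44) and 5.56 (5.22 to 5.92), and *Cdkn2b* (ENSMUSG00000073802, chromosome 4, 89306299 to 89311039) at 1.53 CPM in B10, 12.5 in *mdx*, 1.49 in DBA and 13.4 in D2-*mdx*, 3.03 (2.64 to 3.44) and 3.16 (2.72 to 3.64). Over MuSC-like cells alone, the ratios of *Cdkn2a* were 5.61 and 5.23. After thinning, *Cdkn1a* had a UMI in 7.02% (6.28 to 7.81) of B10, 27.7% (26.5 to 29.0) of *mdx*, 9.45% (8.37 to 10.6) of DBA and 30.4% (29.0 to 31.8) of D2-*mdx* cells. For *Cdkn2a*, the shares were 0.274%, 14.7%, 0.704% and 19.8%, and for *Cdkn2b* 0.411%, 3.34%, 0.297% and 3.55%. Unthinned, *Cdkn2a* had a UMI in 29.8% of *mdx* and 36.8% of D2-*mdx* cells. In pericyte-like cells, thinned alike, *Cdkn2a* had a UMI in 0.164% in *mdx* (median depth 8030 UMIs) and 0.615% in D2-*mdx* (median 6866), *Cdkn2b* in 0.822% and 0.205%, and *Cdkn1a* in 4.77% and 5.23%. The myogenic cells had medians of 6849 and 6478 UMIs.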

We performed quantitative droplet digital PCR (ddPCR) from freshly isolated satellite cells from B10, *mdx*, DBA, and D2-*mdx* mice and confirmed significantly increased expression of *Cdkn1a*, *Cdkn2a*, and *Cdkn2b* in both *mdx* and D2-*mdx* compared to wildtype controls (Fig. 4G). In addition, we performed senescence-associated β-galactosidase (SA-β-Gal) staining in TA cross-sections from B10, *mdx*, DBA, and D2-*mdx* mice, which showed significantly increased numbers of senescent nuclei per mm^2^ of tissue in DMD muscles compared to wildtype controls (Fig. 4H, I).

In healthy quiescent satellite cells, cellular autophagy, a nutrient recycling pathway, has been shown to prevent senescence and thus maintain stemness and regenerative capacity [46]. To examine if cellular autophagy is also dysregulated in DMD satellite cells, we performed ddPCR analysis to assess the expression of a panel of autophagy genes (*Atg9a*, *Atg14*, *Map1lc3b*) in satellite cells freshly isolated from B10, *mdx*, DBA, and D2-*mdx* mice. In agreement with studies indicating that autophagy prevents satellite cell senescence and that autophagy is dysregulated in DMD satellite cells, we found that the expression of autophagy genes was downregulated in DMD satellite cells compared to wildtype controls [46, 47] (Fig. 4J).

### Identification of an impaired myogenic differentiation gene signature in DMD satellite cells

Previous studies indicate that satellite cells in DMD exhibit impaired asymmetric cell division and myogenic commitment [21, 22]. 

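*Mark2* (ENSMUSG00000024969, chromosome 19, 7275396 to 7341860) was counted at 57.6 CPM in B10, 46.3 in *mdx*, 48.8 in DBA and 41.3 in D2-*mdx* over the myogenic cells, log2 ratios of -0.31 (-0.40 to -0.23) for *mdx* over B10 and -0.24 (-0.35 to -0.14) for D2-*mdx* over DBA. *Prkci* (ENSMUSG00000037643, chromosome 3, 30995747 to 31052959) was at 27.7 CPM in B10, 11.3 in *mdx*, 21.1 in DBA and 12.4 in D2-*mdx*, with -1.29 (-1.45 to -1.13) and -0.77 (-0.95 to -0.59). *Pard3* (ENSMUSG00000025812, chromosome 8, 127063893 to 127612286) was 0.14 (0.044 to 0.23) in the *mdx* pair and -0.13 (-0.24 to -0.027) in the D2-*mdx* pair, and *Myf5* -0.19 (-0.22 to -0.16) and -0.41 (-0.45 to -0.37). Taken over MuSC-like cells alone, *Mark2* was -0.21 and -0.15, *Prkci* -1.01 and -0.47 and *Myf5* 0.11 and 0.049.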

We assessed the expression of components of the cell polarity complex as well as the myogenic commitment factor *Myf5* and found reduced expression of *Mark2, Prkci*, and *Myf5* in both *mdx* and D2-*mdx* satellite cells compared to controls (Fig. 5A, B). 

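Over the myogenic cells thinned to equal depth, the score of 181 cell polarity genes averaged 0.0416 (SD 0.0388) in B10, 0.0325 (SD 0.0400) in *mdx*, 0.0366 (SD 0.0394) in DBA and 0.0282 (SD 0.0395) in D2-*mdx*. The differences of -0.00906 for *mdx* minus B10 and -0.00841 for D2-*mdx* minus DBA are small beside the SD across cells. Summed UMIs of the list gave log2 ratios of -0.034 and 0.012, above 0 for D2-*mdx* over DBA. Over the 128 genes with at least 10 CPM, the median log2 ratio was -0.078 (-0.10 to -0.051) and -0.19 (-0.24 to -0.16), at percentiles of 11.8 and 1 among matched random lists. In each pair 77 of them did not lie above 0.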

Expression of genes within the “cell polarity establishment and maintenance” GO term was also reduced in DMD satellite cells (Fig. S2G).

**Fig. 5:**
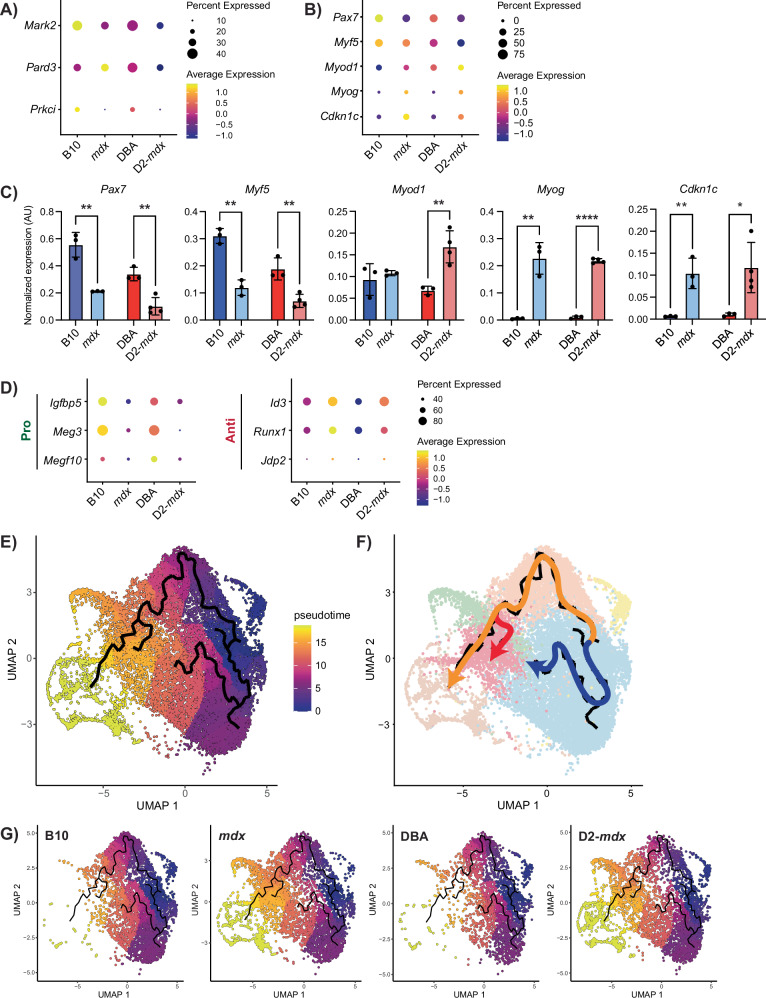
DMD MuSCs exhibit impaired myogenic differentiation. **A** Dot plot of cell polarity genes and **B** canonical myogenic regulatory factors, and *Cdkn1c* from scRNA-seq data. **C** Digital PCR validation of myogenic regulatory factors and *Cdkn1c* from prospectively isolated satellite cells, showing lowered expression of early satellite cell factors like *Pax7* and increased expression of late differentiation factors such as *Myog*. *P < 0.05, **P < 0.01, ****P < 0.0001 (two-tailed unpaired *t*-test). Data are expressed as mean ± SD. **D** Dot plot of scRNA-seq data for regulators of differentiation showing a decrease in pro-differentiation and an increase in anti-differentiation genes in DMD models compared to controls. **E** Pseudotime analysis of satellite cells showing cell fate trajectories with **F** three distinct cell fates, and **G** visualization by strain showing a preference for the “DMD-enriched” cluster fate in DMD compared to control satellite cells.

In addition to *Myf5*, we assessed expression levels of canonical satellite cell and myogenic differentiation markers in our scRNA-seq dataset (*Pax7*, *Myod1*, and *Myog*). 

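With cells thinned to 3000 UMIs, *Pax7* had a UMI in 89.6% (88.7 to 90.5) of B10, 67.9% (66.6 to 69.3) of *mdx*, 82.5% (81.0 to 83.9) of DBA and 67.4% (66.0 to 68.8) of D2-*mdx* myogenic cells. Unthinned, the shares were 99.2%, 87.0%, 98.7% and 86.5%. *Myod1* had a UMI in 20.7% (19.5 to 21.9), 20.7% (19.6 to 21.9), 27.5% (25.8 to 29.2) and 24.4% (23.1 to 25.7) of these cells, in the same order, and *Myog* in 0.206% (0.0941 to 0.390), 6.06% (5.40 to 6.77), 0.815% (0.512 to 1.23) and 8.09% (7.28 to 8.96). In pericyte-like cells, *Pax7* had a UMI in 5.26%, 1.81%, 5.18% and 3.38%, at median depths of 10676, 8030, 11082 and 6866 UMIs before thinning, against 8471, 6849, 10294 and 6478 in myogenic cells. Pericyte-like cells had a *Myod1* UMI in at most 1.13% in any library, and a *Myog* UMI in 1.64% in *mdx* and 2.77% in D2-*mdx*.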

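*Pax7* (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528) was counted at 907 CPM (898 to 917) in B10, 424 CPM (417 to 430.0) in *mdx*, 695 CPM (685 to 704) in DBA and 424 CPM (418 to 431) in D2-*mdx*, over all myogenic cells. The log2 ratio was -1.10 (-1.12 to -1.07) for *mdx* over B10 and -0.71 (-0.74 to -0.68) for D2-*mdx* over DBA, and -0.73 and -0.23 in MuSC-like cells only. *Myf5* (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134) was at 471 CPM in B10, 411 in *mdx*, 423 in DBA and 319 in D2-*mdx*. In MuSC-like cells only, *Myf5* changed sign, with 518 CPM in *mdx* against 478 in B10, and 457 in D2-*mdx* against 442 in DBA.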

*Pax7* and *Myf5* levels were highest in B10 and DBA cells and reduced in *mdx* and D2-*mdx* (Fig. 5B). In contrast, *Myod1* and *Myog* levels were higher in *mdx* and D2-*mdx* compared to wildtype controls. These scRNA-seq results were validated by ddPCR analysis of freshly isolated satellite cells from B10, *mdx*, DBA, and D2-*mdx* mice (Fig. 5C). 

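*Myod1* (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) was counted at 106 CPM in B10, 149.7 in *mdx*, 152 in DBA and 207 in D2-*mdx*, log2 ratios of 0.50 (0.44 to 0.56) for *mdx* over B10 and 0.45 (0.39 to 0.50) for D2-*mdx* over DBA. *Myog* (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) rose from 9.33 CPM (8.41 to 10.3) in B10 to 316 CPM (310.3 to 321) in *mdx* and from 17.7 CPM (16.2 to 19.2) in DBA to 262 CPM (256 to 267) in D2-*mdx*, log2 ratios of 5.08 (4.93 to 5.23) and 3.89 (3.76 to 4.02). In MuSC-like cells only, *Myod1* was 0.066 for *mdx* over B10 and -0.11 for D2-*mdx* over DBA, and *Myog* 3.79 and 4.95. After thinning, 2.00% of *mdx* and 3.125% of D2-*mdx* MuSC-like cells had a *Myog* UMI, close to 1.64% and 2.77% of pericyte-like cells. For *Myog*, RNA of other cells in these droplets and expression by MuSC-like cells therefore cannot be told apart.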

The reduced expression of satellite stem cell (*Pax7*) and early myogenic commitment (*Myf5*) markers and increased expression of myogenic differentiation markers (*Myod1* and *Myog*) would suggest that DMD satellite cells exist in a more differentiated state. However, when we assessed the expression of genes involved in regulating myogenic differentiation, we found that DMD satellite cells express higher levels of anti-differentiation genes (*Id3*, *Runx1*, *Jdp2*) and lower levels of pro-differentiation genes (*Igfbp5*, *Meg3*, *Megf10*) compared to their wildtype counterparts (Fig. 5D). 

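Over the myogenic cells, *Id3* was counted at 967 CPM in B10, 2071 in *mdx*, 493 in DBA and 1431 in D2-*mdx*. *Runx1*, at 195 CPM in B10, 265 in *mdx*, 163 in DBA and 207 in D2-*mdx*, had log2 ratios of 0.44 (0.40 to 0.48) for *mdx* over B10 and 0.34 (0.29 to 0.39) for D2-*mdx* over DBA, and *Jdp2* of 0.55 (0.46 to 0.64) and 0.75 (0.64 to 0.86). *Igfbp5* had -1.42 (-1.44 to -1.39) and -0.73 (-0.76 to -0.70), *Meg3* -2.43 (-2.45 to -2.42) and -2.99 (-3.03 to -2.96), and *Megf10* -0.26 (-0.33 to -0.19) and -0.53 (-0.60 to -0.45). When only MuSC-like cells were used, *Runx1* was 0.64 and 0.67, *Jdp2* 0.68 and 0.99, *Igfbp5* -1.58 and -0.33 and *Megf10* -0.16 and -0.24. From the levels of myogenic factors, of these regulators and of *Cdkn1c*, the last also in cells of DMD patients, the paper proposes an impaired myogenic program in DMD satellite cells.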

We also validated the increased expression of *Cdkn1c*, which coordinates the switch between proliferation and cell-cycle arrest, in freshly isolated DMD satellite cells by ddPCR [48, 49] (Fig. 5C). Moreover, using a recently published single-nuclei transcriptomic data set from muscle biopsies collected from DMD patients as well as age and gender-matched controls, we confirmed that *CDKN1C* expression is higher in DMD patient satellite cells compared to healthy controls and that expression correlates with disease severity [50] (Fig. S5F). Together, this suggests an impairment of the normal myogenic program in DMD satellite cells.

Our findings indicate that *mdx* and D2-*mdx* satellite cells exhibit similar impairments with respect to their cellular health (apoptosis, senescence, and autophagy) and myogenic regenerative profiles. Although disease severity differs between the two DMD models, the exposure to similar dystrophic signals may contribute to the observed defects in satellite cell health and function. Thus, to assess cell-autonomous defects in satellite cells prior to the dystrophic niche increasing in severity, we isolated satellite cells from prenecrotic neonate *mdx* and D2-*mdx* mice (between 10 and 14 days of age), along with their respective wildtype controls [51]. We performed gene expression analysis using ddPCR and found that certain genes were significantly impacted in *mdx* (*Myog*, *Cdkn1c*) and D2-*mdx* (*Myf5*) neonate satellite cells compared to wildtype controls (Fig. S6A). We also observed similar trends in the senescence gene *Cdkn1a* (Fig. S6B). However, autophagy genes show opposing trends compared to adults (*Atg9a* in *mdx*) or no difference (*Atg14*) in DMD neonate satellite cells compared to controls (Fig. S6C). As well, the expression of genes which are significantly impacted in both DMD strains in adults, such as *Pax7* and *Cdkn2a*, are not significantly changed in DMD neonate satellite cells. These findings altogether suggest that there are dysfunctions in DMD satellite cells that are cell autonomous and observed at an early stage, as well as those that are accumulated with age and exposure to a dystrophic niche.

### DMD satellite cells exhibit impaired in vivo regenerative myogenesis

Thus far, our analysis of homeostatic dystrophin-deficient satellite cells indicates differences in the expression of genes associated with regenerative myogenesis. To further explore this, we inferred myogenic differentiation trajectories from our scRNA-seq dataset of *mdx* and D2-*mdx* satellite cells by performing pseudotime analysis, which revealed two main trajectories (Fig. 5E, F). One trajectory, from MuSC 1 towards MuSC 3, reflects previously reported transcriptional changes that are induced by ex vivo muscle tissue enzymatic dissociation and satellite cell isolation procedures [6]. The other trajectory is representative of a canonical myogenic differentiation program, from MuSC 1 towards the cycling progenitor cluster, which represents the furthest pseudotime point from the MuSC clusters. The canonical trajectory included an additional branch point originating from MuSC 1 and ending in the DMD-enriched cluster. Altogether, these trajectories resulted in three possible end points (MuSC 3, cycling progenitor, and DMD enriched), representing distinct cell fates. Visualization of these pseudotime trajectories on the UMAP for each mouse strain (Fig. 5G) revealed that the majority of B10 and DBA cells are found in the MuSC 3 fate. In contrast, *mdx* and D2-*mdx* cells were clearly skewed towards the cycling progenitor and DMD-enriched fates.

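MuSC-like cluster 0, led by immediate-early genes, held 64.1% (62.6 to 65.5) of the B10 and 56.9% (55.0 to 58.8) of the DBA myogenic cells, and 46.0% (44.5 to 47.4) of the *mdx* and 50.3% (48.8 to 51.8) of the D2-*mdx* cells. MuSC-like cluster 1 held 27.8%, 32.6%, 18.7% and 15.2%. Pseudotime and the assignment of cells to its branches were not analysed here, so these are shares of clusters, not of fates.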

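The cycling progenitor-like share of myogenic cells was 10.2 times as large in *mdx* as in B10 and 4.79 times as large in D2-*mdx* as in DBA. With cells of at least 500 genes and no upper limit, these ratios were 2.58 and 3.27. The DMD-enriched-like share was 46.5 and 5.23 times as large, and 16.7 and 3.46 times with the cluster's 100 leading features left out. The B10 denominator is small, at 19 cells. Differentiating-like cells were 7.16 and 2.51 times as frequent. Over all ways of choosing and clustering the cells that gave a value, the ratios for *mdx* over B10 and D2-*mdx* over DBA ranged over 2.58 to 26.2 and 3.27 to 9.37 for the cycling-like share, 5.87 to 46.7 and 3.46 to 15.7 for the DMD-enriched-like share, and 2.92 to 8.28 and 2.11 to 2.81 for the differentiating-like share.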

The trajectory towards the DMD-enriched cluster suggested that DMD satellite cells exhibit an altered fate, which led us to interrogate if this represents an impaired differentiation state. 

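By fold over the other myogenic clusters, with each library weighted as its cells fall, the DMD-enriched-like cluster was led by *Postn*, then by *Mgp* (10.6-fold), *Gpc3* (9.52-fold), *Gper1* (9.23-fold) and *Col1a2* (8.84-fold), *Cited1*, *Dcx*, *Col6a3*, *Islr2* and *Pkp1*. Of these, *Postn* and *Col1a2* served to name the cluster. With each library weighted equally, *Postn* averaged 129 CPM there and at most 75.6 CPM elsewhere, in the immunomyoblast-like cluster. *Col1a2* averaged 513 CPM against at most 201 CPM.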

Genes that are highly expressed and unique to the DMD-enriched cluster include several genes that have been associated with DMD as well as *Cdkn1c* (Table S2). 

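With each library weighted equally, *Cdkn1c* averaged 489 CPM in the DMD-enriched-like cluster and 3284 CPM in the differentiating myocyte-like cluster, the highest of all. In the others it ranged from 36.6 CPM in MuSC-like cluster 0 to 194 CPM in the immunomyoblast-like cluster. Cells assigned to G1 made up 41.6% of the DMD-enriched-like cells in *mdx* and 41.1% in D2-*mdx*, against 38.3% and 40.2% of the MuSC-like cells of these libraries. *Mki67* averaged 14.8 CPM in the DMD-enriched-like cluster, 274 CPM in the cycling-like cluster and 4.73 CPM in MuSC-like cluster 0.

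**Figure D4:**
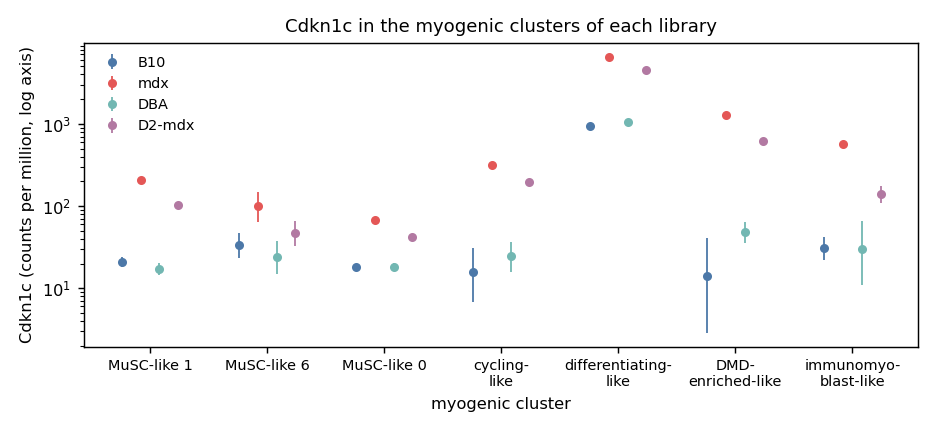
CPM of *Cdkn1c* (vertical axis, log scale) in each myogenic cluster of each library, with intervals for counting error. The differentiating myocyte-like cluster has the highest mean over libraries (3284 CPM), followed by the DMD-enriched-like cluster (489 CPM).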

Increased expression of *Cdkn1c* in DMD satellite cells within this cluster suggests that these cells are non-proliferating due to their negative regulation of the cell cycle [48]. 

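With each library weighted equally, *Pax7* averaged 529.7 CPM in the DMD-enriched-like cluster and 287 CPM in the cycling progenitor-like cluster. *Myod1* averaged 136 CPM in DMD-enriched-like, 314 in cycling-like and 630.5 in differentiating-like cells, against 109 CPM in MuSC-like cluster 0. *Myog*, which names the differentiating myocyte-like cluster, averaged 9.67 CPM in DMD-enriched-like and 1844 CPM in differentiating-like cells.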

The DMD-enriched cluster also exhibits higher *Pax7* expression and lower *Myod1* and *Myog* in comparison to the differentiating myocyte cluster (Fig. S7A), suggesting that these cells have an altered myogenic fate and are stalled in their differentiation.

To assess the differentiation potential of DMD satellite cells, we utilized an in vivo muscle regeneration approach to induce differentiation within the context of a dystrophic niche. We performed intramuscular injury on the TA and gastrocnemius muscles of B10 and *mdx* mice and then prospectively isolated satellite cells from these mice at 1- and 3-day post-injury (1 and 3 DPI). Gene expression analyses by ddPCR from these samples were compared to satellite cells isolated from non-injured (NI) muscles. B10 satellite cells followed the expected trends of satellite cells transitioning from quiescence (NI) to activation (1 DPI) and proliferation (3 DPI). Expression of markers of quiescence (*Cd34*, *Calcr, Cxcr4*) as well as satellite stem cells (*Pax7*) was highest in NI cells and was reduced upon activation (Figs. 6A and S7B). *Myod1* expression was highest in B10 1 DPI activated cells, while *Myog* levels increased from 1 to 3 DPI (Fig. 6A). Interestingly, *mdx* satellite cells did not display the same dynamic expression of myogenic regulatory genes. While *Pax7* and *Myf5* expression was lower in homeostatic *mdx* cells compared to B10, expression of these factors was higher in *mdx* compared to control cells at 1 and 3 DPI. We also observed a significant reduction in *Myod1* expression at 1 DPI in *mdx* cells compared to B10. In contrast, *Myog* and *Cdkn1c* levels were elevated in *mdx* cells compared to B10 at all time points. Altogether, these results indicate the dysregulation of myogenic transcription factor expression during regenerative myogenesis of DMD satellite cells.

**Fig. 6:**
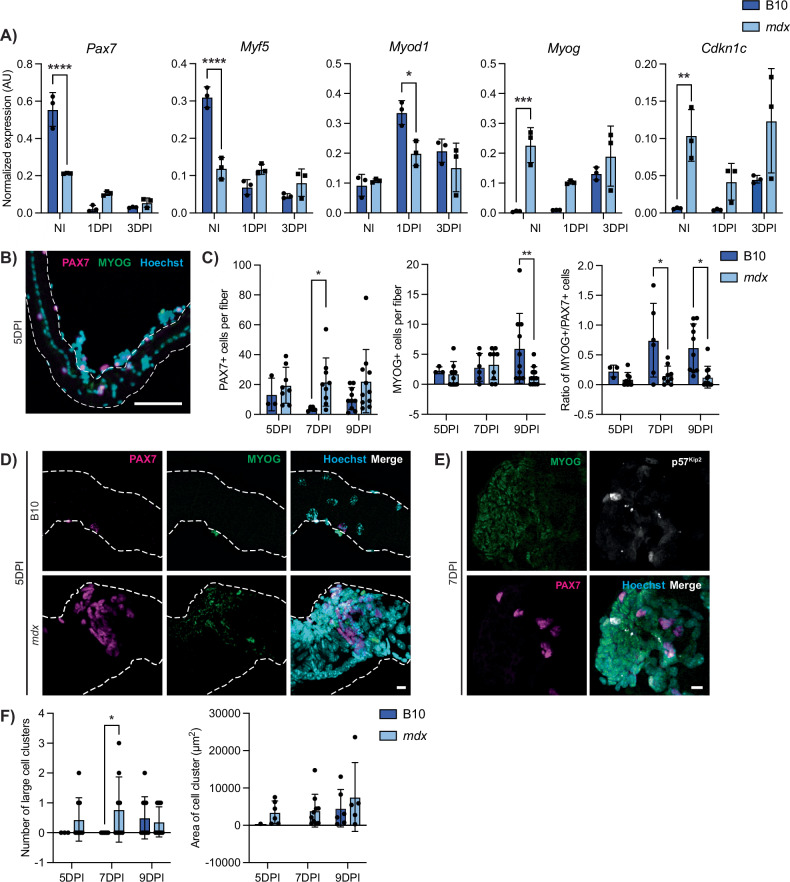
DMD satellite cells exhibit impaired in vivo regenerative myogenesis. **A** Expression of myogenic factors and *Cdkn1c* in satellite cells from non-injured (NI), 1 day post-injury (1DPI), and 3-day post-injury (3DPI) showing dysregulation in *mdx* mice during myogenesis (*P* < 0.0001 for *Pax7* and *Myf5*, *P* = 0.0496 for *Myod1*, *P* = 0.0028 for *Myog*, *P* = n.s. for *Cdkn1c* however strain factor *P* = 0.026). **B** Representative IF labeling of an *mdx* EDL myofiber isolated 5-day post-injury (5DPI) for PAX7 (magenta) and MYOG (green), showing myogenic cells along the fiber. **C** Quantification of PAX7+ and MYOG+ nuclei at 5, 7, and 9 DPI, showing more PAX7+ and less MYOG+ nuclei in *mdx* (Strain*DPI = n.s., strain factor *P* = 0.0124 for PAX7, *P* = 0.038 for MYOG). **D** Images of a B10 (top) and *mdx* (bottom) EDL myofiber isolated 5DPI and labeled for PAX7 (magenta) and MYOG (green), showing a myogenic cluster in the *mdx* myofiber. **E** A large myogenic cluster on an *mdx* EDL myofiber labeled for MYOG (green), PAX7 (magenta), and p57^Kip2^ (white) at 7DPI. **F** Quantification of the number of large clusters (>1000 µm^2^) and the area of these clusters. Scalebars = 100 µm (**B**), 10 µm (**D**, **E**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (two-way ANOVA (**A**), two-tailed unpaired *t*-test (**C**, **F**)). Data are expressed as mean ± SD.

While ddPCR provides a quantitative readout for transcript levels, myogenic gene expression levels do not always correlate with cell fate. Thus, we also assessed myogenic protein expression and cell fate dynamics using the gold standard ex vivo EDL myofiber assay. Rather than isolating the myofibers and subsequently culturing them ex vivo, we performed intramuscular injury on the TA muscle and then collected the adjacent EDL muscle at 5-, 7-, and 9-day post-injury (5, 7, and 9 DPI) to examine satellite cell differentiation that was induced in vivo. Quantification of myogenic cells on B10 injured myofibers revealed an expected increase in the number of MYOG+ cells from 5 to 9 DPI (Fig. 6B, C). In contrast, we did not observe an increase in MYOG+ cells in *mdx* injured fibers, and the number of MYOG+ cells was significantly reduced in *mdx* fibers at 9 DPI (Fig. 6C). The number of PAX7+ cells per fiber was increased over all time points in *mdx* compared to B10 injured fibers. When representing the data as a ratio of MYOG+ to PAX7+ cells, *mdx* myofibers have significantly reduced MYOG+/PAX7+ ratios at 7 and 9 DPI. Most strikingly, we observed the presence of large clusters of cells in *mdx* fibers at all time points that were virtually absent in B10 fibers except for at 9 DPI (Fig. 6D–F). These cell clusters contained myogenic cells expressing nuclear PAX7, MYOG as well as p57^Kip2^ (protein nomenclature for *Cdkn1c*) (Fig. 6E). The numbers of large cell clusters (>1000 μm^2^) as well as the area of the observed cell clusters were increased in *mdx* injured myofibers compared to B10 controls (Fig. 6F). Altogether, our scRNA-seq data along with our in vivo regenerative myogenesis analyses of DMD satellite cells indicate that DMD satellite cells exhibit impaired myogenic differentiation.

### Altered senescence and autophagy dynamics in DMD satellite cells

Cellular senescence was enriched in DMD satellite cells compared to wildtype (Fig. 4F–I), which was specifically enriched in the cycling progenitors cluster (Fig. 4C). Thus, we assessed the expression of senescence-associated genes *Cdkn1a*, *Cdkn2a*, and *Cdkn2b* in satellite cells following injury by ddPCR. We found that in healthy B10 satellite cells, the expression of senescence genes is increased during early activation (Fig. 7A). In contrast, DMD satellite cells exhibit significantly higher baseline senescence gene expression in NI satellite cells and these levels are maintained during regeneration, thereby indicating a chronic persistence of senescence gene expression in DMD satellite cells, which we hypothesize is impairing the regenerative capacity of DMD satellite cells [45, 52].

**Fig. 7:**
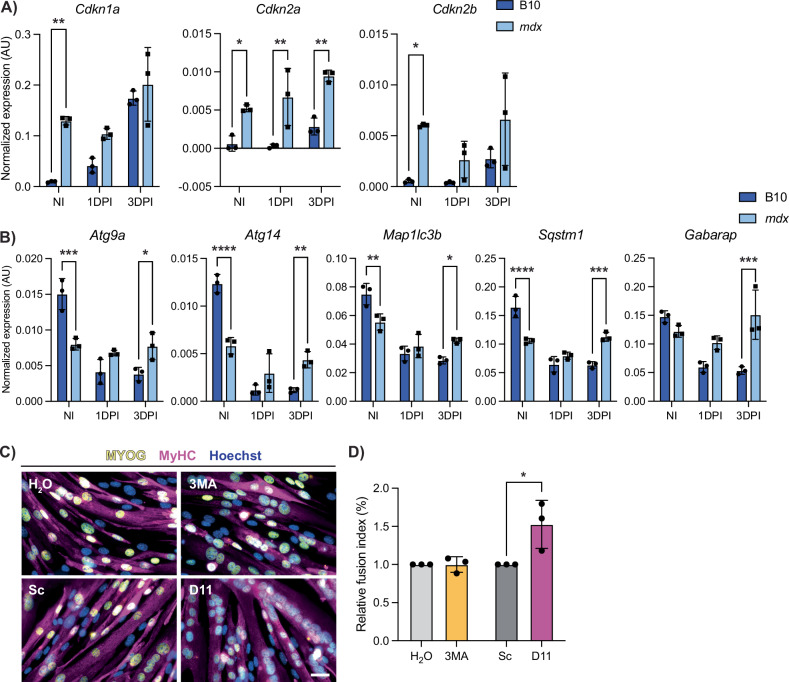
DMD satellite cells have impaired autophagy and senescence dynamics during regeneration. **A** Digital PCR quantification of senescence-associated genes *Cdkn1a*, *Cdkn2a*, and *Cdkn2b* from non-injured (NI), 1 day post-injury (1 DPI) and 3 days post-injury (3DPI) B10 and *mdx* mice showing dysregulation in *mdx* (*P* > 0.05 for effect of strain*DPI, however *P* < 0.0001, *P* = 0.0134, and *P* = 0.0577 for effect of strain alone). **B** Digital PCR quantification of autophagy-associated genes in NI, 1 DPI, and 3 DPI B10 and *mdx* satellite cells demonstrating impaired autophagy dynamics in *mdx* cells during regeneration (Strain*DPI = *P* < 0.0001, < 0.0001, = 0.0007, < 0.0001, and = 0.0006, respectively). **C** Representative images of IF staining against MYOG (yellow) and MyHC (magenta) from *mdx* primary myoblasts treated with an autophagy inhibitor (3MA, 5 mM and H_2_O control) or autophagy inducer (Tat-D11, 10 µM and Scramble control) for 2 h prior to differentiation for 2 days. **D** Fusion index of each condition was determined and shows increased differentiation after Tat-D11 treatment. Scalebar = 25 µM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (two-way analysis of variance (**A**, **B**) and two-tailed unpaired *t*-test (**D**)). Data are expressed as mean ± SD.

Next, we assessed the expression of autophagy genes (*Atg9a*, *Atg14*, *Map1lc3b*, *Sqstm1*, and *Gabarap*) during injury-induced myogenesis. In wildtype satellite cells, expression levels were highest during quiescence and reduced upon activation (Fig. 7B). This trend was opposite of what we observed with respect to the expression of senescence genes following injury (Fig. 7A). Moreover, this reduction in autophagy gene expression during regenerative myogenesis was absent in *mdx* satellite cells at 1 and 3 DPI suggesting impaired autophagy dynamics in *mdx* satellite cells following injury (Fig. 7B).

We assessed the expression of senescence and autophagy gene expression scores in the single-nuclei human DMD transcriptomic data set [50]. Here, we observed a similar trend in human DMD satellite cells as we found in our murine data from *mdx* and D2-*mdx* satellite cells. Human DMD satellite cells exhibited enhanced senescence in the stable patient group, while autophagy was reduced in both stable and declining patient groups (Fig. S7C). These data from DMD patient samples support our findings in mouse satellite cells, which are from a niche that is representative of an early disease state due to their less severe phenotype.

We next asked if modulating autophagy would improve the differentiation capacity of DMD satellite cells. To address this, we used 3-methyladenine (3MA), a class III phosphoinositide kinase inhibitor that inhibits autophagy, and Tat-Beclin 1 (D11), an autophagy-promoting peptide that contains 11 amino acids from the autophagy-inducing protein Beclin 1 [53, 54]. We treated primary myogenic progenitors isolated from *mdx* mice with either 3MA or D11 and assessed their differentiation capacity (Figs. 7C, D and S7D, E). While inhibiting autophagy with 3MA did not have a significant impact on differentiation, inducing autophagy with D11 resulted in enhanced differentiation of DMD progenitors (Fig. 7D). Thus, inducing autophagy in DMD progenitors improves the differentiation capacity of DMD progenitor cells. Altogether, our results support the notion that counteracting these DMD progenitor-specific impairments (i.e. reduced autophagy) can improve their endogenous regenerative capacity.

## Discussion

Single-cell sequencing technologies have provided the ability to parse out cellular heterogeneity and identify transcriptomic differences within complex cell populations. Here, we used scRNA-sequencing to elucidate the mechanisms by which satellite cells in DMD, in particular, are impacted by loss of dystrophin. Recent studies have used both single-cell and single-nucleus transcriptomic approaches to assess whole muscle tissue from various mouse and rat DMD models [12, 13, 55]. While these approaches have identified significant alterations in tissue-wide cellular diversity in DMD, our study uniquely focused on sequencing of the satellite cell population to gain sufficient sequencing depth to identify distinct cell populations within the heterogeneous satellite cell pool. By adequately capturing these subpopulations, we were able to elucidate molecular pathways that differ between DMD and healthy satellite cells (apoptosis) and myogenic progenitors (senescence) and identify a DMD-specific satellite cell subpopulation.

We compared satellite cells from two DMD mouse models, the mildly dystrophic *mdx* mouse and the more severely dystrophic D2-*mdx* mouse. Of note, *mdx* and D2-*mdx* mice exhibit differences in satellite cell content. While *mdx* muscles have higher satellite cell numbers compared to their control counterpart, D2-*mdx* mice have reduced satellite cell numbers (Fig. 1G), supporting previous studies demonstrating that satellite cells have reduced regenerative capacity in DBA/2 muscles compared to C57BL/6, thereby impacting their ability to maintain a sufficient satellite cell pool within the context of chronic degeneration [26]. The altered muscle regenerative potential in DBA and D2-*mdx* is supported by our pathway enrichment analyses, which indicated reduced muscle tissue development and skeletal muscle differentiation when comparing satellite cells from the DBA versus B10 background (Fig. S3G). Whereas an increase in satellite cell numbers has been reported in human DMD tissue [28], these differences in satellite cell number and muscle regeneration should be considered when interpreting data from the D2-*mdx* model.

Despite these differences in disease severity and thus satellite cell niche, we found the two DMD models shared many overlapping differentially expressed genes and molecular dysfunctions as compared to their healthy counterparts (Fig. 3G, J). We recognize that although *mdx* and D2-*mdx* DMD models exhibit these phenotypic differences, it is likely that dystrophic niche signaling between the two DMD models is similar. Thus, to assess dystrophin-deficient satellite cells prior to exposure to this signaling, we examined neonate satellite cells from *mdx* and D2-*mdx* mice and found early signs of myogenic impairment as well as altered senescence and autophagy gene expression (Fig. S6A–C). However, some genes, such as *Pax7* and *Cdkn2a*, do not show the same significant shift seen in adults. These findings suggest that satellite cell dysfunction in DMD is a combination of both cell-autonomous defects that are present at early stages prior to muscle degeneration, as well as a result of accumulated exposure to the niche. Interestingly, when we compared myogenic gene expression between neonate and adult satellite cells, the expression of myogenic genes (*Pax7*, *Myf5*, *Myog*, *Cdkn1c*) is significantly changed in adult (3 months of age) vs neonate in healthy control cells (Fig. S6A). However, in DMD satellite cells, this change from neonate to adult is greatly reduced, suggesting an impairment in satellite cell transition from neonate to early adult stages.

Prior to the discovery that dystrophin is expressed in the satellite cell, it was generally thought that the loss of dystrophin had minimal impact on satellite cells and their progeny, the myogenic progenitors. While earlier studies have shown no difference in or even accelerated myogenic differentiation kinetics in cultured DMD satellite cells, we propose that in vitro culturing selects for those cells capable of proliferating and surviving in culture rather than those vulnerable to cell death [56, 57]. There is indeed evidence that intrinsic impairment of DMD satellite cells and myogenic progenitors leads to reduced regenerative capacity, thereby resulting in an inability to support dystrophic muscle repair [21, 22, 24, 58, 59]. Using single-cell transcriptomics, we were able to visualize heterogeneity within DMD satellite cells with respect to molecular dysfunctions as well as myogenic differentiation capacity. Of note, we identified a DMD-enriched cell cluster that uniquely expresses genes associated with DMD (Fig. S2F), expresses high levels of the cell-cycle inhibitor *Cdkn1c* (Fig. S2E), and has a distinct cell fate trajectory (Fig. 5F). This DMD-enriched cluster paradoxically expresses higher levels of stem cell and myogenic commitment markers *Pax7* and *Myf5* and lower levels of differentiation markers *Myod1* and *Myog* compared to the progenitor and myocyte clusters (Fig. S7A).

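In the DMD-enriched-like cluster, after thinning to 3000 UMIs, *Pax7* had a UMI in 65.1% (62.0 to 68.2) of *mdx* and 62.5% (58.3 to 66.5) of D2-*mdx* cells. The shares were 35.6% and 22.3% in cycling-like cells, and 21.6% and 22.9% in differentiating-like cells. *Myf5* had a UMI in 67.6% and 54.7% of DMD-enriched-like cells. *Myod1* had a UMI in 7.78% and 15.2% of them, against 74.8% and 83.5% of differentiating-like cells. In endothelial cell-like cells, *Pax7* had a UMI in 4.76% and 4.49%, *Myf5* in 4.76% and 6.74%, and *Myod1* in 1.59% and 0%. In white blood cell-like cells the shares were 13.8% and 15.2% for *Pax7*, 14.7% and 10.8% for *Myf5*, and 2.75% and 3.797% for *Myod1*. The DMD-enriched-like cells had medians of 11848 and 11773 UMIs before thinning, the endothelial cell-like cells 7481 and 7687, and the white blood cell-like cells 8215 and 10328. Unthinned, *Pax7* had a UMI in 96.1% and 92.9% of DMD-enriched-like cells.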

While DMD satellite cells are skewed towards progenitor populations (Fig. 2D), as expected in a continually regenerating tissue, we propose that at least a subpopulation of DMD satellite cells is stalled in differentiation and exhibits dysregulated myogenic capacity. In line with this, less than 50% of DMD satellite cells are expressing the “primed core” [42] and “myoblast/myocyte” [43] scores (Fig. S2G). 

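A score above 0 means that a cell expresses the list above control genes of similar mean expression. The primed core score was above 0 in 45.3% of *mdx* and 60.3% of D2-*mdx* myogenic cells, against 6.72% of B10 and 6.97% of DBA cells. Unthinned, the DMD shares were 43.3% and 58.2%. The myoblast and myocyte score was above 0 in 41.5% of *mdx*, 41.0% of D2-*mdx*, 27.7% of B10 and 29.4% of DBA cells. The threshold of 0 was chosen here.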

Importantly, our in vivo regeneration assays confirmed an impairment in regenerative myogenesis in *mdx* satellite cells compared to B10 controls (Fig. 6A–F). Interestingly, while *mdx* satellite cells express lower levels of *Pax7* transcripts and higher levels of *Myog* transcripts, we show that the level of gene expression does not correlate with cell number, as we observe increased PAX7+ cells and reduced MYOG+ cells in *mdx* fibers following injury (Fig. 6A–C). Our results suggest that *mdx* mice have a higher number of cells that are PAX7+, each with low levels of *Pax7* transcript, and a low number of MYOG+ cells that are expressing high levels of *Myog*. In addition, we observed previously undescribed large cell clusters uniquely in injured *mdx* myofibers (Fig. 6D–F), suggesting an impairment in cell fusion. Further experiments to isolate and characterize these cells by flow cytometry would provide important insight into this DMD-enriched cell population.

We found that DMD satellite cells exhibit enrichment in programmed cell death pathways (Fig. 4A–C). This is the first report of increased apoptosis in DMD satellite cells. In contrast, DMD myogenic progenitors exhibit enrichment in cellular senescence (Fig. 4A–C). We found that healthy satellite cells express increased levels of senescence-associated genes following injury (Fig. 7A). Recent studies have indicated that senescent cells are a normal component within the regenerating muscle niche [15, 16, 60], however DMD satellite cells exhibit increased baseline expression of senescence-associated genes suggesting a chronic and dysregulated senescent state (Figs. 4G, 7A). The chronic presence of these senescent cells in DMD would hinder muscle regeneration [15, 45].

The nutrient recycling macroautophagy pathway has previously been shown to be dysregulated in DMD muscle and satellite cells [47, 61, 62]. Consistent with these findings, we found that the expression of autophagy genes is universally lower in DMD satellite cells (Fig. 4J) and does not exhibit a dynamic downregulation during regenerative myogenesis (Fig. 7B). We propose that this impairment in autophagy dynamics would also impact the regenerative capacity of DMD satellite cells. Indeed, we found that stimulating autophagy with Tat-Beclin D11, which induces autophagy independently of inhibiting the master metabolic regulator mammalian target of rapamycin, improved the differentiation capacity of *mdx* progenitor cells (Fig. 7C, D) [53]. Our results support earlier work indicating that autophagy reduction in DMD muscle tissue correlates with reduced muscle function and that inducing autophagy with agents such as rapamycin and the AMPK agonist AICAR can improve regeneration and pathology in *mdx* mice [47, 63, 64].

In conclusion, our study provides additional molecular evidence that satellite cells are dysfunctional in DMD and that their reduced regenerative potential contributes to the characteristic progressive muscle wasting of the disease. The work described here serves as a critical resource characterizing the transcriptomes of two widely used DMD mouse models, *mdx* and D2-*mdx*, along with their wildtype counterparts. Importantly, transcriptomic data from satellite cells from DMD patients support our findings of dysregulated cell death, senescence, and autophagy pathways. Our results indicate that DMD satellite cells are heterogeneous with respect to their myogenic regenerative potential and their exhibition of impaired cellular pathways. We propose that gene therapies aimed at transducing satellite cells should examine the benefits and consequences of targeting specific satellite cell populations. Overall, our study provides a molecular map that illustrates how satellite cell subpopulations are impacted by the loss of dystrophin and will inform therapeutic strategies aimed at improving the regenerative capacity of DMD muscle.

## Methods

### Mice

C57BL/10ScSnJ (B10, #000476), C57BL/10ScSn-*Dmd*^*mdx*^/J (*mdx*, #001801), DBA/2J (DBA2, #000671), and D2.B10-*Dmd*^*mdx*^/J (D2-*mdx*, #013141) were purchased from The Jackson Laboratory. One- to one-and-a-half-week-old male mice were used for neonatal experiments, and 2- to 3-month-old male mice were used for experiments in adults.

### Muscle histology

Cryostat cross-sections of TA muscle of 10 μm were used for H&E staining, SA-β-Gal staining, and immunofluorescent (IF) labeling.

Sections for H&E were fixed with 4% paraformaldehyde (PFA) and stained with Mayer’s modified hematoxylin solution (Abcam) and washed for 5 min, followed by differentiation with 1% HCl in 10% ethanol. Sections were stained with Eosin Y working solution (0.25% Eosin disodium salt (Sigma) in 80% ethanol with 0.5% glacial acetic acid), dehydrated, and mounted with xylene mounting media (Fisher).

For TUNEL/PAX7 IF co-labeling, sections were fixed with 2% PFA for 10 min, then decrosslinked for 45 min at 95 °C in citrate buffer (Abcam). This was followed by permeabilization and blocking for 1 h (0.25% Triton X-100 + 0.1 M Glycine in PBS + 5% donkey serum (DS) + 2% bovine serum albumin (BSA) + Mouse on Mouse Blocking Reagent (Vector Laboratories) in phosphate buffered saline (PBS)). TUNEL assay was done by incubating slides with an In Situ Cell Death Detection Kit (Roche) at 37 °C for half an hour. Primary antibody incubation was performed overnight at 4 °C with pure PAX7 antibody (DSHB) with 5% DS + 2% BSA. Secondary incubation in labeling buffer (5% DS + 2% BSA in PBS) was done for 1 h at room temperature, followed by Hoechst staining for 5 min. Slides were mounted with ProLong^TM^ Gold antifade reagent (Thermo Fisher).

For eMyHC labeling, TA cryosections were fixed with 4% PFA for 10 min then permeabilized and blocked for 1 h (0.1 M glycine + 5% DS + 0.25% Triton X-100 + Mouse on Mouse Blocking Reagent (Vector Laboratories) in tris buffered saline (TBS)). Subsequently, cryosections were incubated overnight at 4 °C with eMyHC primary antibody (DSHB) in primary antibody solution (1% DS + 0.25% Triton X-100 in TBS). Secondary antibody incubation and mounting were performed as above.

Sections were imaged using a Zeiss Axio Observer 7 at 20×, except for eMyHC-stained cryosections, which were imaged at an EVOS M5000 microscope using a 10× objective.

### Senescence-associated β-galactosidase staining

TA sections were fixed for 4 min with 1% PFA and 0.2% glutaraldehyde in PBS, followed by incubating for 30 min in PBS at pH 5.5. Sections were then incubated with X-gal staining solution (4 mM potassium ferricyanide + 4 mM potassium ferrocyanide + 2 mM MgCl_2_ + 1 mg/mL X-gal and 0.04% IGEPAL (Sigma) in PBS at pH 5.5) for 48 h at 37 °C. Sections were subsequently washed in PBS for 10 min and fixed again with 1% PFA diluted in PBS for 10 min. Sections were counterstained with Hoechst. The stained sections were mounted with ProLong^TM^ Gold antifade reagent and imaged using a Zeiss Axio Observer microscope.

### Single myofiber isolation

Single myofibers were isolated from the EDL muscle of mice that were either uninjured or mice that received injections of 1.2% BaCl_2_ into the TA (30 µl at 1.2%) 5, 7, or 9 days prior to isolation to induce injury and thus activate satellite cells [65]. After isolation, single myofibers were collected and fixed immediately in 2% PFA.

### IF and TUNEL staining on fibers

Fixed myofibers were permeabilized for 10 min (0.1 M glycine + 0.1% Triton X-100 in PBS), then blocked for 2 h (2% BSA + 2.5% DS + 2.5% goat serum (GS) in PBS). Primary antibody incubation was done overnight, labeling solution (0.5% DS + 0.5% GS in PBS) at 4 °C with antibodies for PAX7 (DSHB), MYOG (Abcam), p57^Kip2^ (Santa Cruz). Secondary antibody incubation was done for 1 h at room temperature in labeling solution, followed by Hoechst staining for 1 min. Fibers were mounted on slides with ProLong^TM^ Gold antifade reagent.

TUNEL staining was done with the In Situ Cell Death Detection Kit (Roche). Fibers were fixed with 2% PFA, then permeabilized and blocked as previously described. Fibers were then incubated with TUNEL reaction mixture for 1 h at 37 °C followed by primary antibody incubation overnight at 4 °C. Secondary antibody incubation, Hoechst, and mounting on slides were performed as described above.

Myofibers were imaged using a Zeiss LSM710 using ZEN 3.2 (blue edition), with the exception of Fig. 6B, which was imaged at an EVOS M5000 microscope (software version 1.6.1899.478) using a 20× objective.

### Quantification of IF images

All image analysis was done with Fiji ImageJ (version 1.45 f) [66]. PAX7+, MYOG+, TUNEL+, and SA-Βgal+ nuclei quantification was performed using the cell counter feature. Cross-sectional area of myofibers and aspect ratio were obtained using the automated muscle histology analysis algorithm Myosoft (version 14) to define individual fiber ROIs via WGA staining [67]. Using this same software, the number of eMyHC+ fibers was determined by automatically measuring the mean gray value. These values were then corrected through background subtraction. A negative control was used to determine the range of values that represented “true” negatives, and values above this (>75) were considered eMyHC+. Fibers that contained one or more nuclei within the fiber were counted as centrally nucleated fibers.

### Satellite cell isolation

Satellite cells were prospectively isolated from the hind limb muscles of mice by fluorescence-activated cell sorting (FACS) as previously described [68]. Cells were labeled with negative and positive lineage markers (Table S6) and satellite cells were sorted using a BD FACSAriaTM III (BD Biosciences).

### Mouse single-cell RNA-sequencing and computational analyses

For each mouse strain (B10, *mdx*, DBA, D2-*mdx*), ITGA7+/VCAM+/Lin- satellite cells from two mice were pooled, sorted, and captured on the 10X Genomics Chromium platform and subjected to single-cell transcriptomic sequencing. 

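Because the mice of a strain were pooled before capture, the spread between mice cannot be measured. The paper gives the mice as male, and the libraries hold RNA of Y-linked genes throughout: *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 9605 UMIs in B10, 11857 in *mdx*, 9092 in DBA and 12523 in D2-*mdx*. *Xist* had 16, 11, 16 and 8 UMIs.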

Following satellite cell isolation, the scRNA-seq libraries were prepared using the 10X Genomics NextGen scRNA 3′ V3.1 (10X Genomics, Pleasanton, CA) with ~10,000 satellite cells from each strain. Libraries were then sequenced with an Illumina NovaSeq6000 sequencer (Illumina, San Diego, CA). Reads were processed with Cell Ranger (version 3.0.1) and aligned to the mouse reference transcriptome mm10.

Computational analysis was performed using RStudio (version 4.2.1, 2022-06-23), and the data were imported with Seurat (version 5.1.0) [69]. 

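In the deposited counts, 4739 of the 9931 B10 barcodes had fewer than 1000 genes, against 21 in *mdx*, 11 in DBA and 17 in D2-*mdx*. More than 5000 genes were found in 41, 214, 129 and 502 barcodes, and more than 8% mitochondrial UMIs alone removed 389, 269, 29 and 214. The upper limit on genes removes the most complex cells, most of them from D2-*mdx*.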

Cells were filtered to remove cells with less than 1000 or more than 5000 genes, as well as cells with more than 8% mitochondrial genes, to eliminate low-quality cells. Doublets were removed using DoubletFinder (version 2.0.4) [70]. 

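Doublets were predicted here with Scrublet in each library, as DoubletFinder was not at hand. Its own threshold marked 0 B10, 2 *mdx*, 5 DBA and 5 D2-*mdx* cells and was not used. In its place, the cells with the highest scores were removed up to the expected number, 181, 356, 91 and 293 cells. These had a median of 9586, 10536, 13247 and 10057 UMIs. The shares, ratios and scores were also computed with them kept.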

After normalization and scaling, cells from the different mouse strains were integrated. The resolution was determined using the Clustree function (version 0.5.1), and unsupervised clustering was carried out using the FindClusters function [71]. The first clustering was done with a resolution of 0.1, and the sub-clustering of the myogenic cells (MuSC and myoblast) was done with a resolution of 0.2. Cells expressing high levels of mature myonuclei genes (*Acta1*, *Tnnc2*, *Tnnt3*), representing a minor portion of total myogenic cells (0.04–0.11%), were removed for final downstream analysis. 

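The cluster of myonuclei-like cells, led by *Ckm*, *Tnnc2*, *Pgam2*, *Tnnt3*, *Pvalb* and *Mylpf*, held 4 B10, 4 *mdx*, 1 DBA and 23 D2-*mdx* cells. That is 0.0905% (0.0247 to 0.232) of the clustered myogenic cells in B10, 0.0830% (0.0226 to 0.212) in *mdx*, 0.0371% (0.000938 to 0.206) in DBA and 0.549% (0.349 to 0.823) in D2-*mdx*.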

Differential gene expression and cluster identification were performed using the FindAllMarkers function in Seurat. 

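Scores were computed here with the same function, with 24 expression bins and 100 control genes per listed gene, on cells thinned to equal depth. Control genes were drawn from genes with a UMI in at least 20 thinned myogenic cells. Of the 215 genes of the genuine quiescence list, 203 entered the score, of the primed core list 158 of 165, and of the DMD-associated list 78 of 87.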

The scores were generated with the AddModuleScore function, using published gene lists. Stacked violin plots were made using the StackedVlnPlot function [72]. Dot plots and feature plots were created using the scCustomize package (version 2.1.2) [73]. Cell-cycle analysis was done using the CellCycleScoring function of the Seurat Package. The total RNA counts per cell were determined by extracting the raw count matrix using the GetAssayData function, and the total RNA counts (UMI) per cell were calculated and added to the metadata. The violin plot was created using the ggplot2 package (version 3.5.1).

### Human single-nuclei RNA-sequencing and computational analyses

Control and DMD human data were generated and kindly shared by Prof. Jordi Diaz-Manera’s team [50]. Computational analysis was performed as described above. Cells were filtered to remove cells with less than 100 or more than 5000 genes, as well as cells with more than 5% mitochondrial genes, and doublets were removed using DoubletFinder (version 2.0.4) [70]. After normalization and scaling, cells from the different samples were integrated with a resolution of 0.1, and the sub-clustering of the myogenic cells (*PAX7*^+^) was done with a resolution of 0.4. The sample groups were generated as described [50].

### Principal component analysis (PCA)—pseudobulk

The processed individual datasets were merged, and the object was converted into a SingleCellExperiment object. Counts were aggregated with the aggregateBioVar package (version 1.14.0) [74]. Differential gene expression was performed using the DESeq2 Package (version 1.44.0) [75]. The PCA plot was generated using the plotPCA function.

### Differential gene expression and gene ontology (GO) enrichment analysis

Differentially expressed gene lists were generated using the FindMarkers function. Genes with Log2FC more than 1 and adj pVal less than 0.05 were selected for GO enrichment analysis. GO enrichment was performed using Metascape (version 3.5, metascape.org) with multiple gene lists using the Custom Analysis function [76]. GO Biological Processes, KEGG Pathway, Reactome Gene Sets, CORUM, WikiPathways, and PANTHER Pathway were selected. Terms with a *p* value < 0.01, a minimum count of 3, and an enrichment factor >1.5 were grouped into clusters based on their membership similarities. GO terms analysis has been performed with the enrichGO function of the clusterProfiler package version 4.12.0 [77]. Volcano plots were generated using the EnhancedVolcano package (version 1.22.0) [78]. Venn Diagrams were generated using the VennDiagram package (version 1.7.3) [79].

### Pseudotime analysis

The pseudotime analysis was performed using the Monocle3 package (version 1.3.7) [80]. The datasets were processed as described previously. The Seurat object was transformed into a cell data set using the SeuratWrappers package (version 0.3.5). Cells were then clustered using the cluster_cells function. The trajectory was generated using the learn_graph function by adjusting the default setting of minimal_branch_len to 10, euclidean_distance_ratio to 1, and geodesic_distance_ratio to 1. Finally, cells were ordered along the learned trajectory.

### Droplet digital PCR (ddPCR)

RNA was extracted from isolated satellite cells using the PicoPure RNA Isolation Kit (Applied Biosystems), and cDNA was generated with the SuperScript III First-Strand Synthesis System (Invitrogen). ddPCR was performed using ddPCR Supermix for Probes (no dUTP) (Bio-Rad) and data collected with the QX100 Droplet Digital PCR System (Bio-Rad) with QuantaSoft (version 1.7.4). A list of primers can be found in Table S7.

### Autophagy modulation assays

Primary satellite cell-derived myoblasts were isolated from *mdx* mice as previously described [81]. Cells were seeded in proliferation media (20% FBS, 10% HS, 3% CEE, 10 ng/mL bFGF, and 2 mM L-glutamine in Ham’s F10) on collagen-coated 35 mm plates. When cells reached 80–90% confluence, cells were treated for 2 h with either 10 µM Tat-Beclin 1 D11 peptide (Novus Biologicals) or Tat-Beclin 1 L11S peptide scramble control (vehicle, Novus Biologicals); 5 mM 3MA (Sigma) or water (vehicle) [53, 54]. Following treatment, cells were induced to differentiate for 2 days in differentiation medium (50% DMEM, 50% F10, 5% HS). Cells were fixed and immunolabeled with MYOG (Abcam) and MyHC antibody (DSHB), and the fusion index was determined as previously described [82].

### Western blotting

Cell pellets from a replicate of the autophagy modulation assays were collected in lysis buffer (50 mM Tris pH 7.5, 150 mM NaCl, 2 mM MgCl2, 0.5 mM EDTA, 0.5% Triton X-100, 1X protease inhibitor, and 1X phosphatase inhibitor) and incubated on ice for 30 min. Samples were centrifuged at 15,000 rcf at 4 °C for 20 min and supernatants collected. The protein concentration of the resulting lysates was determined using the Pierce BCA Assay Kit (Thermo Fisher). Lysates were mixed with 4X Laemmli sample buffer, denatured at 95 °C for 5 min, and resolved using a 12% SDS-PAGE gel containing 0.5% 2,2,2-Trichloroethanol (TCE). Total protein was determined using the ChemiDoc imaging system (Bio-Rad) via ultraviolet activation. Samples were then transferred to a polyvinylidene difluoride membrane and blocked for 1 h at room temperature in blocking buffer (5% milk + 0.5% Tween in PBS). Membranes were incubated with primary antibody in blocking buffer at 4 °C overnight with agitation, then incubated with secondary antibody in blocking buffer for 1 h at room temperature. The membrane was incubated with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher) and visualized using the ChemiDoc imaging system (Bio-Rad). Protein band intensity was quantified using Fiji ImageJ.

### Statistical analysis

For data not related to scRNA-seq, statistical analyses and visualizations were done in GraphPad Prism (version 10.2.2). Significance was determined through unpaired *t*-tests, two-way analysis of variance (ANOVA) with Šídák’s multiple comparisons test, mixed-effects analysis with Šídák’s multiple comparisons test, or one-sided Fisher’s exact test, as indicated. *P* values in figure legends for two-way ANOVAs and mixed-effects analysis describe row*column effect unless otherwise noted. Confidence interval = 95% for all tests.

Two-tailed *t*-tests in Fig. 1 were performed on 4–7 biological replicates per group. Analysis of fiber area was done via a nested *t*-test. Analysis of PAX7+/TUNEL+ satellite cells (Fig. 4D, E) was done with a one-sided *t*-test, as control animals are assumed to have few such cells. For all two-tailed unpaired *t*-tests of strain comparison ddPCR data, *n* = 3 for all groups except D2-*mdx*, where *n* = 4. Two-way ANOVA tests were conducted on NI, 1 DPI, and 3 DPI data and data comparing neonates to adults. For injury data, three biological replicates were used for all groups except B10 3DPI, where *n* = 4. For neonate data, *n* = 3–5 biological replicates as indicated on the graphs. Cluster data in Fig. 6C, F was done using EDL fibers from one biological replicate per condition. Significance was then calculated via mixed-effects analysis due to uneven sample size. β-galactosidase assays were done with three biological replicates per condition, and significance was calculated via two-tailed unpaired *t*-tests. TUNEL+ nuclei percentage from EDL fibers was calculated from three mice per strain, counting *n* = 25, 50, and 21 B10 and *n* = 82, 45, and 69 *mdx* PAX7+ nuclei. A one-sided Fisher’s exact test was used as B10 has zero positives. Autophagy modulation assays were done on three biological replicates per condition, and significance was determined with two-tailed unpaired *t*-tests. Standard sample sizes for the field that are sufficient to show differences with this disease model were chosen. The scRNA-seq sample size was chosen to ensure sufficient depth of sequencing.

## Supplementary information

Supplementary Information

Source Western blots

Table S1

Table S2

Table S3

Table S4

Table S5

## Data Availability

scRNA-seq datasets generated in this study have been deposited to Gene Expression Omnibus under accession number GSE273343 and are also available at: https://singlocell.openscience.mcgill.ca/display?dataset=Muscle_Stem_Cells_DMD_2024.

# Supplementary material for: Muscle stem cells in Duchenne muscular dystrophy exhibit molecular impairments and altered cell fate trajectories impacting regenerative capacity
**Source:** Cell Death Dis. 2025 Jun 5;16(1):437. doi: 10.1038/s41419-025-07755-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Muscle stem cells in Duchenne muscular dystrophy exhibit molecular impairments and altered cell fate trajectories impacting regenerative capacity**

Jules A. Granet, Rebecca Robertson, Alessio A. Cusmano, Romina L. Filippelli, Tim O. Lorenz, Shulei Li, Moein Yaqubi, Jo Anne Stratton, and Natasha C. Chang

**Supplementary tables:**

**Table S1.** Counts and percentage of cells per cluster in each strain and lists of genes differentially expressed in each cluster compared to all other clusters.

**Table S2.** Counts and percentage of cells per subcluster in each strain and lists of genes differentially expressed in each subcluster compared to all the other subclusters.

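The table sets out, for each subcluster and strain, how many cells it holds and what share of the strain's cells this is, followed by the genes whose expression sets the subcluster apart. A share in it refers to the myogenic cells that remain after the removal of other cell types and of mature myonuclei. It therefore has another denominator than the shares of Table S1, which refer to all cells that passed the filters.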

**Table S3.** Gene lists from published studies or the Gene Ontology knowledgebase used to generate the scores (Figures 4B-C, S2F-G, S5A, and S7C).

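The lists serve as sets of genes whose joint level is scored in each cell against control genes. Those held here are the satellite cell, genuine quiescence, TU 6h in vivo, TU 6h ex vivo, cell polarity, cell cycle, primed core, myoblast and myocyte, DMD-associated and immunomyoblast lists. The lists for apoptosis, senescence and autophagy were not analysed here. For the lists not given elsewhere, the mean score of *mdx* minus B10 and of D2-*mdx* minus DBA was -0.0119 and -0.0242 for TU 6h in vivo, -0.0150 and -0.00686 for TU 6h ex vivo, -0.00603 and -0.00479 for the cell cycle and -0.0183 and 0.00222 for the immunomyoblast list. As medians of log2 ratios over the genes with at least 10 CPM, in the same order of pairs, the satellite cell list gave -1.68 and -1.14, TU 6h in vivo -0.32 and -0.48, TU 6h ex vivo -0.089 and -0.050, the cell cycle -0.053 and -0.090 and the immunomyoblast list 0.22 and 0.48. Summed UMIs in place of the scores gave the other sign for TU 6h ex vivo in the *mdx* pair, at 0.0092, and for the immunomyoblast list in the D2-*mdx* pair, at -0.76.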

**Table S4.** Lists of differentially expressed genes for each pseudobulk strain comparison (Figure 3C-D and S3A-B).

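Each comparison sets 1 strain against another and gives a log2 fold change per gene, positive where the strain named before the other has the higher level. The Methods name the FindMarkers function for these lists, which compares cells. As each strain is a single pool of cells, a p-value from such a comparison describes the cells of the pools and not differences between mice.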

**Table S5.** List of genes for each Venn diagram section of the pseudobulk strain comparison (Figure 3E, H and S3C, F).

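A gene falls into the overlap of a diagram when it passes the threshold of the study in both comparisons. A gene just under the threshold in the other comparison is listed as unique, so a section for a single model can hold genes that moved the same way in both.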

**Table S6**. Antibodies used and applications.

**Table S7.** Primer and probe sequences used in ddPCR experiments.

**Table S6**. Antibodies used and applications.

| **Application** | **Antibody** | **Dilution** |
| --- | --- | --- |
| Primary antibody (IF) | Anti-Pax7 (DSHB PAX7) | None |
|  | Anti-MYOG (Abcam ab124800) | 1:200 |
|  | Anti-eMyHC (DSHB F1.652) | None |
|  | Anti-MyHC (DSHB MF20) | 1:3 |
|  | Anti-p57^Kip2^ (Santa Cruz sc-563410) | 1:50 |
| Secondary antibody (IF) | Donkey anti-Mouse IgG (H+L), Alexa 647, A3278 | 1:1,000 |
|  | Donkey anti-Rabbit IgG (H+L), Alexa 647, A32795 | 1:1,000 |
|  | Goat anti-Mouse IgG1 (y1), Alexa Fluor 647, A21240 | 1:1,000 |
|  | Goat anti-Mouse IgG2b (y2b), Alexa Fluor 555, A21147 | 1:1,000 |
|  | Wheat germ agglutinin (WGA) (Life Technologies, W11261) | 1:100 |
| Primary antibody (western blot) | Anti-LC3B (Novus NB100-2220) | 1:3,000 |
|  | Anti-p62 (Sigma P0067) | 1:4,000 |
| Secondary antibody (western blot) | Goat Anti-Rabbit IgG (H + L)-HRP Conjugate (Bio Rad 1706515) | 1:10,000 |
| Positive selection (FACS) | a7-integrin-Alexa 647 (UBC Ablab 67-0010-05) | 1:1,000 |
|  | VCAM-PE/Cy7 (BioLegend 105720) | 1:400 |
| Negative selection (FACS) | CD31-PE (BD Biosciences 553373) | 1:10,000 |
|  | CD45-PE (BD Biosciences 553081) | 1:10,000 |
|  | CD11b-PE (BD Biosciences 553311) | 1:10,000 |
|  | Ly6A/E (Sca-1)-PE (BD Biosciences 553108) | 1:10,000 |

**Table S7.** Primer and probe sequences used in ddPCR experiments. PrimeTime™ qPCR Probe Assays or custom assays were purchased from Integrated DNA Technologies (IDT).

| **Target** | **IDT Assay ID** | **Primers** | **Probe** |
| --- | --- | --- | --- |
| *Atg9a* | Mm.PT.58.13116605 | F: CGAGGCTGGTAACTGGAATC  R: CCTGTCCACCTTGTTAACCA | CTGAGCCCCAACT GTCCAACCA |
| *Atg14* | Mm.PT.58.12027737 | F: GCGGTGATTTCGTCTATTTCG  R: GCTTGTTCTTAAGTTGGCTTAGTC | TGTCAATAAACCT CTCCCGGTCGC |
| *Calcr* | Mm.PT.58.13013231 | F: GAAGATCAGCATGGAAGCAAC  R: TCCAACTATACTCTGTGCAACG | CAGCAATCGACAAGGAGTGACCCA |
| *Cd34* | Mm.PT.58.8626728 | F: CGTGGTAGCAGAAGTCAAGT  R: GGTACAGGAGAATGCAGGTC | ATGCAGCAGACTCATCAGGCAGAG |
| *Cdkn1a* | Mm.PT.58.17125846 | F: GAAGAGACAACGGCACACT  R: CAGATCCACAGCGATATCCAG | TTCAGAGCCACAGGCACCATGT |
| *Cdkn1c* | Mm.PT.58.13296375 | F: GCAGTTCTCTTGCGCTTG  R: CAGGACGAGAATCAAGAGCAG | AAGAAGTCGTTCGCATTGGCCG |
| *Cdkn2a* | Mm.PT.58.8388138 | F: AATCTGCACCGTAGTTGAGC  R: TGTTGTTGAGGCTAGAGAGGA | CGCACCGGAATCCTGGACCA |
| *Cdkn2b* | Mm.PT.58.7138437 | F: GTGCACAGGTCTGGTAAGG  R: AGATCCCAACGCCCTGAA | TCCACGGAGCAGAACCCAACTG |
| *Cxcr4* | Mm.PT.58.41597935 | F: CCCACTTCTTCAGAGTAGTTATCAG  R: CGTTTGGTGCTCCGGTAA | TGCCATGGAACCGATCAGTGTGAG |
| *Gabarap* | Mm.PT.58.10894755 | F: ACAGACCATAGACGCTTTCATC  R: CGTGCTGAAGATGCCTTGT | CAATGTCATTCCACCCACCAGTGC |
| *Map1lc3b* | Mm.PT.58.29764292 | F: GAAGATGTCCGGCTCATCC  R: CCAGGAACTTGGTCTTGTCC | TGCTTCTCCC CCTTGTATCGCTCTAT |
| *Myf5* | Mm.PT.58.5271235 | F: ACATGCATTTGATACATCAGGAC  R: CACCTCCAACTGCTCTGAC | TGCCTGAATGTAA CAGCCCTGTCTG |
| *Myod1* | Custom | F: ACTACAGTGGCGACTCAGAT  R: TGTAGTAGGCGGTGTCGTAG | TCTGATGGCATGATGGATTACAGCGG |
| *Myog* | Mm.PT.58.6732917 | F: GACCGAACTCCAGTGCATT R: CTTGCTCAGCTCCCTCAAC | AGCCCATGGTGCC CAGTGAAT |
| *Pax7* | Mm.PT.58.9286978 | F: TGTGACGGATGTGGTTCG  R: TCCCCAGGATGATGAGACC | TTGATGAAGACCCCACCAAGCTGAT |
| *Rps18* | Mm.PT.58.12109666 | F: ACACCACATGAGCATATCTCC  R: CCTGAGAAGTTCCAGCACAT | AGCCTTCGCCATCACTGCCATTA |
| *Rps20* | Mm.PT.58.41623895.g | F: CGATTTATTCAGTTGTCTTAGGCATC  R: AGTCCTTCTGAGATTGTTAAGCAG | CGGGAGTTGAGGTTGAAGTCACCA |
| *Sqstm1* | Mm.PT.58.5854953 | F: TGTCGTAATTCTTGGTCTGTAGG  R: TGCCCTATACCCACATCTCC | TGAGTCCCTCTCCCAGATGCTGT |

**
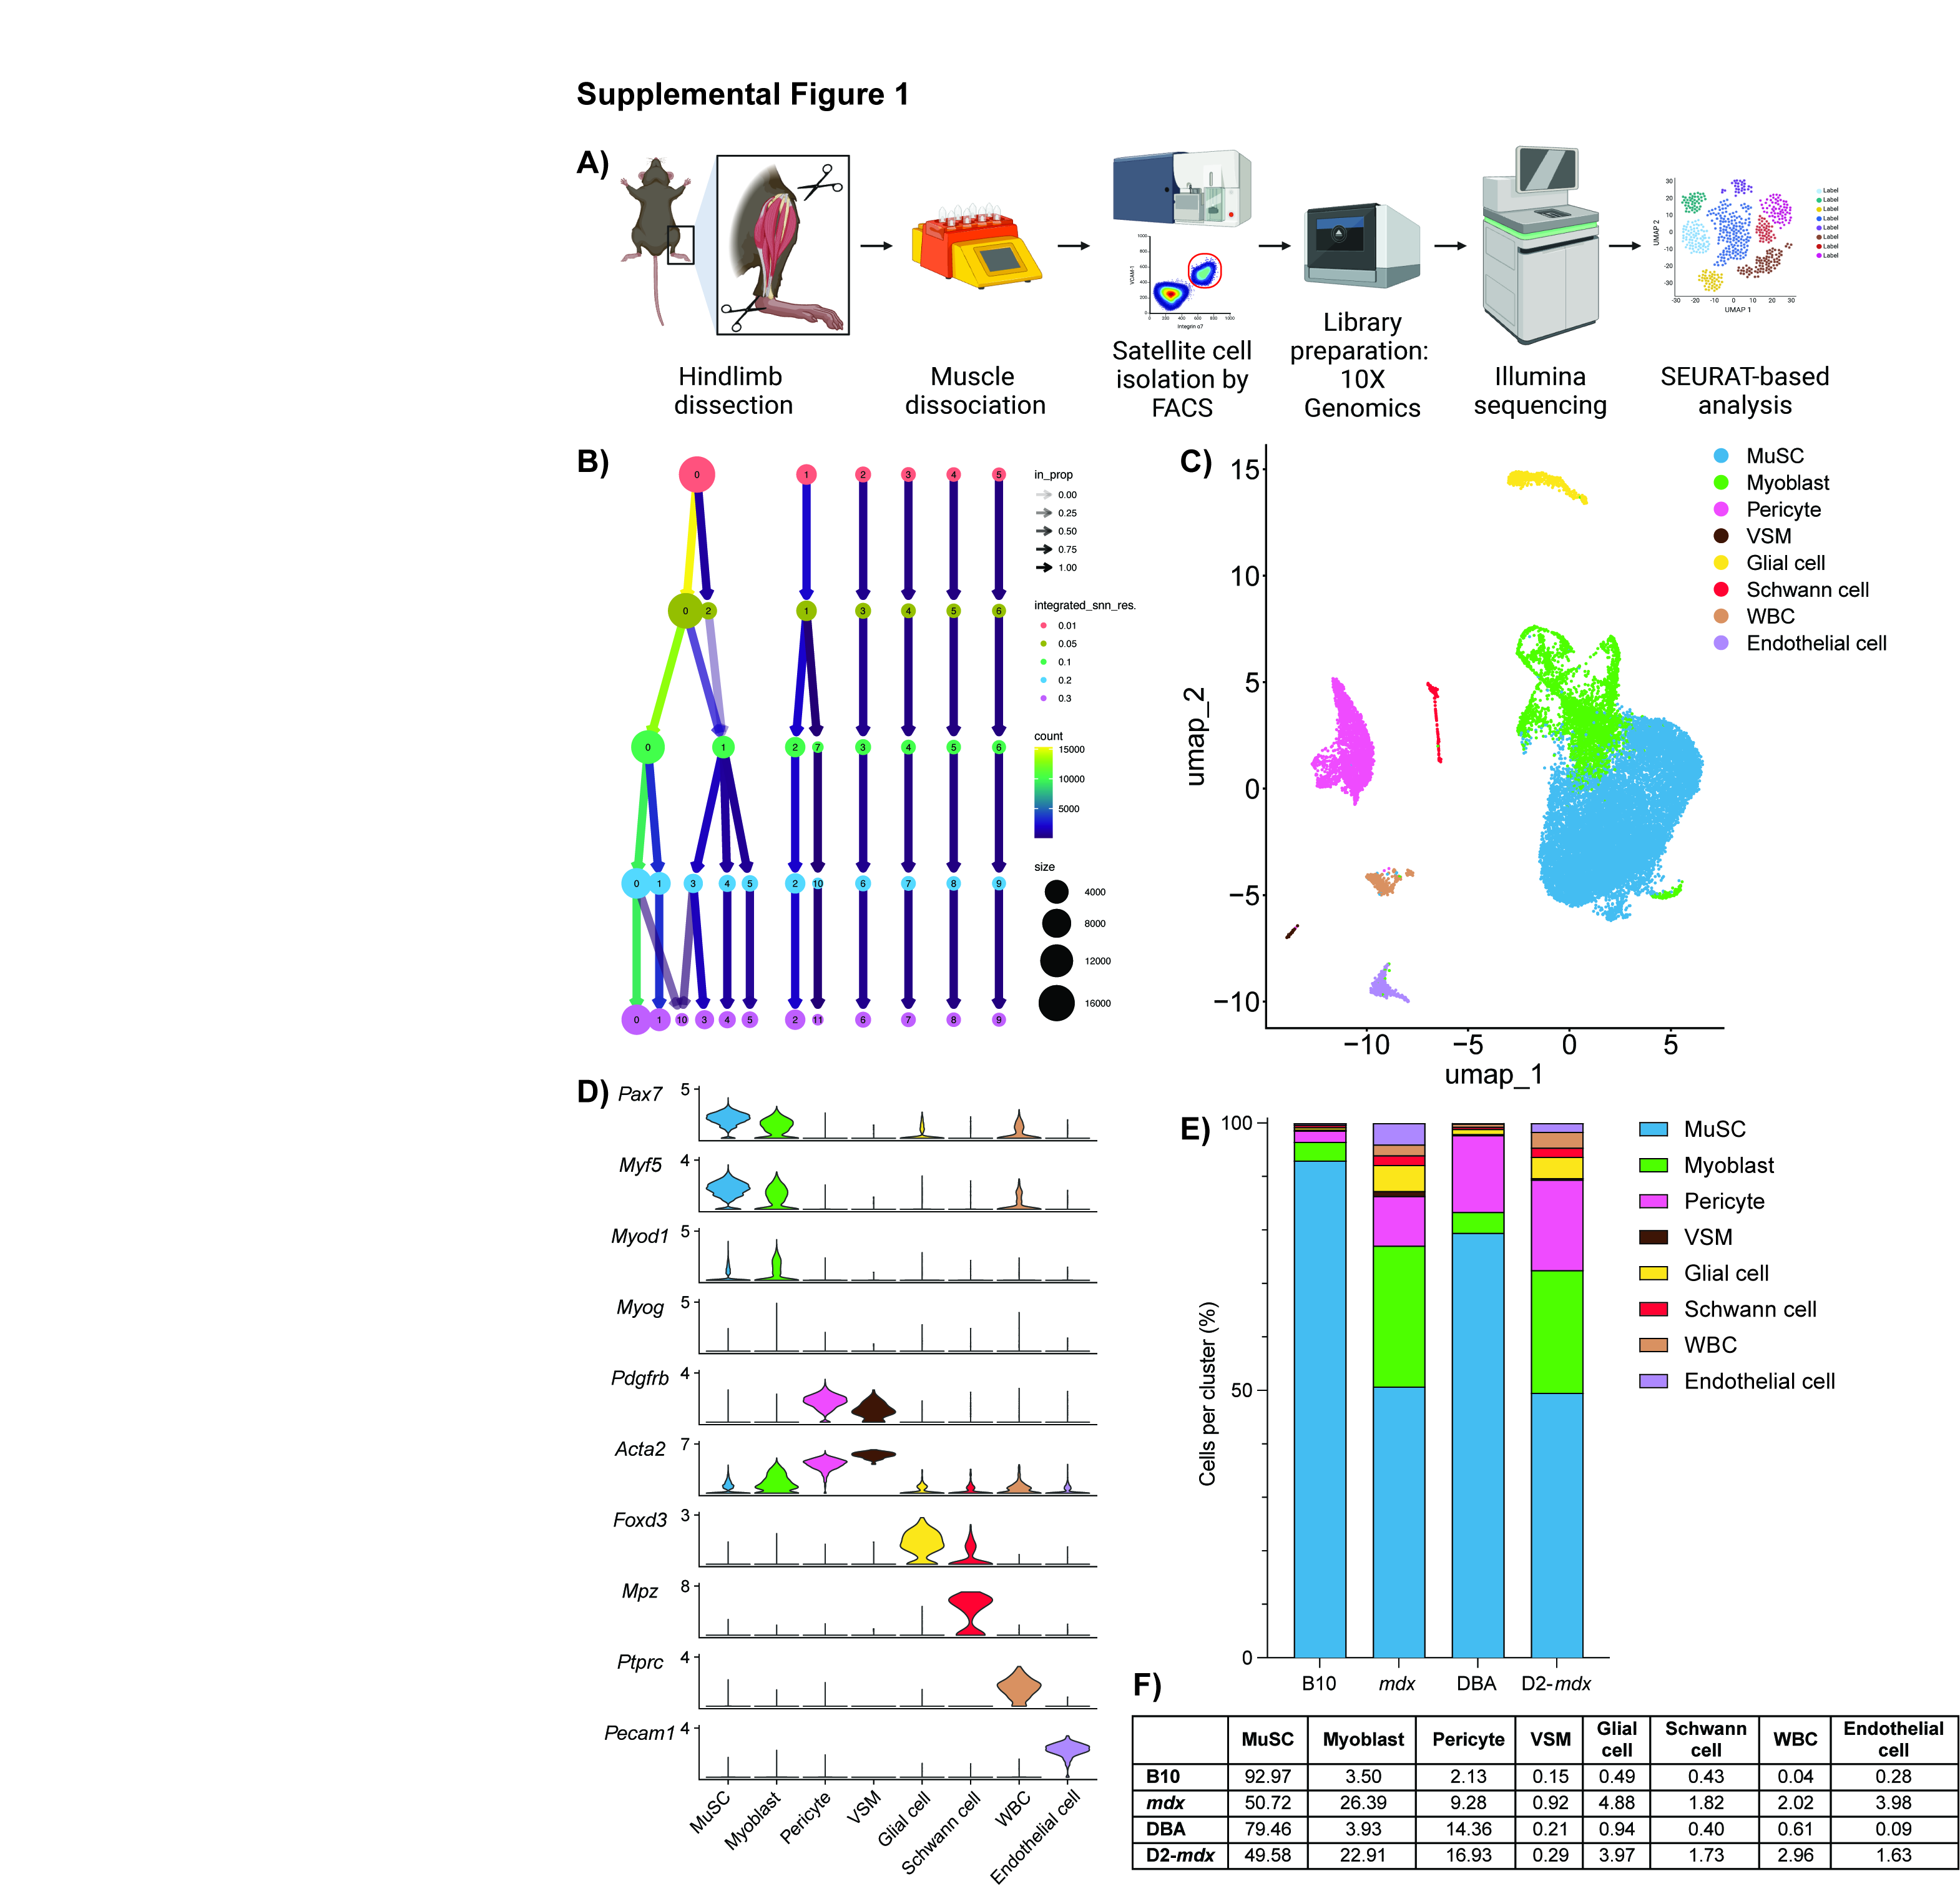
Supplemental Figure 1.** **A)** Workflow schematic of scRNAseq, from hindlimb dissections to SEURAT-based analysis (created with BioRender.com). **B)** Clustree plot of all captured cells showing changes in clustering based on resolution 0.1. **C)** UMAP plot showing the grouping of all captured cells into eight clusters, of which the MuSCs (blue) and myoblast clusters (green) were used for further analysis. **D)** Violin plots of highly expressed markers used to define the identity of each cluster. **E)** Percentage of cells in each cluster, summarized in **F)**, showing an increase in the proportion of myoblasts and decrease in MuSCs in *mdx* and D2-*mdx* compared to their respective controls.

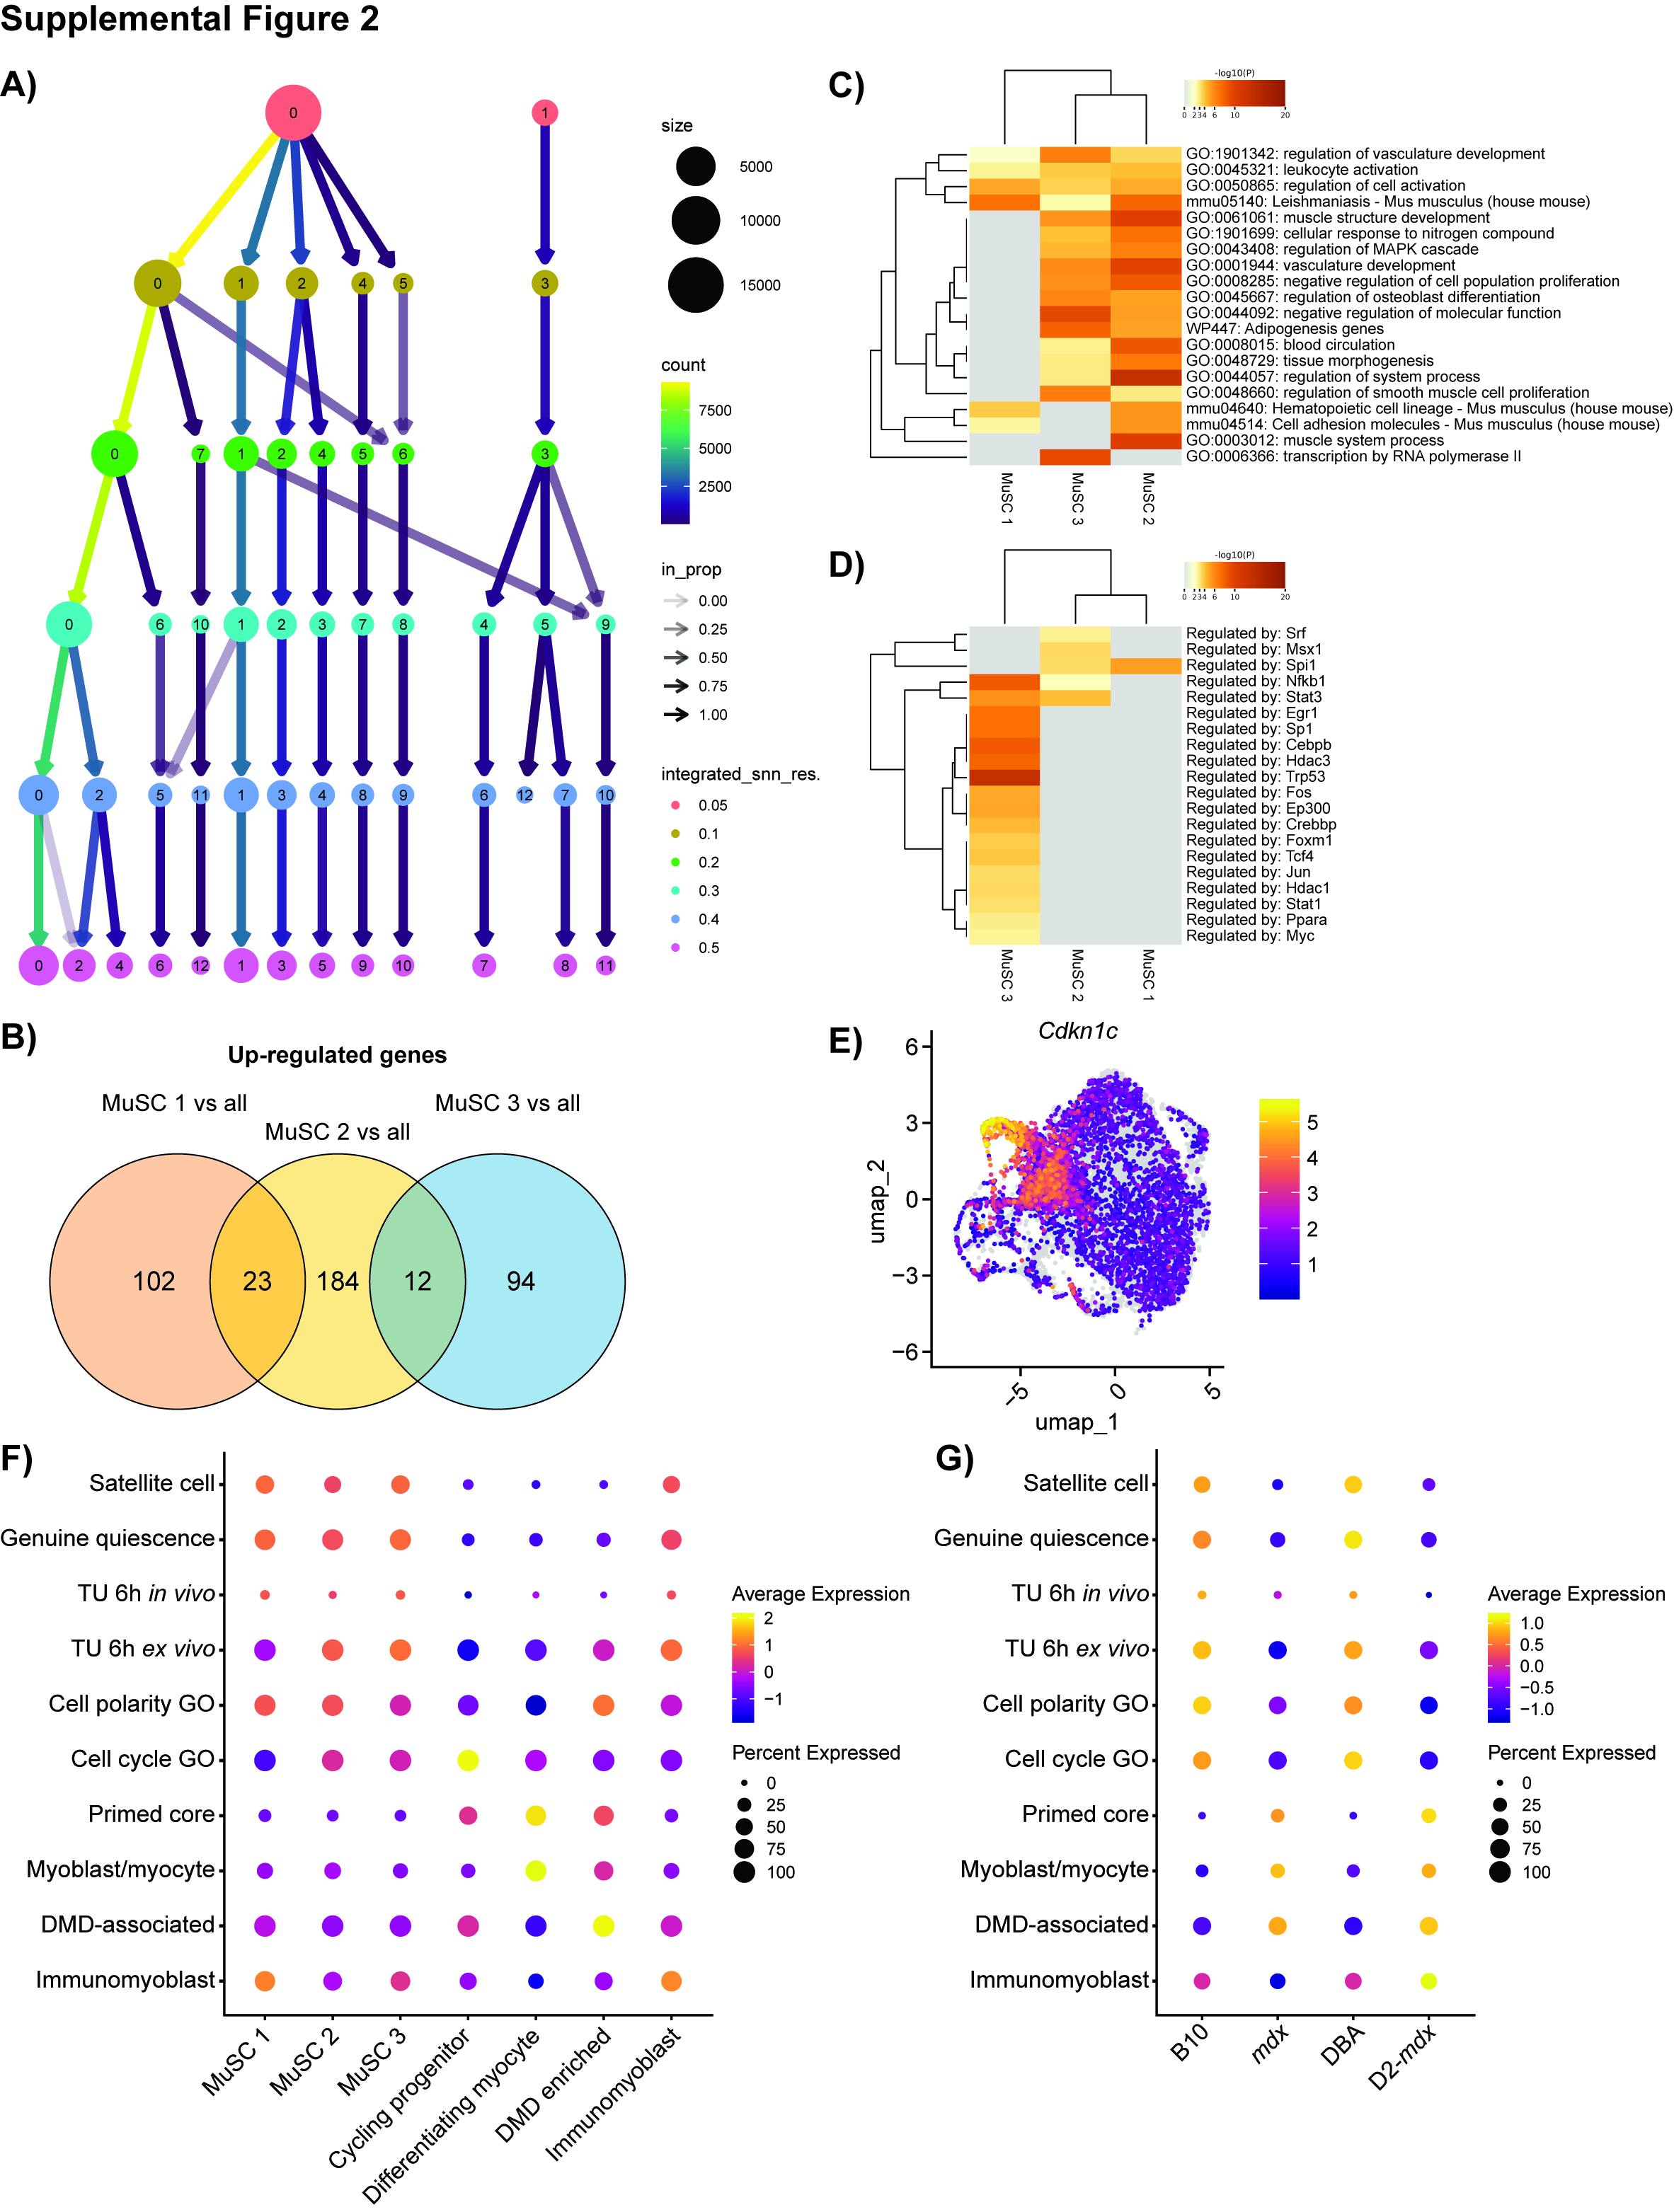

**Supplemental Figure 2.** **A)** Clustree plot of all myogenic cells showing changes in clustering based on resolution, with a resolution of 0.2 being used for further analyses. **B)** Venn diagram of upregulated genes (log2FC > 1 and p-value < 0.05) from muscle stem cell (MuSC) clusters 1, 2, and 3 versus all clusters showing overlap between MuSC 2 with MuSC 1 and MuSC 3 clusters, and no overlap between MuSC 1 and 3 clusters. **C)** Heatmap representing enriched terms, coloured by p-value, from genes upregulated in MuSC 1-3 clusters. **D)** Transcriptional regulatory relationships analysis (TRRUST) of genes upregulated in MuSC clusters 1-3 indicating enrichment of genes regulated by transcription factors associated with satellite cell activation in the MuSC 3 cluster. **E)** Feature plot of *Cdkn1c* showing increased expression in areas representing DMD enriched and differentiating myocyte clusters. **F)** Dot plot of expression of previously established scores by cluster type to validate identity, showing enrichment of the satellite cell, genuine quiescence, TU 6h *in vivo*, TU 6h *ex vivo*, and cell polarity GO scores in the MuSC 1-3 clusters and enrichment in primed core and myoblast/myocytes scores in cycling progenitor and differentiating myocyte clusters [1,2,3,4,5]. **G)** Dot plot of the previous scores displayed by strain, showing enrichment of satellite cell and genuine quiescence scores in healthy controls and enrichment in primed core, myoblast/myocyte, and DMD-associated scores in DMD models.

**
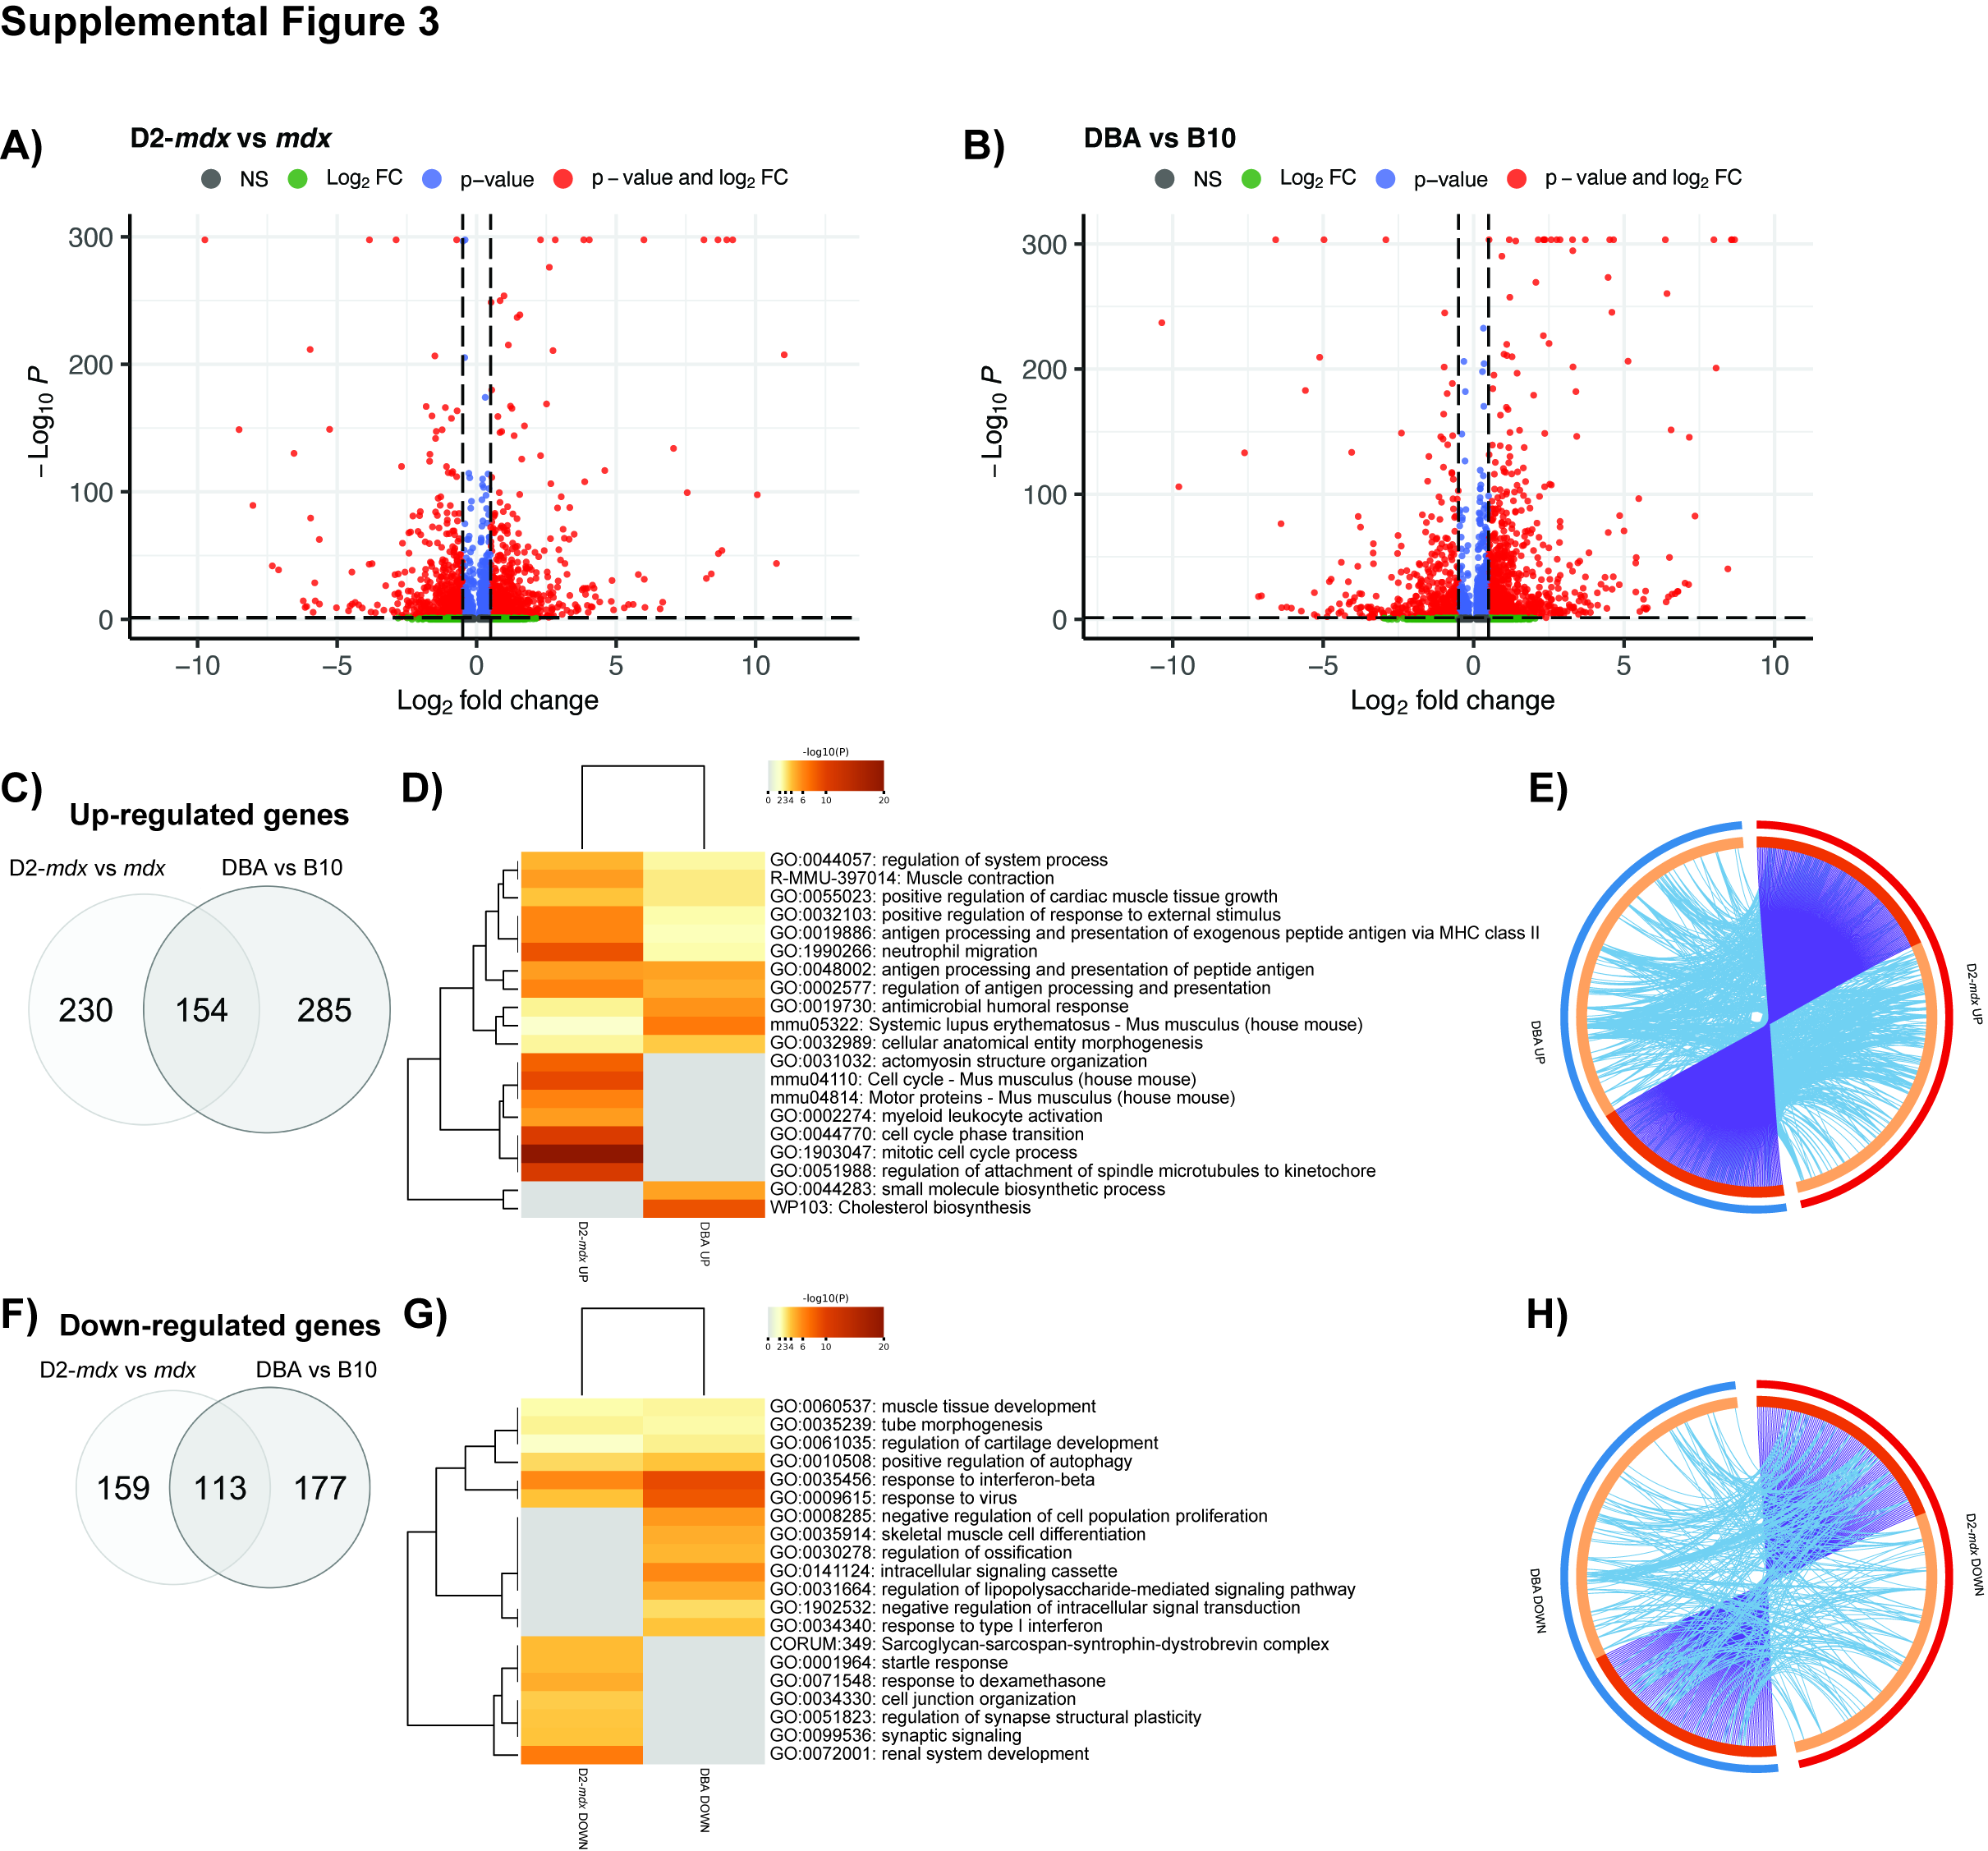
**

**Supplemental Figure 3.** Volcano plots of differentially expressed genes in **A)** D2-*mdx* versus *mdx* and **B)** DBA versus B10. **C, F)** Venn diagram of up-regulated (**C**) and down-regulated (**F**) genes from D2-*mdx* versus *mdx* (light grey) and DBA versus B10 (dark grey) and their overlap. **D, G)** Heatmaps of top 20 enriched terms, coloured by p-value, generated from these gene lists, showing minimal effect of strain background. **E, H)** Circos plots representing overlap between up-regulated (**E**) and down-regulated (**H**) gene lists. Outer circle represents the gene list for DBA (blue) and D2-*mdx* (red). Inner circle represents gene lists, where hits are arranged along the arc. Genes that hit multiple lists are colored in dark orange, and genes unique to a list are shown in light orange. Purple curves link identical genes between gene lists. Blue curves link genes that belong to the same enriched ontology term.

**Supplemental Figure 4.** Heatmap of top 100 enriched terms, coloured by p-value, generated from differentially expressed upregulated genes (log2FC > 1 and P < 0.05) in *mdx* vs B10 and D2-*mdx* vs DBA.

**Supplemental Figure 5. A)** Feature plots for each mouse strain overlapping the expression of the apoptosis (red) and senescence GO term (blue) scores, showing little overlap, and the scatterplots with the indicated Pearson correlation coefficients (r) for each respective strain, labelled by cell cluster identity, showing no correlation between the two scores. **B)** Controls for TUNEL staining on TA cross sections showing the negative control without terminal deoxynucleotide transferase (-TdT) and the positive control treated with DNAse. **C)** Representative IF labelling of an uninjured *mdx* EDL myofiber for PAX7 (magenta) and TUNEL (yellow) showing a nucleus positive for PAX7 only (white arrow) and a nucleus double positive for both PAX7 and TUNEL (yellow arrow). **D)** Quantification of the number of total PAX7+ nuclei that are positive for TUNEL, visualized as a percentage, showing their presence in *mdx* only (n = 3 biological replicates). **E)** Controls for TUNEL staining on *mdx* EDL myofibers showing the negative control without TdT and the positive control treated with DNAse. **F)** Dot plot of myogenic factors and *CDKN1C* expression in human satellite cells generated from a published single nuclei transcriptomic dataset from DMD patients and age-matched controls [6]. ***P < 0.001 (two-tailed unpaired t-test, n = 3 biological replicates per strain). Data are expressed as mean ± SD. Scalebars = 20 µm (**B**), 10 µm (**C**, **E**).

**Supplemental Figure 6.** Digital PCR quantification of **A)** myogenic regulatory factors, **B)** senescence-associated genes and **C)** autophagy-associated genes from satellite cells prospectively isolated from neonate (10-14 days-old) and adult (three months-old) B10, *mdx*, DBA and D2-*mdx* mice showing some early changes in DMD models as compared to wildtype controls. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (two-way analysis of variance). Data are expressed as mean ± SD.

**Supplemental Figure 7.** **A)** Dot plot of myogenic factors and *Cdkn1c* expression in the scRNA clusters showing higher expression of satellite cell markers *Pax7* and lower expression of progenitor markers *Myod1* and *Myog* in the DMD enriched cluster compared to the cycling progenitor and differentiating myocyte clusters. **B)** Expression of quiescence-associated genes as measured by ddPCR in isolated satellite cells from NI, 1DPI and 3DPI muscle from B10 and *mdx* mice showing less expression in *mdx* at NI and 1DPI. **C)** Dot plot of expression DMD-associated, apoptosis GO, senescence GO, and autophagy scores in human satellite cells generated from a published single nuclei transcriptomic dataset from DMD patients and age-matched controls [6]. **D)** Western blot showing levels of p62 (top) and LC3B (middle) after 3MA and D11 treatments and their respective controls, as well as total protein levels (bottom). Expression of p62 is reduced, while LC3B-II is increased, following D11 treatment compared to Sc control. **E)** Quantification of p62 and LC3B-II expression levels, normalized to total protein, and presented as relative to respective controls. **P < 0.01, ****P < 0.0001 (two-way analysis of variance). Data are expressed as mean ± SD.

**References**

1. Engquist EN, Greco A, Joosten LAB, van Engelen BGM, Banerji CRS, Zammit PS. Transcriptomic gene signatures measure satellite cell activity in muscular dystrophies. iScience. 2024;27(6):109947.

2. García-Prat L, Perdiguero E, Alonso-Martín S, Dell’Orso S, Ravichandran S, Brooks SR, et al. FoxO maintains a genuine muscle stem-cell quiescent state until geriatric age. Nature Cell Biology. 2020;22(11):1307-18.

3. van Velthoven CTJ, de Morree A, Egner IM, Brett JO, Rando TA. Transcriptional Profiling of Quiescent Muscle Stem Cells In Vivo. Cell Reports. 2017;21(7):1994-2004.

4. Pescatori M, Broccolini A, Minetti C, Bertini E, Bruno C, D'amico A, et al. Gene expression profiling in the early phases of DMD: a constant molecular signature characterizes DMD muscle from early postnatal life throughout disease progression. The FASEB Journal. 2007;21(4):1210-26.

5. Oprescu SN, Yue F, Qiu J, Brito LF, Kuang S. Temporal dynamics and heterogeneity of cell populations during skeletal muscle regeneration. iScience. 2020;23(4):100993.

6. Suárez-Calvet X, Fernández-Simón E, Natera D, Jou C, Pinol-Jurado P, Villalobos E, et al. Decoding the transcriptome of Duchenne muscular dystrophy to the single nuclei level reveals clinical-genetic correlations. Cell Death & Disease. 2023;14(9):596.

How the deposited data were processed for this re-analysis (not part of the article)

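Satellite cells sorted as ITGA7+/VCAM+/Lin- from the pooled hindlimb muscles of 2 mice per strain were measured by 10X Genomics 3′ single-cell RNA sequencing, in 1 library each for B10, *mdx*, DBA and D2-*mdx*. The paper gives the mice as male and 2 to 3 months old. The sample labels give 15, 11, 13 and 14 weeks, in this order. The counts of UMIs per gene and barcode are as deposited: the authors aligned the reads to mm10 and counted UMIs with Cell Ranger 3.0.1 before deposition, by their methods and the header of the counts, and the values are whole numbers without normalization. Whether the deposited barcodes are those that Cell Ranger called as cells or were filtered further is not stated in the methods or the sample descriptions. All other results of the paper, from histology to cell culture, are outside these data.

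Cells were kept with 1000 to 5000 genes and at most 8% mitochondrial UMIs, the limits of the paper. Doublets were scored with Scrublet in scanpy 1.11.5 with scikit-image 0.26.0, with an expected fraction of 0.008 per 1000 cells, and the cells with the highest scores were removed up to the expected number: 3.801% of cells in B10, 5.34% in *mdx*, 2.70% in DBA and 4.84% in D2-*mdx*. The kept cells hold 41582536 UMIs in B10, 52742197 in *mdx*, 37016795 in DBA and 48172035 in D2-*mdx*, with medians of 2688, 2426, 3185 and 2385 genes per cell. Over the myogenic cells the totals were 39858152, 40371339, 30103515 and 34781738 UMIs. The precision that this depth gives is the counting interval printed with each value.

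Libraries were integrated by canonical correlation analysis in Seurat 5.3.0 on R 4.3.3, with 2000 features and 30 dimensions, and clustered at resolution 0.1 for all cells and 0.2 for myogenic cells. Clusters were named by the highest mean of their markers, standardized across clusters, with at least 3 markers detected. The markers were taken from the paper and from general knowledge of these cell types, and a name therefore means that a cluster resembles a type. Module scores (AddModuleScore, 24 bins, 100 control genes) and cell-cycle phases were computed on cells thinned to 3000 UMIs. Shares of cells with a UMI were taken after the same thinning, and also unthinned. Means across clusters give each library the same weight.

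For expression, UMIs were summed over the myogenic cells of a library and scaled to CPM. Libraries were compared as log2 ratios, *mdx* over B10 and D2-*mdx* over DBA as the comparisons of disease, D2-*mdx* over *mdx* and DBA over B10 as those of background. Where a library had 0 counts, a floor of 3 counts gave a bound. Lists of genes were summarized by the median log2 ratio of the genes with at least 10 CPM in a library of each pair, with its place among 10000 random lists of as many genes, matched in 20 bins of mean expression, and an interval from 200 draws of the counts. Principal components were computed on the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Gene coordinates are from GENCODE release M21 on GRCm38. The computation of the intervals, the random lists and the correlation was tested on simulated Poisson counts, which does not test the intervals on real counts.

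Each strain is a single library, so no test was run, and no model, p-value or count of changed genes is given. The named genes are *Dmd*, every gene the paper names for the single-cell data, the 5 highest and 5 lowest genes of each ranking given in the text, and the 10 leading genes of each cluster. Gene lists are those of Tables S3 and S5, the genes the paper names for each term, and lists fixed in advance: imprinted genes, dissociation and immediate-early genes, myofibre and erythrocyte genes as free RNA, sex-linked genes and senescence regulators. The scores for apoptosis, senescence and autophagy, pseudotime, enriched terms and regulators of gene lists were not analysed here.

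The comparisons, markers, lists, rule for named genes and alternatives were set before the data were examined. The alternatives change 1 choice at a time. For cells, they are at least 500 genes with no upper limit, at most 5% mitochondrial UMIs, and doublets kept. For clusters, they are no integration, 20 dimensions, resolutions of 0.1 and 0.4, and the 100 leading features of the DMD-enriched-like cluster left out. For expression, they are the library sizes of the TMM method of edgeR 4.0.16 or of DESeq2, the mean of per-cell counts per 10000, MuSC-like cells only, all cells that passed the filters, a minimum of 50 CPM, and no minimum. For principal components, they are all genes, log2 of CPM plus 1, MuSC-like cells only and libraries thinned to the same total. For scores, they are thinning to 2000 or 5000 UMIs, no thinning, doublets kept, MuSC-like cells only and summed UMIs of the list.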

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

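The tests of *Fos* and *Junb*, *Ifit1* and *Ifit3*, *Pard3*, MuSC-like transcripts in the fibro-adipogenic or tenocyte-like cluster, and haemoglobin UMIs per cell were chosen only after their results were seen. Opposite directions in the 2 DMD comparisons were taken from counting intervals that exclude 0, and no interval that covers animals was possible for the difference between the comparisons, since each strain is 1 library.

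Over the myogenic cells, *Fos* had a log2 ratio of -0.13 (-0.14 to -0.12) for *mdx* over B10 and 0.32 (0.31 to 0.33) for D2-*mdx* over DBA, and *Junb* -0.24 (-0.25 to -0.23) and 0.27 (0.26 to 0.28). With the mean of per-cell counts per 10000, which weights each cell alike, *Fos* was 0.21 and *Junb* 0.070 for *mdx* over B10. The *mdx* ratios below 0 thus rest on summing UMIs, which gives deeper cells more weight. In MuSC-like cells alone, all ratios lay above 0, with 0.48 and 0.92 for *Fos* and 0.39 and 0.87 for *Junb*. Different shares of other cells, which hold less of these transcripts than MuSC-like cluster 0 (13715 CPM of *Fos* against 4501 in the DMD-enriched-like cluster), lower both comparisons by a similar amount and are a candidate explanation for the *mdx* ratios below 0. The difference between the comparisons stayed at 0.44 for *Fos* and 0.49 for *Junb*, against 0.45 and 0.51 over the myogenic cells, which argues against different shares as its source. The 24 dissociation and immediate-early genes, which include both, had a median log2 ratio of -0.19 and 0.22 over the myogenic cells and 0.39 and 0.55 in MuSC-like cells, the latter at the top of the matched random lists in both pairs, so the shift within these cells is general to the list. With cells of at least 500 genes and no upper limit, *Fos* was -0.18 for D2-*mdx* over DBA, so the direction in that pair also rests on the limits on genes per cell. The handling of each library, and the strain and age of the mice, stay open as untested explanations.

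*Ifit1* had a log2 ratio of -0.40 (-0.59 to -0.21) for *mdx* over B10 and 1.59 (0.98 to 2.24) for D2-*mdx* over DBA, and *Ifit3* -0.53 (-0.76 to -0.30) and 1.79 (0.96 to 2.71). In MuSC-like cells alone, where no immunomyoblast-like cell is counted, *Ifit1* had -1.03 and 1.46 and *Ifit3* -1.002 and 1.93. This argues against different shares of immunomyoblast-like cells as the whole source of the opposite directions. The directions held with the library sizes of edgeR's TMM method (-0.34 and 1.64 for *Ifit1*). Its factors, from 0.98 in *mdx* to 1.02 in B10, move all genes of a pair alike and by little. The result therefore speaks only against a scaling difference of the size that TMM estimates. Over all cells that passed the filters, *Ifit1* was 0.13 for *mdx* over B10. DBA has 29 UMIs of *Ifit1*, so the interval of that pair is wide. Free RNA of interferon-responding cells, and differences of strain, age or housing between single pools of mice, were not tested.

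*Pard3*, a gene of the cell polarity complex, had a log2 ratio of 0.14 (0.044 to 0.23) for *mdx* over B10 and -0.13 (-0.24 to -0.027) for D2-*mdx* over DBA. With edgeR's TMM method the ratios were 0.19 and -0.087, and with DESeq2's size factors 0.19 and -0.055. A scaling difference and a change of *Pard3* cannot be told apart, because the directions stay opposite while the D2-*mdx* value is small and comes closer to 0 under both. A difference of strain or age stays open and was not tested.

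Haemoglobin transcripts, which the paper does not report, were detected in MuSC-like cells. Summed over *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*, they reached 24.2 CPM in B10, 454 in *mdx*, 329.8 in DBA and 1183 in D2-*mdx*, log2 ratios of 4.23 (4.13 to 4.33) and 1.84 (1.81 to 1.88). The counts lay in few cells. MuSC-like cells with 100 or more such UMIs, 1 in *mdx*, 1 in DBA, 4 in D2-*mdx* and 0 in B10, held 94.0%, 95.7% and 95.1% of them in the first 3 libraries. Erythrocytes in the same droplet as these cells are a candidate explanation. In B10 a single such cell, outside the MuSC-like ones, held 91.2% of the haemoglobin UMIs of the myogenic cells, which reached 275 CPM there and 459.7 in *mdx*, so the ratio of the *mdx* pair rests on where these few cells fall. Free RNA of erythrocytes spread evenly over all droplets of a library would give other cells a similar level. The non-myogenic cells had 0.853 times the MuSC-like level in B10, 3.51 times in *mdx*, 3.401 times in DBA and 0.434 times in D2-*mdx*, which, with counts held by so few cells, argues against an even spread as the main source. In the other MuSC-like cells the log2 ratios were 0.18 (0.018 to 0.33) and 2.04 (1.87 to 2.21). With cells of 100 or more such UMIs also left out of the non-myogenic cells (0, 5, 1 and 1 cells in B10, *mdx*, DBA and D2-*mdx*), these had 0.853, 1.30, 1.08 and 1.05 times the level of the other MuSC-like cells, so that evenly spread free RNA is a candidate explanation for this remainder only. More blood in some dissociations stays open. Among the myofibre genes of the myogenic cells, 4 of the 9 had at least 10 CPM, with medians of 1.81 and 3.37. Differentiating myocytes also express myofibre genes. No biological explanation was tested.

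A cluster of fibro-adipogenic or tenocyte-like cells, a type the paper does not name, made up 0.459% (0.308 to 0.659) of all cells in *mdx* and 0.869% (0.645 to 1.14) in D2-*mdx*, against 0.153% in B10 (7 cells) and 0.244% in DBA (8 cells). With doublets kept, with at most 5% mitochondrial UMIs or without integration no such cluster formed, and 92 of its 94 cells, 86 of the 87 kept and 93 of 94 joined the Schwann cell-like cluster. It formed with at least 500 genes and no upper limit (101 cells) and with 20 dimensions (92 cells). Its cells had 1.79 times the median UMIs of MuSC-like cells in *mdx* and 2.16 times in D2-*mdx*. Doublets with a MuSC-like cell would have such counts, and would hold MuSC-like transcripts at about 55.9% and 46.4% of the MuSC-like level. The 50 genes that set MuSC-like cells most apart from the other non-myogenic clusters had a median of 16.6% and 10.00% of it, with upper quartiles of 32.5% and 27.1%, which argues against such doublets as the source of the cluster. Doublets among some of its cells stay open. Cells of such a type that passed the sorting, in larger numbers from DMD muscle, stay open as an untested explanation.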

How the results depend on the processing

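None of the alternatives below was chosen after the results were seen. No paired analysis was run, since each strain is a single pool of mice and the backgrounds give only 2 pairs of libraries. Of 177 values of the main results under the alternatives, 96 stayed within the counting interval of the reported value and 81 moved outside it. No median of the lists and no correlation among them changed direction, and shares have none. Across the settings that gave a value, the DMD-enriched-like share ranged over 0.430 to 4.19% in B10, 17.8 to 25.1% in *mdx*, 1.13 to 5.74% in DBA and 13.6 to 20.4% in D2-*mdx*, the MuSC-like share over 91.0 to 99.1%, 64.5 to 91.5%, 91.9 to 98.7% and 62.8 to 88.4%, and the cycling-like share over 0.272 to 3.01%, 6.74 to 7.76%, 1.22 to 3.67% and 10.1 to 12.0%. The differentiating-like share ranged over 0.612 to 1.88%, 5.07 to 5.63%, 2.03 to 2.65% and 5.46 to 6.18%. In each of these settings the MuSC-like share was lower in a DMD library than in its control, and the other 3 shares were higher. The share of variance on PC1 ranged over 58.3 to 71.1% and the correlation across genes over 0.634 to 0.904.

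Some settings gave no value. Without integration no cluster was DMD-enriched-like or differentiating-like, and with 20 dimensions, with resolution 0.1 or with the 100 leading features left out none was differentiating-like. Among all cells, no fibro-adipogenic or tenocyte-like cluster formed with doublets kept, with at most 5% mitochondrial UMIs or without integration.

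With at least 500 genes and no upper limit, the MuSC-like share was 91.0% in B10 and 62.8% in D2-*mdx*, and the DMD-enriched-like share was 1.13% in DBA and 17.7% in D2-*mdx*. The cycling-like share was 3.01% in B10, 7.76% in *mdx*, 3.67% in DBA and 12.0% in D2-*mdx*, and the differentiating-like share was 1.88% in B10. The myogenic share of all cells was 95.6% in B10. The median of the 481 genes was 2.51 for *mdx* over B10, and the median of the 411 genes was -1.88 for *mdx* over B10 and -2.15 for D2-*mdx* over DBA. *Sntb2* was -0.0056, *Fos* was -0.18, *Junb* was -0.21 and *Islr* was -0.15 for D2-*mdx* over DBA. The cause was not tested.

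With at most 5% mitochondrial UMIs, the MuSC-like share was 95.7% in B10, and the DMD-enriched-like share was 0.782% in B10. The differentiating-like share was 1.07% in B10. Without integration, the MuSC-like share was 99.1% in B10, 91.5% in *mdx*, 98.7% in DBA and 88.4% in D2-*mdx*, and the cycling-like share was 0.272% in B10 and 1.22% in DBA. With resolution 0.1, the MuSC-like share was 97.4% in B10, 66.9% in *mdx*, 93.3% in DBA and 70.2% in D2-*mdx*, and the DMD-enriched-like share was 1.11% in B10, 25.1% in *mdx*, 4.74% in DBA and 18.99% in D2-*mdx*. With 20 dimensions, the MuSC-like share was 92.4% in B10, and the DMD-enriched-like share was 4.19% in B10, 24.6% in *mdx*, 5.74% in DBA and 20.4% in D2-*mdx*. The cycling-like share was 1.06% in B10. Under each of these settings the cause was not tested.

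With the 100 leading features of the DMD-enriched-like cluster left out, the MuSC-like share was 72.1% in *mdx* and 72.1% in D2-*mdx*, and the DMD-enriched-like share was 1.07% in B10, 17.8% in *mdx*, 4.30% in DBA and 14.9% in D2-*mdx*. With doublets kept, the MuSC-like share was 93.4% in DBA, and the DMD-enriched-like share was 1.26% in B10 and 1.88% in DBA. The differentiating-like share was 1.31% in B10, and the myogenic share of all cells was 75.1% in *mdx* and 70.6% in D2-*mdx*. The cause was not tested.

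For principal components on all genes, PC1 took 68.8% of the variance. On log2 of CPM plus 1, PC1 took 70.7% of the variance. The cause was not tested.

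With MuSC-like cells only, which by construction leaves out the cells of the cycling-like, differentiating-like, DMD-enriched-like and immunomyoblast-like clusters, the median of the 481 genes was 1.65 for *mdx* over B10 and 1.86 for D2-*mdx* over DBA, and the median of the 411 genes was -1.35 for *mdx* over B10 and -1.45 for D2-*mdx* over DBA. The correlation was 0.814, and PC1 took 58.3% of the variance. Medians of other lists changed direction in *mdx* over B10, to -0.13 for the genes listed as higher in DBA than B10 only, 0.39 for the dissociation and immediate-early genes and 0.39 for the activation genes *Fos*, *Junb* and *Jund*, and in D2-*mdx* over DBA, to 0.054 for the TU 6h ex vivo list, 0.074 for the imprinted genes and 0.074 for the imprinted genes that the paper does not name. Of the named genes, *Dag1* was 0.083, *Myod1* was -0.11 and *Kif20a* was -0.39 for D2-*mdx* over DBA, and *Fos* was 0.48, *Junb* was 0.39, *Islr* was -0.57 and *Kif15* was -0.83 for *mdx* over B10. *Jund* was 0.39 and 0.45, *Myf5* was 0.11 and 0.049 and *Mest* was -0.19 and -0.089 for *mdx* over B10 and D2-*mdx* over DBA. The TU 6h ex vivo score of D2-*mdx* minus DBA was 0.00877. Of 248 results for named genes, 28 changed direction under an alternative, 13 of them here. Apart from the tests of *Fos* and *Junb*, the cause was not tested.

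With edgeR's TMM method, the median of the 481 genes was 2.23 for *mdx* over B10, and the median of the 411 genes was -1.71 for *mdx* over B10 and -1.78 for D2-*mdx* over DBA. With DESeq2's size factors, the median of the 481 genes was 2.24 for *mdx* over B10, and the median of the 411 genes was -1.70 for *mdx* over B10 and -1.76 for D2-*mdx* over DBA. With the mean of per-cell counts per 10000, the median of the 481 genes was 1.90 for *mdx* over B10 and 2.20 for D2-*mdx* over DBA, and the median of the 411 genes was -1.55 for *mdx* over B10 and -1.61 for D2-*mdx* over DBA. The correlation was 0.865. *Fos* was 0.21 and *Junb* was 0.070 for *mdx* over B10, and *Jund* was 0.14 and 0.19 for *mdx* over B10 and D2-*mdx* over DBA. The cause was not tested.

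Over all cells that passed the filters, which by construction adds pericyte-like, glial and other cells, the median of the 481 genes was 2.23 for *mdx* over B10 and 1.58 for D2-*mdx* over DBA, and the median of the 411 genes was -1.33 for *mdx* over B10 and -1.45 for D2-*mdx* over DBA. The correlation was 0.816. *Ifit1* was 0.13, *Ifit3* was 0.64, *Nlgn3* was 0.62 and *Mcam* was 0.42 for *mdx* over B10, and *Myh1* was -0.41, *Tpm2* was -0.19, *Sdc1* was -0.30 and *Acta2* was -0.11 for D2-*mdx* over DBA. *Cadm4* was 0.60 and 0.59 for *mdx* over B10 and D2-*mdx* over DBA, and *Mgp* was 0.043 for D2-*mdx* over *mdx*. The cause was not tested.

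With at least 50 CPM, the median of the 481 genes was 1.80 for *mdx* over B10 and 2.15 for D2-*mdx* over DBA, and the median of the 411 genes was -1.65 for *mdx* over B10. The correlation was 0.904. With no minimum, which by construction adds genes with few counts, the median of the 481 genes was 2.56 for *mdx* over B10 and 2.70 for D2-*mdx* over DBA, and the median of the 411 genes was -1.89 for *mdx* over B10 and -1.90 for D2-*mdx* over DBA. The correlation was 0.634. Of the module scores, summed UMIs in place of the score reversed TU 6h ex vivo for *mdx* and B10, at 0.00923, and for D2-*mdx* and DBA the cell polarity list, at 0.0125, and the immunomyoblast list, at -0.759. Thinning to 2000 UMIs put the immunomyoblast score of D2-*mdx* minus DBA at -0.00289. The cause was not tested.

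Other values were counted by kind. For named genes, 1490 of 2099 values stayed within the interval, 577 moved in the same direction and 32 reversed. For module scores, 64 of 120 moved and 5 reversed. Of other lists, 58 of 78 moved and 6 reversed, and of other shares 56 of 108 moved. The counting intervals of abundant genes are narrow, so a move outside them can be small. Depth limits the genes with few UMIs in a control, such as *Spp1*, *Has2* and *Gm7325*, and clusters with few control cells, such as the DMD-enriched-like cells of B10.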

Differences from the paper's values

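All alternatives named here were set before the data were examined, none was chosen after a value was seen, and the cells were grouped and named here from markers.

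The DMD-enriched-like share of the B10 myogenic cells was 0.430% against the paper's 1.25%, given in its text. It came within 1.5-fold with doublets kept (1.26%), resolution 0.1 (1.11%) and the 100 leading features left out (1.07%), and did not with at least 500 genes and no upper limit (0.620%), at most 5% mitochondrial UMIs (0.782%), resolution 0.4 (0.431%) and 20 dimensions (4.19%). The DMD-enriched-like share of the DBA myogenic cells was 2.59% against the paper's 1.46%, given in its text. It came within 1.5-fold with doublets kept (1.88%) and at least 500 genes and no upper limit (1.13%), and did not with at most 5% mitochondrial UMIs (3.08%), resolution 0.1 (4.74%), resolution 0.4 (2.52%), 20 dimensions (5.74%) and the 100 leading features left out (4.30%). The differentiating-like share of the B10 myogenic cells was 0.725% against the paper's 1.919%, given in its supplement. It came within 1.5-fold with doublets kept (1.31%) and at least 500 genes and no upper limit (1.88%), and did not with at most 5% mitochondrial UMIs (1.07%) and resolution 0.4 (0.612%).

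The immunomyoblast-like share of the B10 myogenic cells was 4.08% against the paper's 2.454%, given in its supplement. It came within 1.5-fold with doublets kept (2.55%), at least 500 genes and no upper limit (3.50%), at most 5% mitochondrial UMIs (1.97%) and 20 dimensions (2.38%), and did not with no integration (0.589%), resolution 0.1 (0.996%), resolution 0.4 (4.13%) and the 100 leading features left out (4.35%). The immunomyoblast-like share of the DBA myogenic cells was 0.593% against the paper's 0.2191%, given in its supplement. It came within 1.5-fold with doublets kept (0.253%) and 20 dimensions (0.185%), and did not with at least 500 genes and no upper limit (0.654%), at most 5% mitochondrial UMIs (0.0811%), no integration (0.0370%), resolution 0.1 (0.0371%), resolution 0.4 (0.593%) and the 100 leading features left out (0.630%). The immunomyoblast-like share of the D2-*mdx* myogenic cells was 1.71% against the paper's 0.7217%, given in its supplement. It came within 1.5-fold with doublets kept (0.492%), at most 5% mitochondrial UMIs (0.579%) and 20 dimensions (0.599%), and did not with at least 500 genes and no upper limit (1.94%), no integration (0.192%), resolution 0.1 (0.334%), resolution 0.4 (1.75%) and the 100 leading features left out (2.31%). The highest share of myonuclei-like cells, 0.549% of the clustered myogenic cells of D2-*mdx*, stood against the paper's highest of 0.11% of a strain. With doublets kept, no cluster was named myonuclei-like. Under the other alternatives this share was not computed.

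The remaining shares stated by the paper, and the log2 fold changes held from Table S4, lay closer to the values here, the shares within 1.5-fold. The fold changes were compared as log2 ratios of the mean of per-cell counts per 10000, where none lay further from the paper's value than the counting error.

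The paper lists *Islr* among the genes unique to the DMD-enriched cluster. Of the 6 genes it lists there, *Islr* was the exception here, with 364 CPM in MuSC-like cluster 6 and 300.0 CPM in the DMD-enriched-like cluster.

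The paper states that a minority of DMD satellite cells express the primed core score. Here 60.3% of the D2-*mdx* and 45.3% of the *mdx* myogenic cells had a score above 0, a threshold chosen here. Unthinned, the D2-*mdx* share was 58.2%. The legend of Fig. 2G describes the MuSC, differentiating myocyte and DMD-enriched cells as mainly in G1. Of these 3 classes, none had more than 50% of its cells in G1 here by mean over libraries, with 41.4% for the MuSC-like and 32.8% for the differentiating-like class, and 36.5% in G1 and 37.8% in S for the DMD-enriched-like cluster.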

Other observations

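The tests of white blood cell transcripts, of the genes without a near-identical copy and of *Rnaset2b* were chosen only after the result was seen. The other tests reported here were set out beforehand.

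The 481 genes listed as higher and the 411 listed as lower in both models could follow from the larger shares of cycling, differentiating and DMD-enriched cells in the DMD libraries. In MuSC-like cells alone the medians were 1.65 and 1.86 for the first list and -1.35 and -1.45 for the second. All lay beyond the middle 95% of matched random lists in both pairs, which argues against the shares of these cells as the whole source. RNA of the more frequent cells carried into MuSC-like droplets was not tested and stays open as a source for the first list. The study picked both lists from these libraries.

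For the separation of DMD and control libraries on PC1, composition and depth were tested. With MuSC-like cells only, the nearest DMD and control libraries still lay 17.6 apart on PC1, and with libraries thinned to the same total 39.8. Each argues against its explanation as the whole source, though RNA carried from other cells into MuSC-like droplets was not tested. With 1 pool of mice per strain, handling differs along with genotype and stays open. So does genotype itself, which was not tested apart from handling. By the sample labels, *mdx* was younger than B10 (11 against 15 weeks) and D2-*mdx* older than DBA (14 against 13 weeks). Both DMD libraries still lay above 0 on PC1 (21.0 and 22.4) and both controls below it (-20.6 and -22.8). This argues against a steady effect of age as the source of the separation.

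The larger cycling-like share in DMD libraries could come from the limits on genes per cell. With at least 500 genes and no upper limit, the DMD share was still 2.58 times the control share in the B10 background and 3.27 times in the DBA background, which argues against these limits as the whole source. The larger DMD-enriched-like share could come from clustering on genes that differ between libraries. With the 100 leading features left out of the clustering, though not of the integration, it was 16.7 and 3.46 times the control share. Such clustering and a class of cells that is larger in the DMD libraries cannot be told apart, because other features that differ stayed in, each new cluster was named after the class most of its cells had before, and without integration no DMD-enriched-like cluster formed.

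Because *Cdkn1c* and *Mest*, both imprinted, were higher in the DMD libraries, imprinted genes as a group were examined. The 19 of 26 listed genes with at least 10 CPM had medians of -0.024 and -0.10. Without the genes the paper names, the medians were -0.024 and -0.26, at the 47.0 and 10.9 percentiles of matched random lists. Over the myogenic cells this list thus showed no rise. In MuSC-like cells the percentiles were 99.0 and 84.0, high in 1 pair only. A rise of imprinted genes as a group and its absence cannot be told apart, because these sets of cells differ. Nor can an effect of the share of DMD-enriched cells on these genes be told from its absence.

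Of the 50 genes that set white blood cell-like cells most apart from MuSC-like cells, 88% were at least 2 times higher in the immunomyoblast-like cluster than in MuSC-like cells, with a median ratio of 16.1. White blood cells in or beside these cells and expression by the cells themselves cannot be told apart, since the share is close to the 90% set for the test and both would raise these genes.

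Transcripts of non-myogenic markers were also found in MuSC-like cells, with a median log2 ratio of 1.67 for *mdx* over B10 over 39 markers and 1.48 for D2-*mdx* over DBA over 47. Set against the change of these markers in the non-myogenic cells of the same library, the median difference was -1.11 and 0.69. RNA of non-myogenic cells and expression in MuSC-like cells cannot be told apart, because the difference has opposite signs in the pairs and spreads widely over the markers, with quartiles of -2.15 and -0.040 in the *mdx* pair.

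*Xist* reached at most 0.176% of the summed counts of the Y-linked genes in a library, which argues against a library from, or mixed with, cells of female mice. The 4 sex-linked genes with at least 10 CPM had medians of -0.11 and -0.36. Of the 13 genes furthest apart between the backgrounds, 5 had no near-identical copy, which argues against reads shared with such a copy as the source for these. Summed with their copies, the other 8 had log2 ratios from -0.78 to 0.79 for D2-*mdx* over *mdx* and from -0.10 to 0.51 for DBA over B10. Of them, 1 had a copy that moved the opposite way by at least 0.3 and a sum within 0.3 of 0 in both comparisons. This was *Rnaset2b*, whose copy moved by 1.05 and 1.11 and whose sums were 0.026 and 0.088, so that shared reads are a candidate explanation for it. The copies of *Rpl29*, *Gm10709* and *Hba-a2* also moved the opposite way by more than 0.3 in both comparisons, but their sums stayed further than 0.3 from 0 in a comparison. For the other 7 genes, shared reads and a change of the gene itself cannot be told apart, because of these sums or because the copy is abundant, which brings any ratio closer to 0. Variants of the DBA background against the reference stay open and were not tested.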
